# Transcriptomic changes in single yeast cells under various stress conditions

**DOI:** 10.1186/s12864-023-09184-w

**Published:** 2023-02-24

**Authors:** Yangqi Su, Chen Xu, Jonathan Shea, Darla DeStephanis, Zhengchang Su

**Keywords:** Single cell, RNA-seq, Yeast, Stress response, Gene regulatory networks

## Abstract

**Background:**

The stress response of *Saccharomyces cerevisiae* has been extensively studied in the past decade. However, with the advent of recent technology in single-cell transcriptome profiling, there is a new opportunity to expand and further understanding of the yeast stress response with greater resolution on a system level. To understand transcriptomic changes in baker’s yeast *S. cerevisiae* cells under stress conditions, we sequenced 117 yeast cells under three stress treatments (hypotonic condition, glucose starvation and amino acid starvation) using a full-length single-cell RNA-Seq method.

**Results:**

We found that though single cells from the same treatment showed varying degrees of uniformity, technical noise and batch effects can confound results significantly. However, upon careful selection of samples to reduce technical artifacts and account for batch-effects, we were able to capture distinct transcriptomic signatures for different stress conditions as well as putative regulatory relationships between transcription factors and target genes.

**Conclusion:**

Our results show that a full-length single-cell based transcriptomic analysis of the yeast may help paint a clearer picture of how the model organism responds to stress than do bulk cell population-based methods.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09184-w.

## Background

The ability to adapt to a changing environment is crucial to survival of individual cells, and this is even more evident for single celled organisms [1–3]. A rapid change in a cell’s surrounding induces stress, which requires the cell to activate complex mechanisms of sensing and signal transduction to adapt [4–6]. Such mechanisms eventually lead to the expression of genes and proteins, which can often be specific to the type of stress encountered. At the same time, organisms also develop general responses regardless of the type of stress encountered to better deal with a constantly changing environment [7]. The study of stress response in various organisms has led to a better understanding of some of the fundamental aspects of cellular biology [2, 3, 5, 8].

One such model organism that has been studied extensively is the budding yeast *Saccharomyces cerevisiae*. The budding yeast is a single-cell organism that faces a constantly changing environment when living freely in nature, often having to deal with multiple types of stress at the same time. For many decades, the responses of budding yeast to different environmental perturbations have been studied systematically on different levels, leading to the discovery and understanding of many pathways of the organism [1, 2, 9, 10]. On the other hand, while it may be the most well understood eukaryotic organism, we are still far from being able to completely model this organism’s response to stress. The advent of microarray technology meant simultaneous profiling of thousands of genes of yeast was possible [11]. These developments led to the early analysis of the transcriptomic responses of yeast to different environmental changes, resulting in the discovery of a set of roughly 900 genes, termed the yeast environmental stress response (ESR) genes, which were activated as a general response to multiple types of stress [2]. Up-regulated ESR genes were found to be regulated by transcription factors (TFs) Msn2p and Msn4p and related directly to mitigation of stress, while down-regulated ESR genes were found to be involved in ribosomal biogenesis and protein synthesis [1, 12, 13]. This general response was thought to be crucial for the survival of yeast cells in preparation for changes in the environment [2].

The yeast response to amino-acid starvation has been shown to be mediated through the general amino acid control (GAAC) pathway [14], and more specifically through the TF Gcn4p and protein kinase Gcn2p. Gcn2p phosphorylates translation initiation factor Eif2p, thus inhibiting overall translation rates [15]. Though the abundance of Gcn4p is controlled at the translational level, phosphorylation of Eif2p increases the level of Gcn4p via a mechanism involving delayed ribosomal re-initiation and inhibitory upstream ORFs in the 5’ region of the *GCN4* gene ([16], thereby Gcn4p activates the promoters of genes that harbor a GCN response element [17]. Early transcriptomic studies showed that amino-acid starvation down-regulated genes related to growth and ribosome biogenesis, while upregulating genes involved in amino-acid biosynthesis, cellular redox reaction, carbohydrate metabolism, cell wall modification, protein folding and degradation, DNA damage repair, fatty acid metabolism, metabolite transport, and autophag [18].

The yeast has also been studied extensively for responses to changes in carbon sources [16–19]. Though yeast prefers glucose as a carbon source during fermentative growth, it also can utilize other carbon sources as alternatives [19]. During growth in glucose-rich cultures, genes in pathways for utilizing alternative carbon sources, such as galactose, maltose and sucrose, are repressed through a glucose sensitive repressor Mig1 [20]. It was found that glucose starvation upregulated genes were involved in oxidative phosphorylation and the TCA cycle, and some of them encode high-affinity glucose transporters [21]. At the same time, glucose starvation results in a drastic reduction in transcription rates and degradation of mRNA as well as almost complete inhibition of translational machinery [22, 23]. Another study profiling ribosome of yeast under glucose starvation noted that while overall protein synthesis was reduced, transcription of many stress-response and glucose-repressed genes was increased [20, 22].

As a single-celled organism, yeast in nature may constantly experience sudden changes in surrounding osmolarity. The adaptation of yeast to hyperosmotic stress has been studied extensively, whereby a sudden increase in osmolarity will cause the yeast cell to shrink and the high osmolarity glycerol response pathway is activated [24]. Less is known about an osmolarity downshift, when there is a rapid influx of water, leading to increase of cell size and turgor pressure, during which the cell wall plays a vital role in preventing the cell from bursting [25]. This process initiates the cell integrity pathway (CWI). Glycerol export is mediated via the Fps1p transporter. An influx of calcium ions also occurs [26], which results in the activation of the TF Crz1p. The osmolarity sensor Sln1p, the phosphotransferase Ypd1p, and the TF Skn7p form a phosphor-relay system that activates Skn7p by phosphorylation upon cell swelling [27, 28]. Upon activation, Skn7p activates the transcription of genes related to cell wall biogenesis [27, 28]. Micro-array transcriptomic analysis revealed a reversal of the gene expression response during hyper-osmolarity stress but failed to find a distinct pattern of gene expression during hypotonic stress. [2]

In the past decade, the rapid development of high throughput RNA-seq technology has provided a better platform than microarray to study the transcriptomic profiles of organisms, providing the ability to quantify gene expression genome-wide in a single assay with higher resolution, larger dynamic ranges and lower technical [29–31]. Moreover, the advent of single-cell RNA-seq (scRNA-seq) methods has provided an unprecedented opportunity to study the response of individual cells of an [32]. This is even more evident in the case for the budding yeast, which is itself a single celled organism. Utilizing scRNA-seq, it may now be possible to delve deeper into the intricacies of an individual yeast cell’s response to different stress. However, studies applying single-cell transcriptomic studies in micro-organisms such as the budding yeast have been limited in comparison to studies of larger mammalian cells. Recent microfluidics-based methods have allowed high throughput scRNA-seq studies to be [33]. Most notably, methods such as those developed by 10x Genomics have allowed the simultaneous sequencing of hundreds of thousands of cells [34]. Though these methods are well optimized for mammalian cells, they are not easily applicable to yeast cells, due to the complexity introduced in sample preparation by having to lyse individual microbial cell walls, as well as the relatively low amounts of mRNA in small microbial cells compared to mammalian cells. Consequently, though studies of yeast stress responses have been extensively carried out throughout the past decade using a variety of techniques, scRNA-seq based studies have been relatively few.

To fill this gap, we adapted a full-length scRNA-seq method to profile transcriptomes of single yeast cells under hypotonic osmolarity, glucose starvation or amino acid starvation. Although our sample size is not on the scale of droplet-based scRNA-seq methods that only sequence the 3’-end of mRNA molecules and are more prone to drop-out effects due to shallow sequencing depths, we sequenced each single-cell transcriptome in full-length to a sufficient depth and are thus less prone to drop-out effects. Furthermore, a single-cell approach allows for more biological repeats than a bulk-based procedure. Using these data, we not only confirmed many earlier findings based on bulk cell data, but also reveal novel aspects of stress responses in yeast at single-cell level.

## Results

### Transcriptomes of single yeast cells are sufficiently sequenced

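Each library came from 1 spheroplast, a cell of the laboratory strain S288C stripped of its wall with Zymolyase. Spheroplasts were held in S medium, which has glucose, amino acids and 1 M sorbitol (isotonic), or in S medium without amino acids (AAS), without glucose (GS) or without sorbitol (hypotonic). Poly(A) RNA was copied from an oligo-dT primer, amplified by PCR and sequenced, and uniquely mapped reads were counted per gene of the R64 reference with HTSeq. Reads on genes ran from 3112955 to 8502504 per AAS cell, from 3603505 to 55179414 per isotonic cell of batch 1 and from 4297691 to 7870247 per hypotonic cell. In batch 2 they ran from 115 to 2535593 per GS cell, with a median of 935236, and from 14245 to 1133518 per isotonic cell, with a median of 433165. For each comparison, counts were scaled to CPM, over the reads on genes, averaged with equal weight per cell and given as the log2 ratio of the treated to the isotonic mean after adding 1 CPM to each. Comparisons between conditions use the cells the paper kept, 18 AAS, 16 isotonic and 12 hypotonic cells in batch 1 and 21 GS and 17 isotonic cells in batch 2, unless all mapped cells are named. A ± gives the standard deviation over cells. No separate cultures are named in the sources used here, so cells of a group were not taken as replicates and no test between groups was run. A gene called at least 2-fold higher or lower met a rule of size only. In simulated libraries, 15.7% of 5625 genes with no difference met this rule for AAS, 49.3% of 1906 genes for GS and 35.6% of 5400 genes for hypotonic cells. In simulated GS libraries with no gene changed, 3796 genes were read in enough cells to be compared, against 2106 in the data. These GS libraries were thus less sparse than the real ones, and the GS rate may not hold for the data. Intervals and lower limits cover counting error only, since PCR copies carry no molecular identifiers. A lower limit of a fold, given where a group had no read, is for summed reads and not for mean CPM.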

Using the scRNA-seq protocol, we sequenced the full-length transcriptomes of 117 yeast cells from four treatments in two sequencing batches: amino acids starvation (AAS) (n = 20 in batch 1), isotonic (n = 19 in batch 1; n = 19 in batch 2), glucose starvation (GS) (n = 47 in batch 2) and hypotonic conditions (n = 12 in batch 1). As summarized in **Table S1** in **Supplementary File 1**, an average of 9.5 million reads were generated in each cell, and an average of 36% and 11% of them were uniquely mapped to the genome and ERCC spike-in RNA sequences, respectively. Moreover, we sequenced a total of 59 RNA-seq libraries prepared using varying amounts (5pg, 10pg, 20pg, 100pg, 1,000pg and 10,000pg) of bulk RNA from yeast cells under AAS using the same protocol. As summarized in **Table S2** in **Supplementary File 1**, an average of 6.7 million reads were generated in bulk samples, and an average of 34% and 24% of them were uniquely mapped the genome and ERCC spike-in RNA sequences, respectively.

To see whether the sequencing depth was sufficient to cover all the captured mRNAs in a cell, we randomly sampled different numbers of mapped reads from the scRNA-seq libraries and computed the total number of genes to which reads were mapped. 

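When 1000000 reads on genes were drawn from each cell, the median number of genes with a read was 4708 in 20 AAS cells, 3298 in 19 isotonic cells of batch 1 and 2942 in 12 hypotonic cells. Using all reads of the same cells added a median of 4.86% more genes under AAS, 20.8% in isotonic cells and 10.6% under the hypotonic condition. The gain varied between cells, from 2.62% to 16.4% under AAS, from 6.38% to 63.1% in isotonic cells and from 4.00% to 35.0% in hypotonic cells. In batch 2, 23 of 47 GS cells reached this depth, with a median of 1184 genes and a median gain of 7.25%, and 1 isotonic cell did, with 1857 genes and a gain of 1.97%.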

As shown in Fig. 1E, the number of genes detected approached saturation when around 1 million reads were sampled for each cell, suggesting that for most of our scRNA-seq libraries, the sequencing depth should be more than sufficient to detect most transcribed mRNAs. However, there is considerable variation in the number of genes detected between cells under the same treatment (Fig. 1A ~ 1E). 

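With all reads, the number of genes with at least 1 read ran from 2820 to 5986 per AAS cell, from 1816 to 5679 per isotonic cell of batch 1 and from 1482 to 5650 per hypotonic cell. In batch 2 it ran from 29 to 2312 per GS cell and from 191 to 1894 per isotonic cell. AAS cells had the highest median, 4962.5 genes, and GS and isotonic cells of batch 2 had medians of 1065 and 1047 genes. Counting a gene only at 5 or more reads gave medians of 4652 genes for AAS, 3374 for isotonic cells of batch 1, 2871.5 for hypotonic cells, 619 for GS and 655 for isotonic cells of batch 2.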

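At an equal depth of 100000 reads, the 19 isotonic cells of batch 1 had a median of 2516 genes and the 12 isotonic cells of batch 2 that reached this depth had a median of 1011. At 10000 reads the medians were 1670 and 513.5 genes over all 19 cells of each batch. AAS cells of batch 1 had 4225 genes and hypotonic cells 2454 genes at 100000 reads, and 30 GS cells of batch 2 had 801. The ERCC spike-in RNA took a median of 79.2% of uniquely mapped reads in the isotonic cells of batch 2 and 49.4% in GS cells, against 0% in the isotonic cells of batch 1 and 4.98% in AAS cells. The paper added ERCC to most single-cell samples, not all. Isotonic libraries of batch 1 other than cell G36 held at most 117 ERCC reads. A share of 0% there can thus not be read as a measure of mRNA content.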

Comparing the two different batches of isotonic treatment (Fig. 1A and E) reveals that batch effect contributes significantly to the difference in the number of genes detected, a well-known phenomenon for scRNA-seq libraries [35–38]. On the other hand, the more input bulk mRNA amount, the more genes detected in the bulk mRNA samples (Fig. 1F). Therefore, the varying numbers of genes detected in single cells are most likely caused by varying amounts of mRNA that each cell expressed or released during lysis, which is characteristic of scRNA-seq libraries [39], thus partially explaining the variation in detection rates of genes. Bootstrapping single cells by computationally pooling raw reads from a set of single cells under the same treatment shows, except for GS, the detection rate already reaches saturation when reads from as few as five cells were combined (Fig. 1G), indicating that aggregating over the single cells can provide a comparable sample to that of bulk analysis.

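Pooling the reads of 5 cells drawn at random reached 94.9% of the genes seen in all isotonic cells of batch 1 and 95.2% of those seen in all hypotonic cells, and among the AAS cells the paper kept it reached 97.2%. In batch 2, 5 GS cells reached 51.8% of the genes of the 47 GS cells, and 5 isotonic cells reached 62.9% of the genes of the 19 isotonic cells. Among the cells the paper kept, 5 GS cells reached 66.3%. When a gene was counted only at 5 or more summed reads, 5 cells reached 96.2% of the genes for AAS, 39.8% for GS and 54.8% for isotonic cells of batch 2.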

**Fig. 1:**
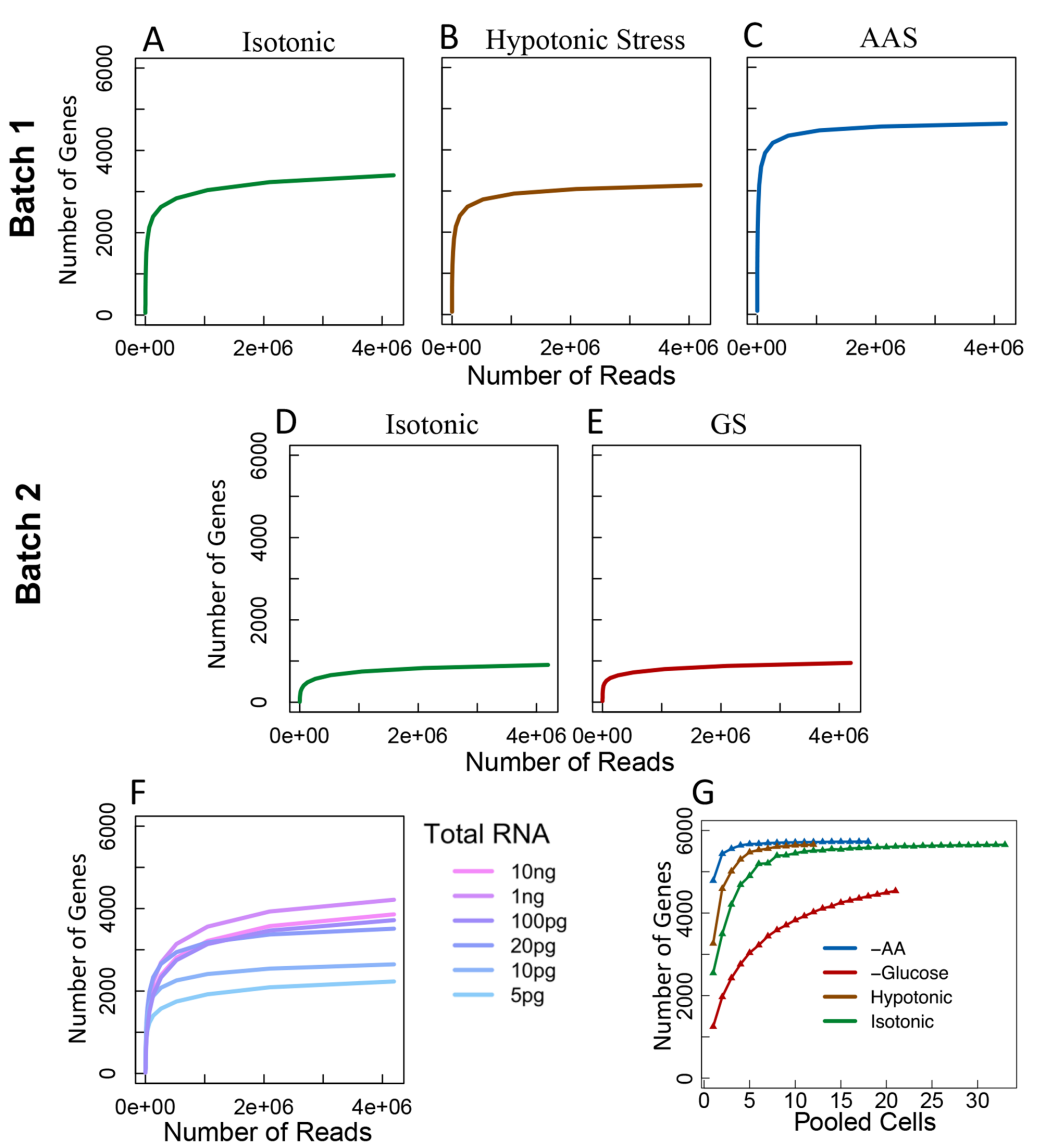
Saturation of detected genes in the libraries. A. Number of genes detected in each cell under isotonic condition from batch 1 as a function of number of mapped reads randomly sampled from the cell. B. Number of genes detected in each cell under hypotonic stress samples from batch 1 as a function of number of mapped reads randomly sampled from the cell. C. Number of genes detected in each cell under AAS from batch 1 as a function of number of mapped reads randomly sampled from the cell. D. Number of genes detected in each cell under GS from batch 2 as a function of number of mapped reads randomly sampled from the cell. E. Number of genes detected in each cell under isotonic condition from batch 2 as a function of number of mapped reads randomly sampled from the cell. F. Number of genes detected in each bulk sample as a function of number of mapped reads randomly sampled from the sample. The bulk libraries were prepared using different amount (5pg, 10pg, 20pg, 1,00pg, 1000pg and 10,000pg) of input mRNA extracted from a population of cells under AAS. G. Number of genes detected as a function of number of single cells randomly selected from those under the same conditions. Bold colored lines represent average detections

An evaluation of the possible bias of read coverage along a gene body for all libraries show that the read coverage declines toward the 5’-end for all libraries (Fig. 2). This result is consistent with the earlier findings that single-cell RNA-Seq data tend to be biased toward the 3’ end, because of the oligo (DT) primers used in the first-strand cDNA synthesis(40, 41). We also noted that there is pronounced difference in biases between the two batches of isotonic samples (Fig. 2A).

**Fig. 2:**
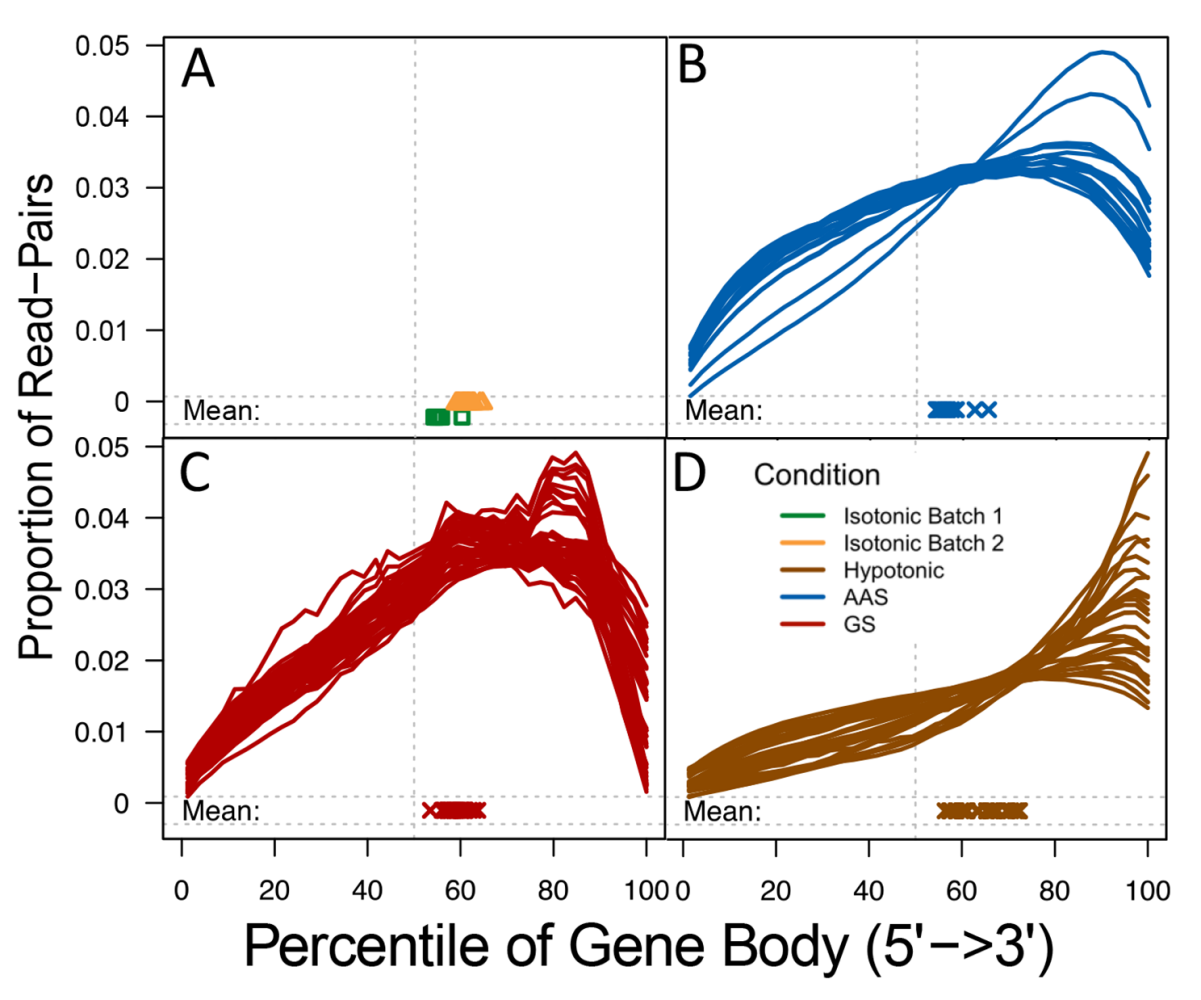
Reads coverage along the 5’-end to the 3’-end of the coding regions of genes. For each library, the averaged relative coverage is shown at each relative position along the length of coding regions of genes from the 5’-end to the 3’-end. **A**. Isotonic condition, batch 2 samples are colored orange here to distinguish from batch 1 samples (colored green). **(B)** AAS. **(C)** GS. **(D)** Hypotonic stress

### Library quality control reduces technical artifacts

Since scRNA-Seq results are sensitive to multiple factors during library preparation, we evaluated each library for its quality by several assessment criteria: complexity, evenness of coverage, continuity of coverage, sensitivity, and bio-reads ratio (see Methods). The complexity of the libraries ranges from 0 to 0.80 with an average of 0.30 (Fig. 3A). There is significant difference between the complexity of the two batches, with samples of batch 2 showing lower complexity, indicating the presence of a strong bias in fragment amplification and insufficient sampling of mRNA molecules in the individual cells (Fig. 3A). This result is consistent with the considerably lower gene detection rate for batch 2 isotonic cells than for isotonic cells in batch 1 (Fig. 1A and E). Most libraries have less than one gap on average, though a few exhibits high number of gaps. In general, these measurements of library quality from different aspects are highly correlated (Fig. 3A). We filtered out low quality cells using a procedure as detailed in the Methods section. As shown in Figs. 3B and 84 of the 117 libraries passed the filters set by the five metrics. 

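The 33 cells left out were 2 AAS, 3 isotonic and 0 hypotonic cells of batch 1, and 26 GS and 2 isotonic cells of batch 2. In batch 1, AAS cell D95X had 8032494 reads on genes and 4659 genes, AAS cell D96X had 7287287 reads and 3581 genes, isotonic cell A44 had 6505092 reads and 4956 genes, isotonic cell A47 had 5022051 reads and 3488 genes, and isotonic cell G36 had 12440055 reads and 5001 genes. G36 is not among the columns of Table S3 and counts as left out here, although Fig. 4I draws it, and ERCC reads made up 14.1% of its reads. In batch 2, all 20 GS cells whose names begin with Y2 were left out, with 115 to 290386 reads on genes and a median of 3218.5. The other 6 GS cells left out had a median of 980676.5 reads. Y501 had 801 genes, Y503 had 626, Y504 had 665, Y505 had 334 and Y506 had 739, and Y502 had 1026117 reads on genes. Isotonic cell Y713 had 83314 reads and 901 genes, and Y714 had 549041 reads and 1675 genes. Applied to the values of Table S1, the thresholds of the Methods were met by 22 of the batch 1 cells, while 46 were kept and 27 of those kept missed at least 1 threshold. In batch 2 the threshold was met by 52 cells, 38 of them kept.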

Clearly, after filtering, the distributions of the metrics are more uniform, most notably in the case of the GS treatment. Thus, our subsequent analyses were based on these 84 cells. Furthermore, we included ERCC spike-in in most of our samples as a quality control for assessing the accuracy of our gene expression quantification. The assessment of quantification quality was carried out using all bulk/single cells samples with spike-in rate of > 2%. It can be seen in **Supplementary Fig. S1A** that the expression levels (TPM) of spike-ins added in single-cell samples correlate well with the concentrations of the spike-ins (PPC = 0.842), indicating that our expression quantifications are reliable. Furthermore, we show that ERCC spike-in in bulk RNA-seq samples all show similar levels of correlation with known concentrations despite the different concentrations of spike-in added (**Supplementary Figs. S1B-S1G**). However, it is worth noting that as the concentration of added spike-ins increase, the quantified expressions show lower variance between samples as expected. We also applied the detection limit metric described in [40] to our spike-in data, using samples with at least 2% spike-in rate and having at least 8 different spike-in with non-zero expressions for this calculation. For these samples, the detection limits found were similar to the levels described in [40] for the SmartSeq2 protocol (Supplementary Fig. S1 H), indicating our procedures are reliable in terms of the ability to detect RNA molecules. All quality metrics for biological reads and spike-ins as well as additional quality metrics such as Mitochondrial gene % and Ribosomal RNA % are also included in **Table S1, S2** in **Supplementary File 1.**

**Fig. 3:**
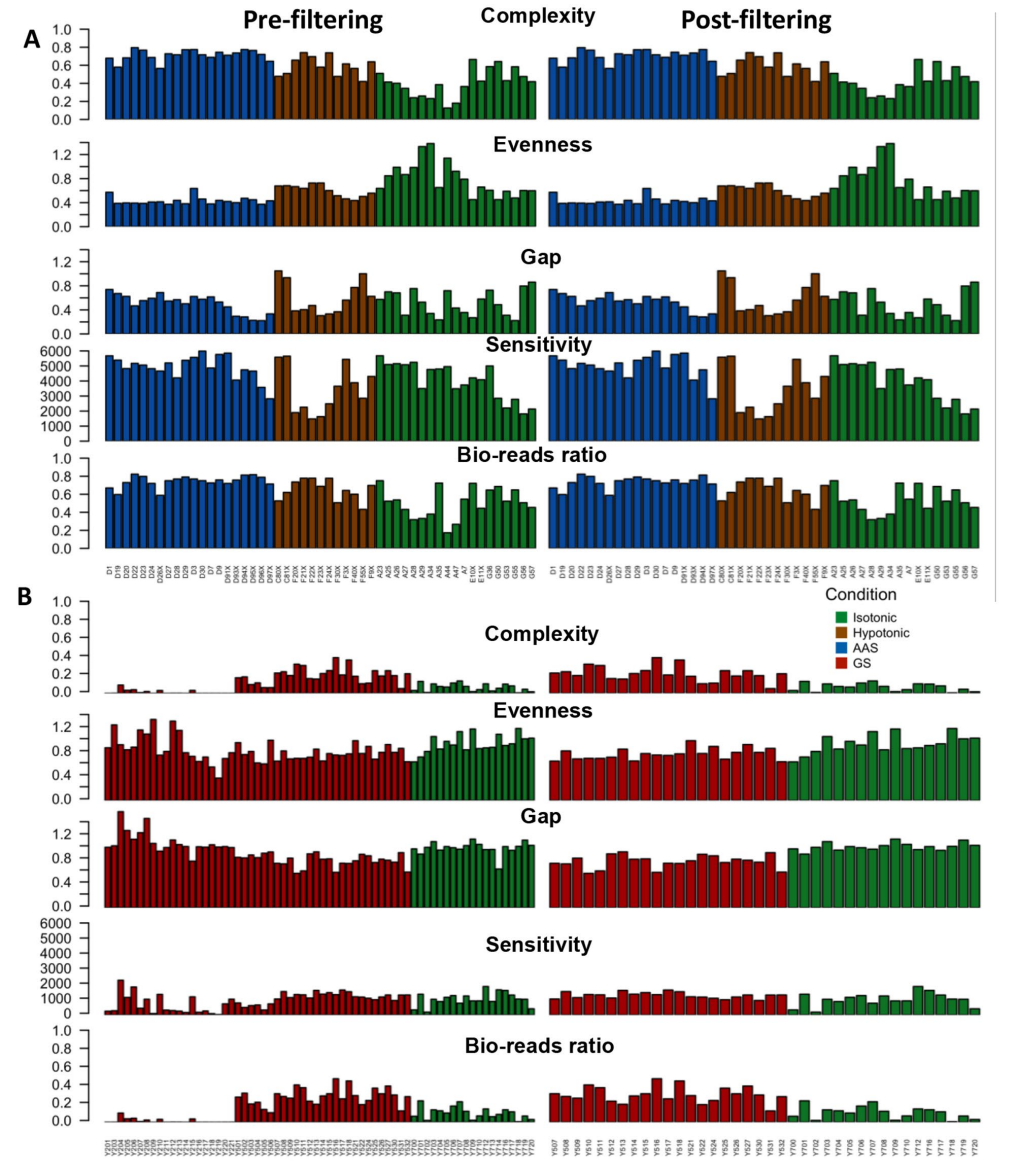
Quality control of scRNA-seq libraries using complexity, evenness, gap, sensitivity, and bio-reads ratio. In both A) and B), cells pre-filtering are shown on the left panel, and the cells post-filtering are shown on the right panel. **(A)** Batch 1 samples (51 samples pre-filter / 46 samples post-filter). (B) Batch 2 samples (66 samples pre-filter / 38 samples post-filter)

Pearson correlations were also calculated between our samples post filtering and those of previous studies described in the Methods section (Supplementary Fig. S1 I)[41–43]. Although these studies performed single cell RNA-seq on a slightly different cell line (BY4741) and used different protocols in their sample preparation, our batch 1 isotonic cells were able to achieve a mean Pearson correlation of 0.59 (max: 0.91, min:0.26) across all cells under a similar unstressed condition, indicating that the transcriptomic profiles of our batch 1 isotonic yeast cells are similar to unstressed yeast cells from these previous studies. Moreover, the study of [43] utilized a slightly modified Smartseq-2 protocol, and thus our batch 1 isotonic cells correlate very well with their 2-hour cells (Pearson correlation max: 0.91, min:0.45, mean: 0.70). Differences in the degree of correlation is likely due to differences in sample preparation protocol, yeast strains used (S288C vs. BY4741), and slight variations in the condition of the cells. On the other hand, our AAS and hypotonic cells had much lower correlations. Isotonic samples from Batch 2 correlated poorly to all the studies due to strong batch effects and technical artifacts in these samples, (Pearson correlation max: 0.45, min:0.04, mean: 0.23). It is worth noting that despite the poor correlation of Isotonic Batch 2 samples with unstressed cells from previous datasets, the degree of correlation was still consistently higher than the correlation between GS samples (also from Batch 2, Pearson correlation max: 0.33, min:0.006, mean: 0.12) and the unstressed cells from previous datasets (Supplementary Fig. S1 I), again indicating that poor correlation likely originates from batch effects and that inherent biological differences caused by stress are still preserved in the transcriptomic profile within the same batch. Due to the presence of these strong batch effects, the technical differences between the two batches are too significant for aggregated analysis, thus subsequent analyses were performed in a batch-specific manner: isotonic vs. AAS and isotonic vs. hypotonic comparisons were conducted with cells from batch 1, while isotonic vs. GS comparison was performed with cells from batch 2.

### AAS and GS treatments induce distinct transcriptomes while hypotonic stress does not

To characterize the transcriptome features of the cells under different treatments, we compared the transcription levels of the 5,419 genes (**Table S3** in **Supplementary File 2**) that were expressed in at least 20% of the cells using principal component analysis (PCA) (Fig. 4A ~ 4C), uniform manifold approximation and projection (UMAP) (Fig. 4D ~ 4F) and hierarchical clustering (Fig. 4G ~ 4I). Clearly, cells under either AAS (Fig. 4A, D and G) or GS (Fig. 4B and E H) treatments display distinct transcriptomes from cells under the isotonic condition, suggesting that both AAS and GS triggered relevant gene regulatory pathways in the cells. However, cells under hypotonic stress did not separate well from isotonic cells in PCA (Fig. 4C), UMAP (Fig. 4F) and Hierarchical Clustering (Fig. 4I), suggesting that the hypotonic stress did not significantly alter gene transcription in the cells.

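AAS and isotonic cells lay apart on the first principal component of log2(CPM + 1), which carried 34.0% of the variance and ordered 94.4% of AAS and isotonic pairs the same way. Complete-linkage clustering put the 18 AAS cells with 4 isotonic cells and the other 12 isotonic cells apart, whereas average linkage left 1 isotonic cell alone. The mean Pearson correlation between cells across genes was 0.572 within AAS, 0.463 within isotonic cells and 0.371 between them. Each of the 18 AAS and 16 isotonic cells was closer to the mean of its own group than to that of the other. Among left-out cells, 2 of 2 AAS cells and 8 of 26 GS cells were closer to the isotonic mean, and 1 of 3 isotonic cells of batch 1, G36, to the AAS mean. For GS, the first component carried 10.4% of the variance and ordered 99.7% of pairs, and clustering split the 21 GS cells from the 17 isotonic cells. The correlation was 0.226 within GS, 0.306 within isotonic cells and 0.168 between them. With all 66 cells of batch 2, the first component ordered 63.7% of pairs and the next one 99.6%, and the larger cluster held 43 GS and 19 isotonic cells. From the separation of the groups, the paper proposes that AAS and GS each triggered the gene regulatory pathways that answer them.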

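Hypotonic and isotonic cells overlapped on the first principal component, which carried 25.8% of the variance and ordered 53.1% of pairs. The second component carried 4.98% and ordered 92.7% of pairs. Clustering left 1 hypotonic cell alone and placed the other 11 with the 16 isotonic cells. Correlation across genes between hypotonic and isotonic cells was 0.414, against 0.414 within hypotonic and 0.449 within isotonic cells. Of the 12 hypotonic cells, 9 were closer to the mean of their own group, and all 16 isotonic cells were. From the overlap, the paper proposes that hypotonic stress left transcription largely as it was.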

**Fig. 4:**
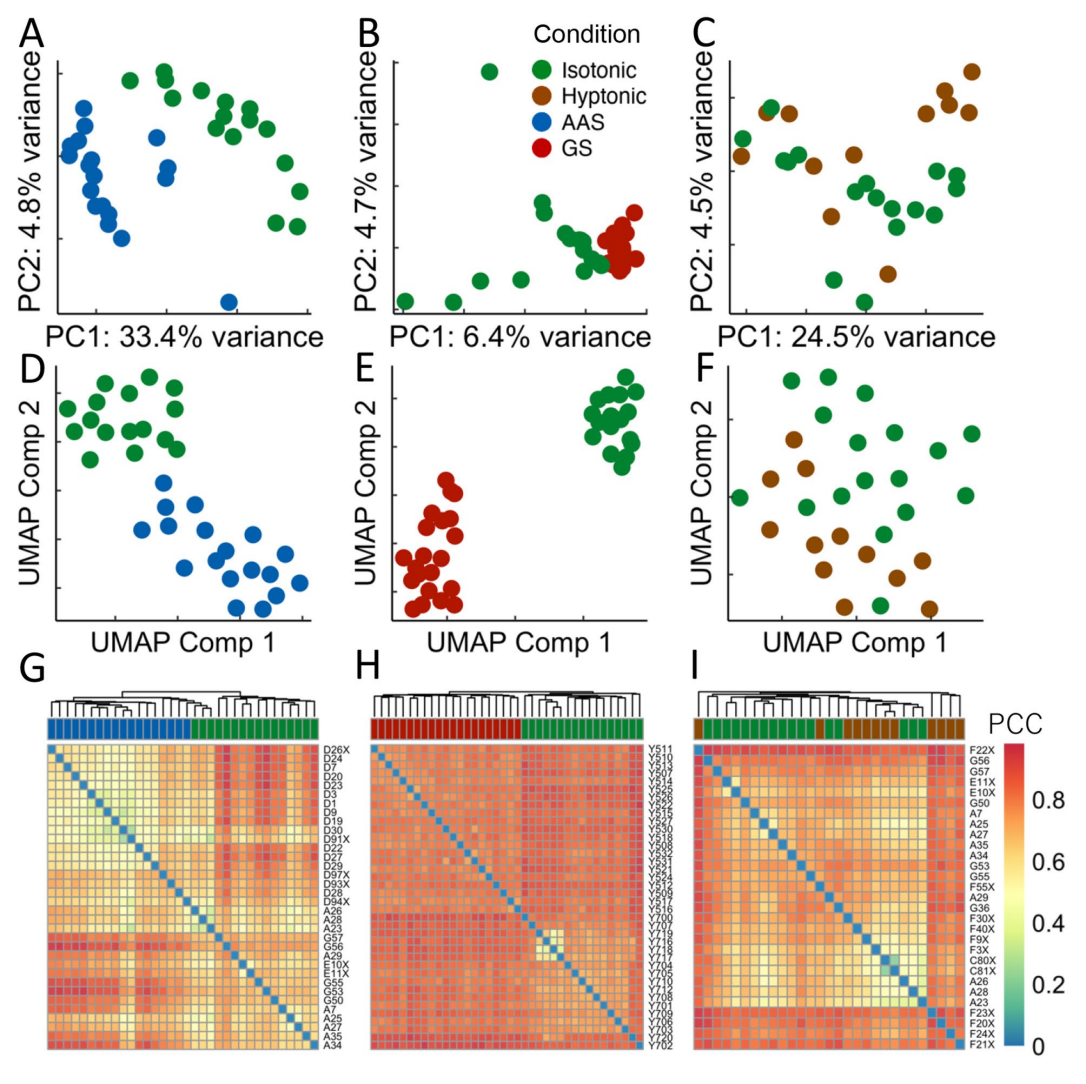
Comparison of transcriptomes of the cells under different stress conditions with those of cells under the isotonic condition. A, B, C. Visualization of the cells under AAS (A), GS (B) and hypotonic stresses (C) in comparison with cells under the isotonic condition using the first and second PCA components of their transcriptomes. **D, E, F.** Visualization of the cells under AAS (D), GS (E) and hypotonic (F) stresses in comparison with cells under the isotonic condition using the first and second UMAP components of their transcriptomes. **G, H, I.** Heatmaps of hierarchical clustering of the cells based on the Pearson correlation coefficients (PPC) of their transcriptomes using complete linkage. Color code shown in (B) applies to all the figures

We next identified differentially expressed genes (DEGs) between cells under AAS, GS and hypotonic stresses to those under isotonic treatment using MAST [44] (FDR < 5%, absolute (Log_2_(fold-change (FC)) > 0.5). We identify 409 genes that were significantly differentially expressed under AAS relative to the isotonic condition (**Table S4** in **Supplementary File 2**), of which 137 were down regulated while 272 were up regulated (Fig. 5A C). 

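Genes of sulfur uptake and use were among the 10 genes with the highest log2 fold change under AAS, and 3 of the 10 with the lowest, *NOP1*, *NSR1* and *SNU13*, are in the list of ribosome biogenesis genes, among genes read in at least 20% of the cells compared. *SUL1*, which encodes a sulfate permease (YBR294W, chromosome II, 789235 to 791814 of R64), averaged 3388 ± 2089.6 CPM in AAS and 14.6 ± 25.4 CPM in isotonic cells, a log2 fold change of 7.76. *MHT1*, whose product methylates homocysteine, was higher by 6.99, and *STL1*, a glycerol symporter, by 6.66. The others were *RAD59* of recombination repair at 7.58, *HMS1* at 7.24, YKL068W-A at 7.08, YNR064C at 6.66, *EMA35* at 6.45, *FRE5* at 6.41 and *THI72* at 6.39. Over all 39 AAS and isotonic cells of batch 1, with isotonic cell G36 among them, *RAD59* stood at 4.62, YKL068W-A at 4.34, *MHT1* at 4.21 and *STL1* at 2.72. On the lower side, *SNU13* of the small ribosomal subunit processome had a log2 fold change of −5.26, *UTP6* of −5.08, *ENP2* of −5.05, *RRP36* of −5.00 (−1.85 without the highest cell of each group), *NSR1* of −4.83 and *NOP1* of −4.54. *RIX7* and *RLP24* of large subunit assembly had −4.88 and −4.69, the ribosomal protein gene *RPL17B* −4.76 and *UPA2* −4.75. With all 39 cells, *ENP2* stood at −2.62 and *RLP24* at −3.00. Of 5825 genes compared, 2514 were at least 2-fold higher and 803 at least 2-fold lower, with a median log2 fold change of 0.74. With summed reads the median was 0.89, and with summed reads scaled by TMM or DESeq2 size factors it was 0.09 or 0.01, so how many genes lay on each side depended on the scaling.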

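*ICL1*, encoding isocitrate lyase (YER065C, chromosome V, 285241 to 286914 of R64), was read in 20 of 21 GS cells, at a mean of 2502 CPM, and in 0 of 17 isotonic cells. With 3 isotonic reads assumed in all, it was at least 5631-fold higher in summed reads, which is no limit for the mean over cells. By the same rule *PCK1* of gluconeogenesis was at least 2219.8-fold higher, the acetate transporter gene *ADY2* 3012-fold, *SFC1*, a mitochondrial succinate-fumarate carrier, 3539.5-fold, YKL107W 3676-fold, *ITT1* 2339-fold and *GTR2* 3340.5-fold, the last with reads in 8 GS cells. In the 20 GS cells named Y2 alone, with a median of 3218.5 reads, *PCK1* stood at 0 on the log2 scale, with no read on either side. *SFC1* and *ITT1* stood at −0.13 and −0.25 there. Both had 0 reads in the 17 kept isotonic cells, so isotonic cells beyond these were used in that setting. *FMP16* had a log2 fold change of 10.44 against 3 isotonic reads in all (95% counting interval 0.619 to 8.77), and *RGI2*, needed for respiratory growth, of 10.21 against 1 read (interval 0.0253 to 5.57). *RPA190*, the largest subunit of RNA polymerase I, was at least 9243-fold lower and the DNA ligase gene *CDC9* at least 4554-fold lower, each with 0 reads in GS cells. *NUP49* of the nuclear pore had a log2 fold change of −10.71, *DUS3* −10.16 with 1 GS read (interval 0.0253 to 5.57), the siderophore transporter genes *SIT1* −9.58 and *ARN1* −9.41, *SCW10* −9.37, *PMT2* −9.10, *PCM1* −8.76 and *YTM1* −8.73. Over all 66 cells of batch 2, *NUP49* stood at −1.54, *SIT1* at −2.21, *PCM1* at −1.57 and *PMT2* at −3.53. In the left-out GS cells with at least 10000 reads, *NUP49* and *SIT1* stood at 0.18 and 0.03. Of 2106 genes compared, 929 were at least 2-fold higher and 551 at least 2-fold lower, with a median of 0.64, or 0.51 with summed reads and 0.44 and 0.23 when these were scaled by TMM and DESeq2.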

Under GS, 80 genes were significantly differentially expressed relative to the isotonic condition (**Table S5** in **Supplementary File 2**), of which, 27 and 53 were significantly upregulated and down regulated, respectively (Fig. 5B and D). 

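Ribosomal protein genes were lower in hypotonic than in isotonic cells, and *SUL1* was higher in some of them. Of 137 ribosomal protein genes, 95 were at least 2-fold lower, with a median log2 fold change of −1.62 (−1.50 over all mapped cells), below each of 10000 random lists matched on mean CPM. It was −1.10 against the isotonic cells named E or G and −1.75 against those named A, with an SD over hypotonic cells of 1.60. The median was thus at least 2-fold lower against either part. That SD measures the spread among hypotonic cells and not among isotonic ones. It therefore cannot decide whether chance values of the isotonic cells account for the difference. *SUL1* had a log2 fold change of 5.40, with 7 of 12 hypotonic cells above the highest isotonic cell. The median of sulfur uptake genes, a list that does not hold *SUL1*, was −0.05, or 1.19 against the isotonic cells named E or G. Sulfate assimilation genes had a median of 0.69, and among them *MET5* and *MET1* had 2.56 and 2.30, while with isotonic cell G36 added these were 0.31, 1.45 and 0.77. Genes of oxidative phosphorylation and of translation factors had medians of −1.02 and −0.79, and 9 of 18 genes of cell wall integrity were at least 2-fold lower, led by *CWP2* at −3.63. General stress genes had −0.99, which turned to 0.11 against the isotonic cells named E or G alone. Among single genes, *HXT1*, a low-affinity glucose transporter, averaged 4.68 ± 12.1 CPM in hypotonic and 459 ± 413 CPM in isotonic cells. YOL024W had 0 reads in hypotonic cells and was at least 371-fold lower. The next ones on the lower side were *RRN9* at −5.38, which stood at 0.50 against the isotonic cells named E or G, *SCW11* at −5.36, *MMT1* at −5.31, *BST1* at −5.14, *YGK3* at −4.92, *PPT2* at −4.91, *MRPS35* at −4.85 and *MPC54* at −4.79. The 10 highest log2 fold changes ran from *PRP24* of splicing at 6.72 through *TRM10*, *PGA1*, *DAN1*, *TEM1*, *MEC3*, YLR363W-A, *RED1* and *KOG1* to *KAR3* at 5.85. Without the highest cell of each group, *PRP24* stood at 2.18, *PGA1* at 2.80, YLR363W-A at 1.44, *KOG1* at 2.31, *KAR3* at 1.67 and *SCW11* at −2.80. Of 5600 genes, 1186 were at least 2-fold higher and 1687 at least 2-fold lower.

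**Figure D1:**
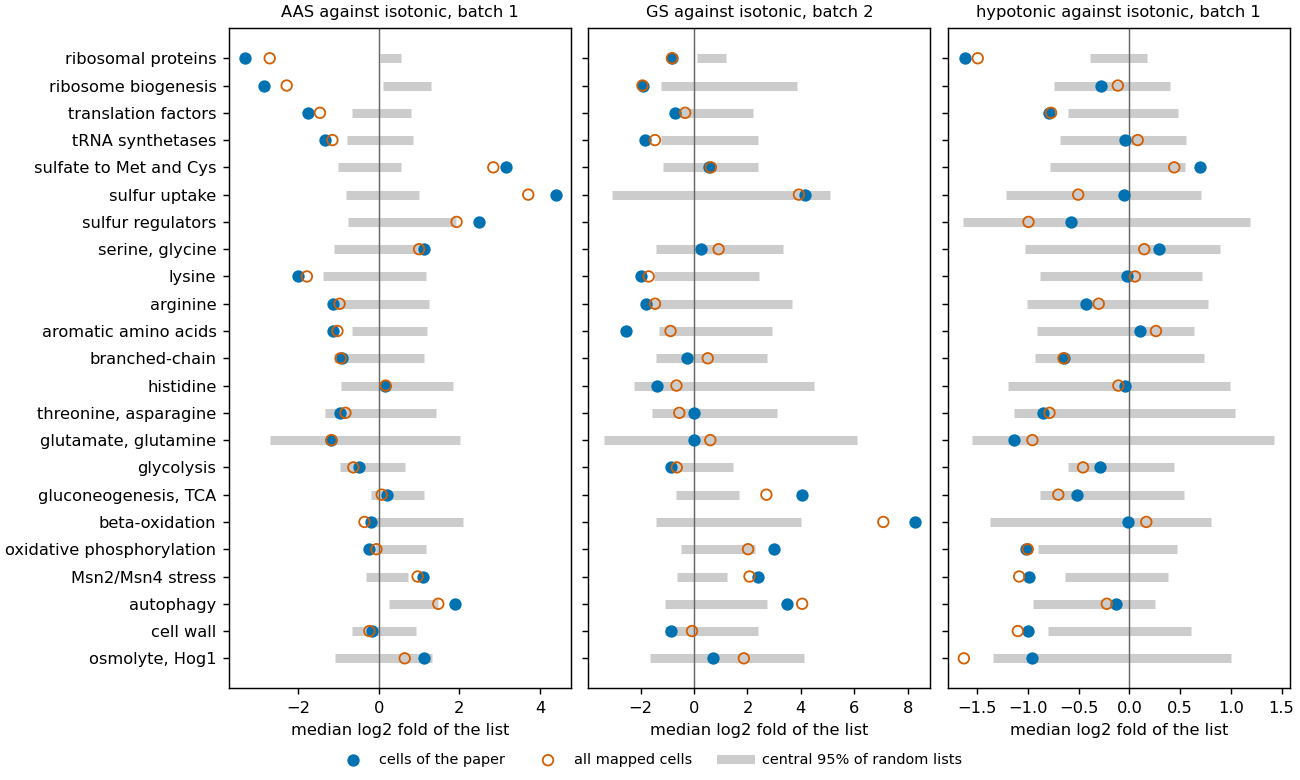
Median log2 fold change over isotonic cells (x axis) of each gene list (y axis) in AAS, GS and hypotonic cells, with filled symbols for the cells the paper kept, open symbols for all mapped cells and grey bars for the central 95% of random lists. Ribosomal protein genes lie left of the bar in all 3 comparisons, at −3.32, −0.82 and −1.62.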

Contrastingly, no genes were found to be significantly differentially expressed in hypotonic condition relative to the isotonic condition. This is consistent with the results from the above PCA (Fig. 4C), UMAP (Fig. 4F) and clustering (Fig. 4I) analyses, where cells under isotonic and hypertonic conditions are indistinguishable. In our experiments, cells under all treatments (AS, GS, hypotonic and isotonic) were exposed to 1 M sorbitol solution for about one hour after being harvested from the log-phase growth in YPD in a procedure to remove the cell wall. Subsequently, to induce hypotonic shock, isotonic cells were exposed to a sorbitol lacking solution for at least half hour before being collected, at which point the cells had adapted to the hypotonic environment according to the earlier study [2].

**Fig. 5:**
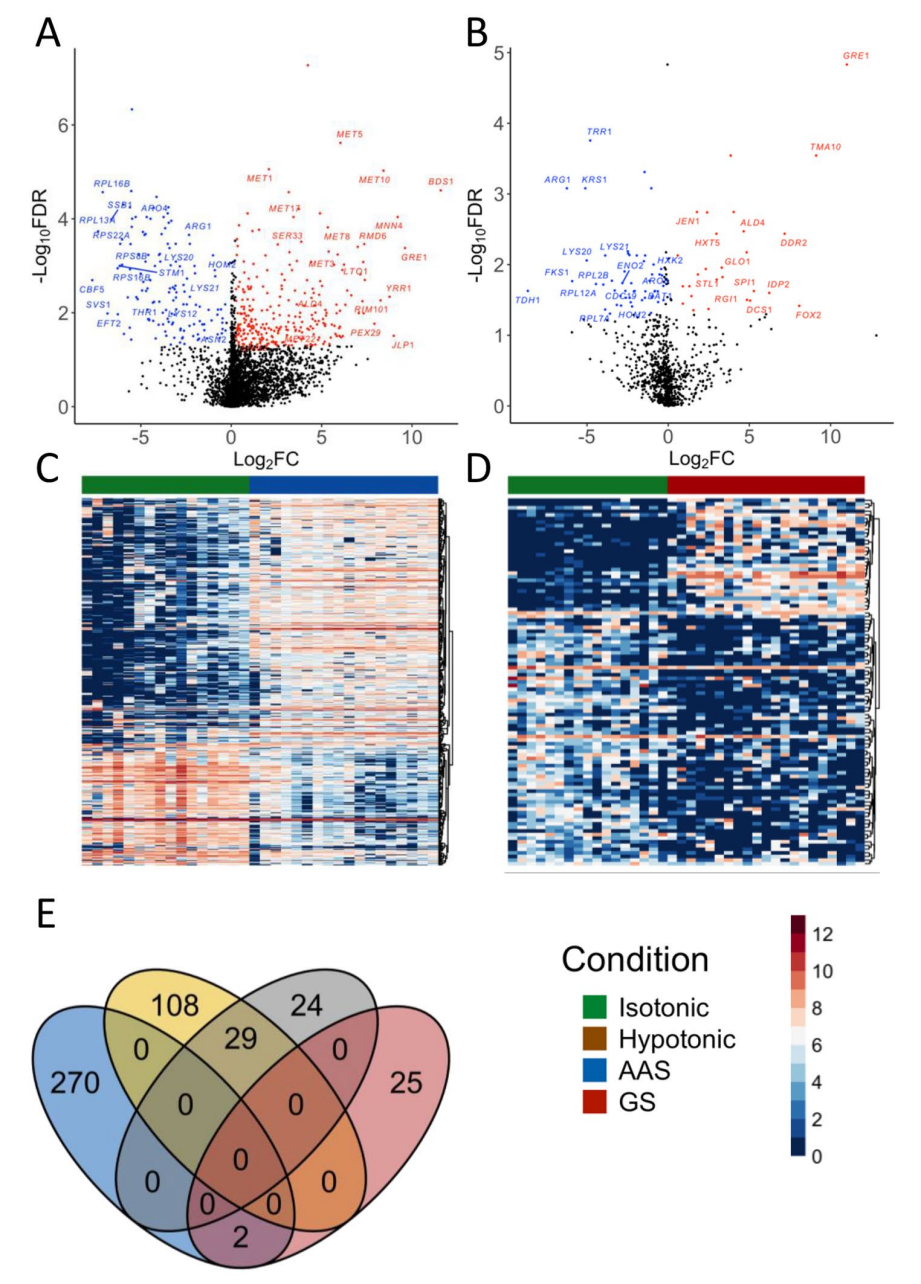
AAS and GS induce distinct gene expression patterns. A. Log2FC vs -Log10 (adjusted p-values) volcano plots of DEGs under AAS. B. Log2FC vs -Log10 (adjusted p-values) volcano plots of DEGs under GS. C. Heatmap of the expression levels of DEGs under AAS. D. Heatmap of the expression levels of DEGs under GS. Bars on the top of heatmaps indicate the treatments of cells according to the colors shown in the legend. The intensity of the heatmaps is colored according to Log2(TPM+1) values. E. Venn diagram of AAS upregulated, AAS downregulated, GS upregulated and GS downregulated genes

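Of 20 genes of sulfate assimilation and of methionine and cysteine synthesis, 17 were at least 2-fold higher under AAS and 1 at least 2-fold lower. Their median log2 fold change was 3.15, above each of 10000 random lists matched on mean CPM, and 2.84 over all mapped cells. Together they took 5.66% ± 1.29 (SD) of the reads of an AAS cell and 1.39% ± 0.660 of those of an isotonic cell. *MET3*, the ATP sulfurylase gene at the entry of the pathway, had a log2 fold change of 5.64, and *MET5* and *MET10*, the subunits of sulfite reductase, had 5.27 and 4.78. *MET1* and *MET8*, which make the siroheme of that enzyme, had 5.98 and 4.78. *MET17*, the homocysteine synthase gene, averaged 9866 ± 2891 CPM in AAS and 1208 ± 988 CPM in isotonic cells, and *MET22*, which clears a by-product, had 1.74. Of 15 genes of sulfur compound uptake and scavenging, 14 were at least 2-fold higher, with a median of 4.39, among them the permease gene *AGP3* at 6.03, the glutathione degradation gene *DUG3* at 5.78 and *SEO1* at 5.17. The 6 genes of sulfur regulators were all at least 2-fold higher, from *MET28* at 4.52 down. This depended on the processing, as over 12 alternatives *MET31* fell to 0.80 at lowest and *CBF1* to 0.86.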

The 272 upregulated genes under AAS are enriched for Sulfur metabolism and Sulfur amino-acid pathways, such as MET*1/3/5/8/10/17/22* as well as for the general response *GRE1* (Fig. 5A). The 137 down-regulated genes are enriched for ribosomal and translation functions, 77 of which encode components of a ribosomal subunit. Moreover, we found that genes involved in lysine (*LYS12/21/20*), threonine (*THR1, HOM2*), arginine (*ARG1)*, asparagine (*ASN2*) and aromatic amino acids (*ARO4*) biosynthesis are significantly downregulated (Fig. 5A). These results indicate that there may be a preferential synthesis of Sulfur amino acids when the cell was limited for all amino acids. 

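Of 137 cytosolic ribosomal protein genes, 133 were at least 2-fold lower under AAS and 0 at least 2-fold higher, with a median log2 fold change of −3.32 (−2.70 over all mapped cells). They took 0.960% ± 0.921 (SD) of the reads of an AAS cell and 9.02% ± 4.51 of those of an isotonic cell. *RPS22A*, *RPL9A* and *RPS16B* were the lowest, at −4.49, −4.48 and −4.36. Of 36 ribosome biogenesis genes, 33 were at least 2-fold lower, with a median of −2.85. Translation factor genes had a median of −1.76, with *ASC1* of the small subunit at −4.38, the ribosome-bound chaperone gene *SSB1* at −3.66 and the elongation factor gene *EFB1* at −3.24. The 18 aminoacyl-tRNA synthetase genes had a median of −1.34, with *THS1* for threonine at −2.79 and *WRS1* for tryptophan at −2.51. Of the 137 genes of Table S4 with a negative Log2FC, 80 are in the list of ribosomal protein genes.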

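Genes of lysine synthesis were lower under AAS, in contrast to those of sulfur amino acids. Of 8 lysine genes, 7 were at least 2-fold lower, at a median that lay at percentile 0.400 of random lists, and *LYS20*, a homocitrate synthase gene, averaged 731 ± 1019 CPM in AAS and 5554 ± 2954 CPM in isotonic cells. *LYS21* and *LYS12* had −2.25 and −1.99. *ARG1*, the argininosuccinate synthetase gene, averaged 229 CPM against 3490.04 CPM, and 6 of 9 arginine genes were at least 2-fold lower. *THR1* and *HOM2* of threonine synthesis had −2.38 and −1.94, and the asparagine synthetase gene *ASN2* had −1.89. The median of 7 threonine and asparagine genes was −0.97, at percentile 6.57 of random lists. *ARO4*, at the entry of aromatic amino acid synthesis, had −3.45, and 14 aromatic genes had a median of −1.13, which turned to 0.15 when the means of log2(CPM + 1) were compared. From the higher sulfur genes and the lower genes of these other amino acids, the paper proposes that cells short of all amino acids made those with sulfur first.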

A more recent study has found that methionine functions as an anabolic signal to induce global gene expression changes when in excess and that the presence of methionine can trigger the synthesis of other amino acids under AAS to sustain [45]. Furthermore, genes involved in the biosynthesis of glycine and serine (*SHM2*, *SER33)* were also found to be significantly upregulated. In this regard, glycine and serine have been known to be crucial one-carbon donor molecules in yeast and contribute to the synthesis of methionine [46].

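*SER33*, which encodes the first enzyme of serine synthesis from glycolysis, had a log2 fold change of 3.44 under AAS. *SHM2*, the cytosolic enzyme that turns serine into glycine, had 1.39. *GCV1* and *GCV2*, which break glycine down in mitochondria, had 3.80 and 2.17, and *SER3* had 1.83. Of the 10 genes listed for serine and glycine, 5 were at least 2-fold higher and 0 at least 2-fold lower, with a median of 1.11, at percentile 97.4 of random lists, or 0.35 with summed reads scaled by DESeq2. Together they took 1.64% ± 0.803 (SD) of the reads of an AAS cell and 0.538% ± 0.314 of those of an isotonic cell.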

Of the 53 downregulated genes under GS stress, 29 were also under-regulated under AAS stress (Fig. 5E). Specifically, 16 of the 53 downregulated genes encoded ribosomal subunits (Fig. 5B). 

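Of the 29 genes that Tables S4 and S5 both give as lower, 28 had a negative log2 fold change in both comparisons and 26 were at least 2-fold lower in both, and 16 of the 29 encode ribosomal proteins. Over the 2105 genes compared under both stresses, genes at least 2-fold lower in both were 1.83 times the 111 for independent stresses. They held 63 of 134 ribosomal protein genes, 8 of 13 aminoacyl-tRNA synthetase genes, 6 of 10 aromatic amino acid genes, 6 of 8 lysine genes and 4 of 6 arginine genes. Another 13 ribosomal protein genes were lower under AAS and higher under GS. Over all mapped cells, 169 genes were at least 2-fold lower in both, 1.82 times the 93.0 for independent stresses.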

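Of 134 ribosomal protein genes compared under GS, 63 were at least 2-fold lower and 14 at least 2-fold higher, with a median log2 fold change of −0.82 (−0.83 over all mapped cells). The lowest of 10000 random lists matched on mean CPM had a higher median. Of the 53 genes of Table S5 with a negative Log2FC, 16 are in the list of ribosomal protein genes. *RPL7B* had −5.42, *RPS22A* −4.11 and *RPS14A* −3.90. Ribosomal protein genes took 2.65% ± 1.77 (SD) of the reads of a GS cell and 6.19% ± 2.89 of those of an isotonic cell of batch 2. Of 9 ribosome biogenesis genes, 6 were at least 2-fold lower, and of 13 aminoacyl-tRNA synthetase genes, 8.

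**Figure D2:**
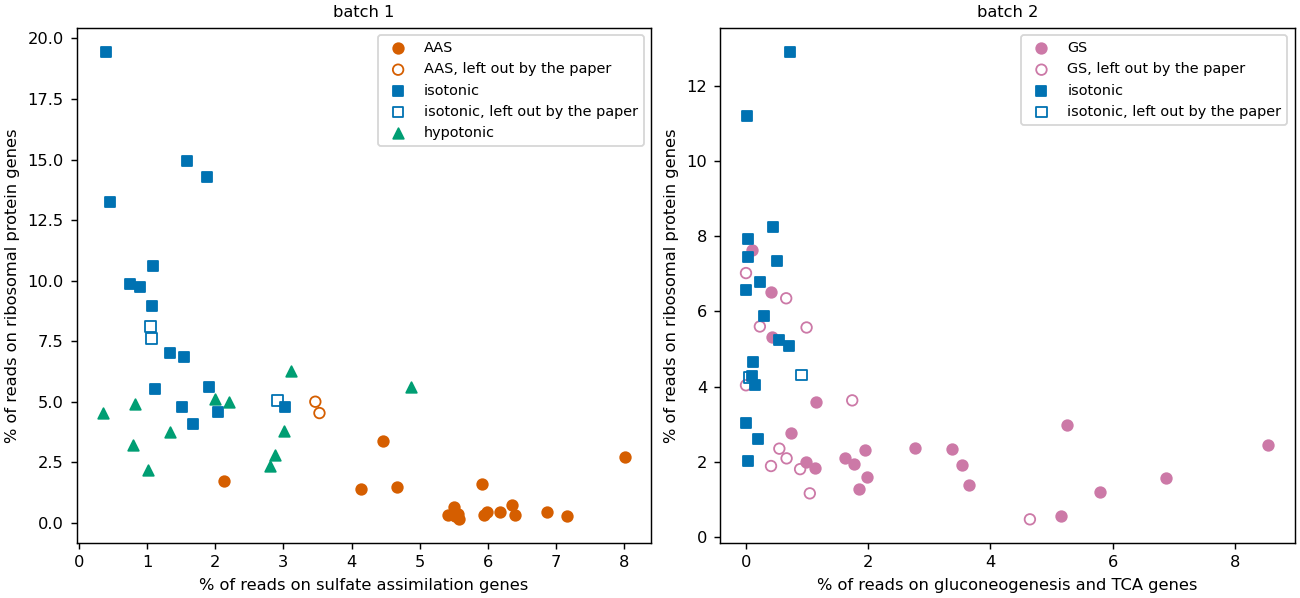
Percent of the reads on genes of each cell with at least 10000 reads that fell on ribosomal protein genes (y axis) against sulfate assimilation genes in batch 1 and gluconeogenesis and TCA cycle genes in batch 2 (x axis), with open symbols for cells the paper left out. Kept AAS cells lie at ribosomal shares of at most 3.40%, and the left-out cells D95X, D96X and G36 at 4.54%, 5.01% and 5.06%.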

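*LYS20* and *LYS21*, which encode the homocitrate synthases of lysine synthesis, had log2 fold changes of −2.82 and −2.75 under GS. The lowest lysine genes were *LYS1* at −4.22 and *LYS2* at −3.67, and *ARG1* had −2.53. *BAT1*, a branched-chain aminotransferase gene, had −0.60, which turned to 0.35 in the GS cells named Y2, and *HOM2* had −0.01, or 0.09 with summed reads, −0.84 without the highest cell of each group and −4.11 with detected genes as a covariate, with 16 of 21 GS and 16 of 17 isotonic cells with a read. *ARO8*, an aromatic aminotransferase gene, had −2.97, which turned to 0.13 over all mapped cells. *GCN4*, the activator of amino acid genes, had 0.84.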

There is also a down-regulation of several amino acid biosynthesis genes such as *LYS20/21, ARO8, BAT1, HOM2* and *ARG1* (Fig. 5B), possibly by Snf1p mediated repression of *GCN4* translation [47]. The other down-regulated genes are mainly involved in carbohydrate metabolism. For example, hexokinase isoenzyme 2 (Hxk2p) showed decreased expression (Fig. 6E). 

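*HXK2* (YGL253W, chromosome VII, 23935 to 25395 of R64) had reads in 4 of 21 GS and 11 of 17 isotonic cells, 19.0% (95% interval 5.45 to 41.9) and 64.7% (95% interval 38.3 to 85.8) by the Clopper-Pearson method. It averaged 10.9 CPM under GS and 292 CPM in isotonic cells, a log2 fold change of −4.62. With all 66 cells of batch 2 the value turned to 0.91. In the 20 GS cells named Y2 it was 0.70, and in the left-out GS cells with at least 10000 reads it was 2.22.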

Previous studies have shown that under GS, activation of Snf1p prevents the interaction between Mig1p and Hxk2p, leading to de-repression of carbon-source responsive element (CSRE) containing genes involved in the use of alternate carbon [48]. The reduction in *HXK2* transcription might be a possible alternate mechanism to derepress CSRE containing genes. Our results also show decreased expression of *ENO*2 and *CDC*19 (Fig. 6E). 

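*ENO2*, an enolase gene, averaged 3273 ± 3964 CPM in GS and 8698 ± 4262 CPM in isotonic cells, a log2 fold change of −1.41. *CDC19*, the pyruvate kinase gene, averaged 452 ± 397 CPM against 2101 ± 3085 CPM, a log2 fold change of −2.21. Of 20 genes of glycolysis and fermentation, 8 were at least 2-fold lower and 2 at least 2-fold higher. Their median was −0.85, at percentile 4.50 of random lists. As a group they took 6.44% ± 2.85 (SD) of the reads of a GS cell and 13.6% ± 4.55 of those of an isotonic cell.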

Eno2p and Cdc19p catalyze the last two steps in glycolysis, respectively, where 2-phosphoglycerate is converted by Eno2p to phosphoenolpyruvate, which is then converted to pyruvate by Cdc19p [49]. It has been found that under GS, the activity of Cdc19p is quickly [50]. Furthermore, mRNA levels of *CDC*19 and *ENO*2 are also reduced through phosphorylated eIF4G regulation of the degradation [51].

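Most of the listed genes of gluconeogenesis, the glyoxylate and TCA cycles and oxidative phosphorylation were at least 2-fold higher in kept GS cells. Of 24 genes of gluconeogenesis, the glyoxylate cycle and the TCA cycle, 17 were at least 2-fold higher and 2 at least 2-fold lower, with a median log2 fold change of 4.06 and 2.71 over all mapped cells. *MLS1*, the malate synthase gene, had 9.63. The list took 2.81% ± 2.33 (SD) of the reads of a GS cell and 0.242% ± 0.249 of those of an isotonic cell. In the 20 GS cells named Y2 the median was 0.48, and that of 25 genes of oxidative phosphorylation was 0.27 instead of 3.00. Of these 25 genes, 20 were at least 2-fold higher, with *QCR8* of the cytochrome bc1 complex at 4.73 and *QCR10* of the same complex at least 76.5-fold higher. General stress genes had a median of 2.40, with *SPG4* at 8.02 and the disaggregase gene *HSP104* at 7.09.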

The 27 upregulated genes under GS are glucose-repressed or involved in the use of alternate carbon resources (Fig. 5C). For instance, the expression of *HXT5*, *STL1* and *JEN1* (Fig. 5C) were significantly increased (**Table S5 in Supplementary File 2**), whereas *HXT5* encodes a hexose transporter that has affinity for glucose only under GS [52]; *Stl1*, a high affinity glycerol importer [53] and *JEN1*, a high affinity symporter for alternate carbon sources such as lactose, pyruvate, and acetate [54, 55]. Moreover, the expression of *FOX2* (Fig. 5C), which encodes a multifunctional enzyme in the peroxisomal fatty acid beta-oxidation pathway was significantly up-regulated (Fig. 5C). It has been shown that *FOX2* also is activated in autophagy [56]. These results are consistent with the earlier notion that under GS when the extra-cellular environment provides no other carbon resource, in order to survive the cells might need to recycle cytoplasmic components (bulk autophagy) and utilize an alternative source of energy (most likely metabolism of lipids) from within the cell [57].

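*JEN1* (YKL217W, chromosome XI, 22234 to 24084 of R64) had reads in 19 of 21 GS cells and averaged 1933 ± 2155 CPM there, against 4 reads in isotonic cells (95% counting interval 1.09 to 10.2), a log2 fold change of 10.26. *HXT5* averaged 2897 ± 2781 CPM in GS and 117 ± 479.6 CPM in isotonic cells, where 3 of 17 cells had a read. Without the highest cell of each group its log2 fold change moved from 4.62 to 10.47. *STL1* had reads in 19 of 21 GS cells and in 1 isotonic cell, with all 291 isotonic reads, and averaged 2852 CPM against 187 CPM. Of 10 genes of hexose and alternative carbon transport, 5 were at least 2-fold higher, with a median of 1.50, at percentile 86.1 of random lists.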

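*FOX2* had reads in 13 of 21 GS and 3 of 17 isotonic cells and averaged 933 ± 2082 CPM under GS and 4.36 ± 17.0 CPM in isotonic cells, a log2 fold change of 7.45. Of 8 genes of beta-oxidation and peroxisomes, 7 were at least 2-fold higher and 1 at least 2-fold lower, among them the thiolase gene *POT1* at 8.40 (1 isotonic read, 95% counting interval 0.0253 to 5.57). *FAA2*, which activates fatty acids, was at least 1125-fold higher and the acyl-CoA oxidase gene *POX1* at least 880.2-fold higher, each with 0 isotonic reads. These 2 genes passed the detection filter through GS cells alone. Their part in the list's counts and median was thus fixed in advance. Across AAS cells, 13 genes of the beta-oxidation list were read in at least 20% of cells. In the GS cells named Y2, *POX1* stood at 0 on the log2 scale, with no read on either side, and *FOX2* at 0.83. The list's median was 8.27, or 9.15 with genes at 0 reads set to their lower limit from summed reads. It was 2.70 when means of log2(CPM + 1) were compared. Of 12 autophagy genes that passed the detection filter here, 11 were at least 2-fold higher and 0 at least 2-fold lower. Across AAS cells, 37 genes of that list were read in at least 20% of cells. The 11 held the kinase gene *ATG1* at 5.17 and the receptor gene *ATG39*, at least 1625-fold higher, which passed the filter through GS cells alone. Among all 2106 genes compared, 929 were at least 2-fold higher. The paper relates the higher *HXT5*, *STL1*, *JEN1* and *FOX2* to an earlier notion that cells starved of glucose might need to recycle their cytoplasm and draw energy from within, most likely from lipids.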

Interestingly, we only found two genes *ALD*4 and *GRE1* to be upregulated under both GS and AAS stresses (Fig. 5A, B and E). 

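Over the 2105 genes compared under both stresses, 349 were at least 2-fold higher in both, against 262.3 if the stresses were independent. Among them were 15 of 39 general stress genes, 9 of 12 autophagy genes and 6 of 24 genes of gluconeogenesis and the TCA cycle. Another 109 genes were higher under AAS and lower under GS, against 155.7, and 77 lower under AAS and higher under GS, against 186.9. The log2 fold changes of the stresses had a Spearman correlation of 0.31 across genes, which are not independent replicates. With all mapped cells, 297 genes were higher in both, against 222.1. Of the genes that Tables S4 and S5 both give as higher, the paper's count is 2, *ALD4* and *GRE1*.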

Previous studies have shown that the expression of *GRE1* is controlled through the HOG pathway and its transcripts accumulate under osmotic, ionic, heavy metal, heat shock and oxidative stress [21, 58]. 

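*GRE1*, a hydrophilin gene known from osmotic and drying stress (YPL223C, chromosome XVI, 128632 to 129138 of R64), averaged 569.6 ± 665 CPM in AAS cells and 20.4 ± 52.9 CPM in isotonic cells of batch 1, a log2 fold change of 4.74. It had reads in 18 of 18 AAS and 7 of 16 isotonic cells. In batch 2 it averaged 13608 ± 8371 CPM in GS and 238 ± 677 CPM in isotonic cells, a log2 fold change of 5.83, with reads in 21 of 21 and 5 of 17 cells. A GS cell ranked above an isotonic cell in 98.3% of pairs, and an AAS cell above an isotonic cell in 94.8%.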

Our finding that *GRE1* was induced significantly under both AAS and GS conditions suggests that it may play a role in nutrient-limiting stress responses as well. *ALD4* encodes mitochondrial acetaldehyde dehydrogenase, which is necessary for the growth of yeast on ethanol [59]. Although it is known that *ALD*4 is glucose repressed, our finding that it was also significantly upregulated under AAS stress suggests that *ALD4* might play a role in general stress response.

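*ALD4*, the main mitochondrial aldehyde dehydrogenase gene (YOR374W, chromosome XV, 1039840 to 1041399 of R64), averaged 2679.8 ± 1467 CPM in AAS cells and 709.7 ± 779 CPM in isotonic cells of batch 1, a log2 fold change of 1.92. In batch 2 it averaged 2199 ± 2323 CPM in GS and 130.3 ± 309 CPM in isotonic cells, a log2 fold change of 4.07. It had reads in 20 of 21 GS and 12 of 17 isotonic cells. An AAS cell was above an isotonic cell in 93.1% of pairs, and a GS cell in 86.4%.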

The DEGs are also significantly enriched for relevant Wiki-pathways, Gene Ontology (GO) biological processes and KEGG pathways. Specifically, down-regulated genes under both AAS and GS stresses, are enriched for translation-related Wiki-pathways (Fig. 6A and B), GO terms (Fig. 6E and F) and KEGG pathways (Fig. 6 C and 6D). Up-regulated genes under AAS stress were enriched significantly for Sulfur metabolism (Fig. 6 C) and alpha-amino acid biosynthesis (Fig. 6E). Both up- and down-regulated genes under GS were enriched for Wiki- (Fig. 6B) and KEGG (Fig. 6D) pathways and GO terms biological processes (Fig. 6F) related to carbon metabolism, pyruvate metabolism, gluconeogenesis, and tricarboxylic acids cycle. 

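Under GS, 8 lysine genes had a median log2 fold change of −1.98 and 6 arginine genes of −1.79, at percentiles 0.550 and 3.00 of random lists matched on mean CPM. The 10 aromatic amino acid genes had a median of −2.55, with *ARO9* at −5.77 and *TRP4* at −4.67, and 1 of them at least 2-fold higher. Over all mapped cells the aromatic median was −0.88. The 15 genes of sulfate assimilation and of methionine and cysteine synthesis had a median of 0.55, at percentile 52.6, with 5 at least 2-fold higher and 2 at least 2-fold lower. Branched-chain genes had a median of −0.25, which turned to 0.52 over all mapped cells.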

Notably, under GS, DEGs were enriched for GO terms related to biosynthesis of lysine, arginine, cysteine, and methionine (Fig. 6F), and most of these genes showed decreased expression, indicating that glucose limitation shut down the synthesis of these amino acids.

**Fig. 6:**
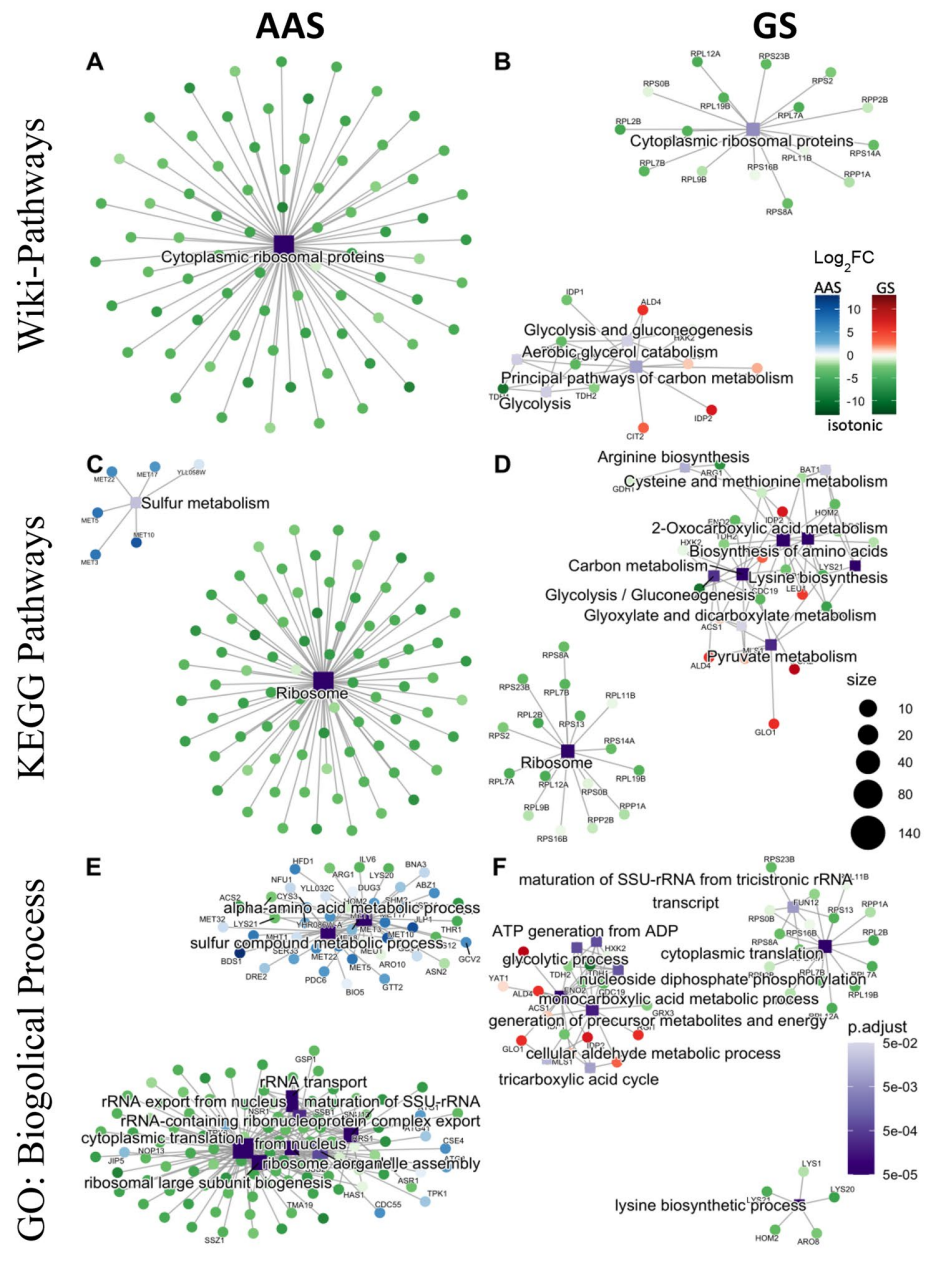
Enrichment of up- and down-regulated genes for known functional modules under AAS and GS. A, B. Wiki-Pathways enrichment under AAS (A) and GS (D). **C, D**. KEGG pathways enrichment under AAS (C) and GS (D). **E, F**. GO term biological process enrichment under AAS (E) and GS (F). Each square represents an enriched functional module. Color of a circle reflects the adjusted p-value while size of the square reflects the number of genes in the enriched functional module. Each circle represents a gene that is connected by an edge to its belonging functional module. Genes are colored by their Log_2_FC under the AAS or GS relative to the isotonic condition. False discovery rate (FDR < 5%) was controlled using the Benjamini-Hochberg procedure

### Motifs found in the upstream regions of the DEGs reveal possible gene regulatory networks

To reveal possible gene regulatory networks responsible for the distinct expression patterns of gene induced under AAS and GS stresses, we identified possible TF binding sites (TFBSs) in the upstream regions of the DEGs under AAS and GS. We found six and eight motifs in the upstream regions of downregulated and upregulated genes under AAS, respectively. TomTom [60] matched these six and eight motifs to known motifs of 14 and 23 TFs, respectively, in the Yeastract database **(Table S10** in **Supplementary File 3)**. Such multiple hits are understandable, since it is well-known that TFs of the same protein family recognize highly similar motifs [61, 62]. These TFs include amino acid starvation response TFs Gcn4p and methionine biosynthesis regulators such as Met4p, Met31p and Met32p. The details of the identified motifs in the upstream regions of the DEGs under AAS are shown in **Table S6** in **Supplementary File 3.** Moreover, we identified 12 motifs for 23 TFs and 10 motifs for 27 TFs in the upstream regions of down- and upregulated genes under GS, respectively. These TFs are involved in alternative carbon source utilization, such as Pdr3p, Ert1p, Sip4p and Aaca1p. The details of the identified motifs in the upstream regions of the DEGs under AAS are shown in **Table S7** in **Supplementary File 3**.

Based on the identified TFBSs and putative cognate TFs, we constructed gene regulatory networks for the DEGs under AAS consisting of 594 putative regulatory relationships between 26 TFs and 218 genes (Fig. 7A, for the details see **Table S8 in Supplementary File 3**) and for DEGs under GS consisting of 114 putative regulatory relationship between 31 TFs and 55 genes (Fig. 7B, for the details see **Table S9 in Supplementary File 3**). Most of these inferred regulatory relationships are supported by existing data, while others might be novel findings. More specifically, 266 and 52 of our predicted TF-gene relationships under AAS and GS, respectively, are documented in the Yeastract database, while 235 and 47 of our predicted TF-gene relationships under AAS and GS, respectively, might be novel regulatory relationships (Fig. 7C). For examples, we confirm multiple ribosomal protein genes such as *RPL16B/13B/18B, EPS0B/1B/18A* etc. (for the complete list, see **Table S8 in Supplementary File 3**) that are regulated by TF Rap1p under both AAS and GS(Fig. 7A and B), which has been shown to control the expression of ribosomal genes [63]. 

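*RPL16B*, *RPL13B* and *RPL18B* had log2 fold changes of −3.99, −3.46 and −2.02 under AAS, and *RPS0B*, *RPS1B* and *RPS18A*, of the family the paper names, had −4.00, −3.65 and −3.85. Under GS, *RPL16B* had −1.10, *RPL13B* −0.84, *RPS18A* −1.30 and *RPS1B* −0.17, or −7.06 for *RPS1B* in the GS cells named Y2 and −3.60 for *RPL13B* with detected genes as a covariate. In the left-out GS cells with at least 10000 reads, *RPL13B* turned to 0.11. *RPL18B* had 1.81 and *RPS0B* −1.89 under GS, and each turned, to −2.89 and 0.44, in the left-out GS cells with at least 10000 reads. The paper's Rap1p motif for AAS, AMACCCATACAT, lies within 500 bp upstream of 6 of 137 ribosomal protein genes, 4.38% against a mean of 0.271% of random gene lists. It lies upstream of 3 of the 137 genes of Table S4 with a negative Log2FC and of 0 of the 272 with a positive one. The GS motif, MACCCAKACAT, lies upstream of 19 of 134 ribosomal protein genes and of 5 of the 53 lower genes of Table S5. Of the 6 named genes, *RPL13B* has the GS motif, 321 bp before its start (chromosome XIII, 551529 to 551539). *RAP1* itself had a log2 fold change of 1.05 under AAS, which was 0.15 with summed reads and turned to −0.70 and −0.78 when these were scaled by TMM and DESeq2.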

We identified Spt15p binding sites in the upstream regions of multiple upregulated genes such as *HAP1, CDC55, HFD1*, etc. and downregulated genes such as *LYS20, LYS21, ACS2* etc. (**Table S6 in Supplementary File 3**) under AAS (Fig. 7A), and Spt15p is known for binding the TATA box in the promoters of many of these genes [64]. 

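Under AAS, *HAP1* had a log2 fold change of 2.07, *CDC55* 1.83, *HFD1* 2.06 and *ACS2* −2.34. The paper's Spt15p motif, TATATATAYA, has 3 matches within 500 bp upstream of *ACS2*, the nearest 90 bp before its start (chromosome XII, 447666 to 447675), and 15 within 1000 bp upstream of *LYS21*, the nearest 529 bp before its start. No match lies within 1000 bp upstream of *HAP1*, *CDC55*, *HFD1* or *LYS20*. Within 500 bp, 17 of the 272 higher genes of Table S4 have a match, 6.25% against a mean of 7.48% of random lists, and 6 of the 137 lower genes, 4.38% against 9.69%. Of the 20 sulfate assimilation genes, 8 have one. *SPT15* had a log2 fold change of −0.16, with the other sign under 5 of 12 alternatives and 2.04 when means of log2(CPM + 1) were compared.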

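*JLP1*, which releases sulfite from sulfonates, had a log2 fold change of 3.52 under AAS, and *SFP1*, the activator of ribosome genes, had 1.23. The AAS motif that the paper assigns to Sfp1p, AAAATTTT, lies within 500 bp upstream of 20 of the 272 higher genes of Table S4, 7.35% against a mean of 13.3% of random lists. It lies upstream of 35 of the 137 lower genes, 25.5% against 14.4%. Of 36 ribosome biogenesis genes, 29 have it. Of 15 genes of sulfur compound uptake and scavenging, a list that does not hold *SUL1*, 0 do.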

We found binding sites of TF Sfp1p in upstream regions of upregulated genes (*JLP1, SUL1*, etc.) under AAS (Fig. 7A). 

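AAAATTTT has a match upstream of *SUL1*, at chromosome II, 789110 to 789117 of R64, 117 bp before the start of the gene. Upstream of *JLP1* the only match within 1000 bp lies 907 bp before the start, at chromosome XII, 27902 to 27909.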

Interestingly, two of the inferred target genes of Sfp1p, *SUL1* and *JLP1* (Fig. 7A), both are involved in the uptake of Sulfur, have not been documented in previous research, thus, might be novel findings. Interestingly, while we inferred that Sfp1p mainly upregulated genes under AAS (Fig. 7A), it mainly down-regulate genes under GS (Fig. 7B). 

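Under GS, *SFP1* had reads in 8 of 21 GS and 2 of 17 isotonic cells and a log2 fold change of 3.59. The GS motif assigned to Sfp1p, RAAAATTTT, lies within 500 bp upstream of 13 of the 53 lower genes of Table S5, 24.5% against a mean of 11.5% of random lists, and of 1 of the 27 higher genes. Across the 21 GS cells, *SFP1* had a mean Spearman correlation of 0.074 with 17 of its targets in Table S9, at percentile 75.9 of random lists of genes. Cells of 1 sample are not independent, so the percentile describes these libraries only.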

We show that *JEN*1 might be a target gene of Gat4p under GS, although it has been reported that *JEN1* was indirectly regulated by Gat4p [65]. 

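*GAT4* had 0 reads in every GS and isotonic cell of batch 2. The motif assigned to it, TAGATCTA, has a match at chromosome XI, 22161 to 22168 of R64, 65 bp before the start of *JEN1*. Of the 27 higher genes of Table S5, 1 has a match within 500 bp, and it is *JEN1*.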

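*GRX3* had a log2 fold change of −4.31 under GS, with reads in 5 of 21 GS and 11 of 17 isotonic cells. *ATG42* had 5.27, with reads in 17 and 4 cells. TAGATCTA lies 922 bp before the start of *GRX3* (chromosome IV, 645853 to 645860 of R64) and 745 bp before that of *ATG42* (chromosome II, 514911 to 514918), and neither gene has a match within 500 bp.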

We also found that *GRX3*, coding a glutathione-dependent oxidoreductase that protects the cell from oxidative damage [66], and *ATG42* (*YBR139W*), coding a vacuolar serine-type carboxypeptidase involved in the proteolytic processing and final steps of autophagy in [67], might be novel target genes of GAT4. While we were able to confirm that Pdr1p and Pdr3p were regulators of *FOX2* under GS (Fig. 7B) [68], we also inferred that Ert1p might be a novel regulator of *FOX2*, sharing a similar binding site as Pdr3p (**Table S7 in Supplementary File 3**).

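*PDR1* had a log2 fold change of 7.24 under GS, with reads in 7 of 21 GS cells, and *PDR3* had 4.22, with reads in 4 cells and 0.90 without the highest cell of each group. *ERT1* had 0 reads in kept GS and 3 in kept isotonic cells, and over all mapped cells its log2 fold change was 1.98. The motif TTCCGGAA has a match 299 bp before the start of *FOX2*, at chromosome XI, 457354 to 457361 of R64. Of the 27 higher genes of Table S5, 1 has a match within 500 bp, and it is *FOX2*.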

**Fig. 7:**
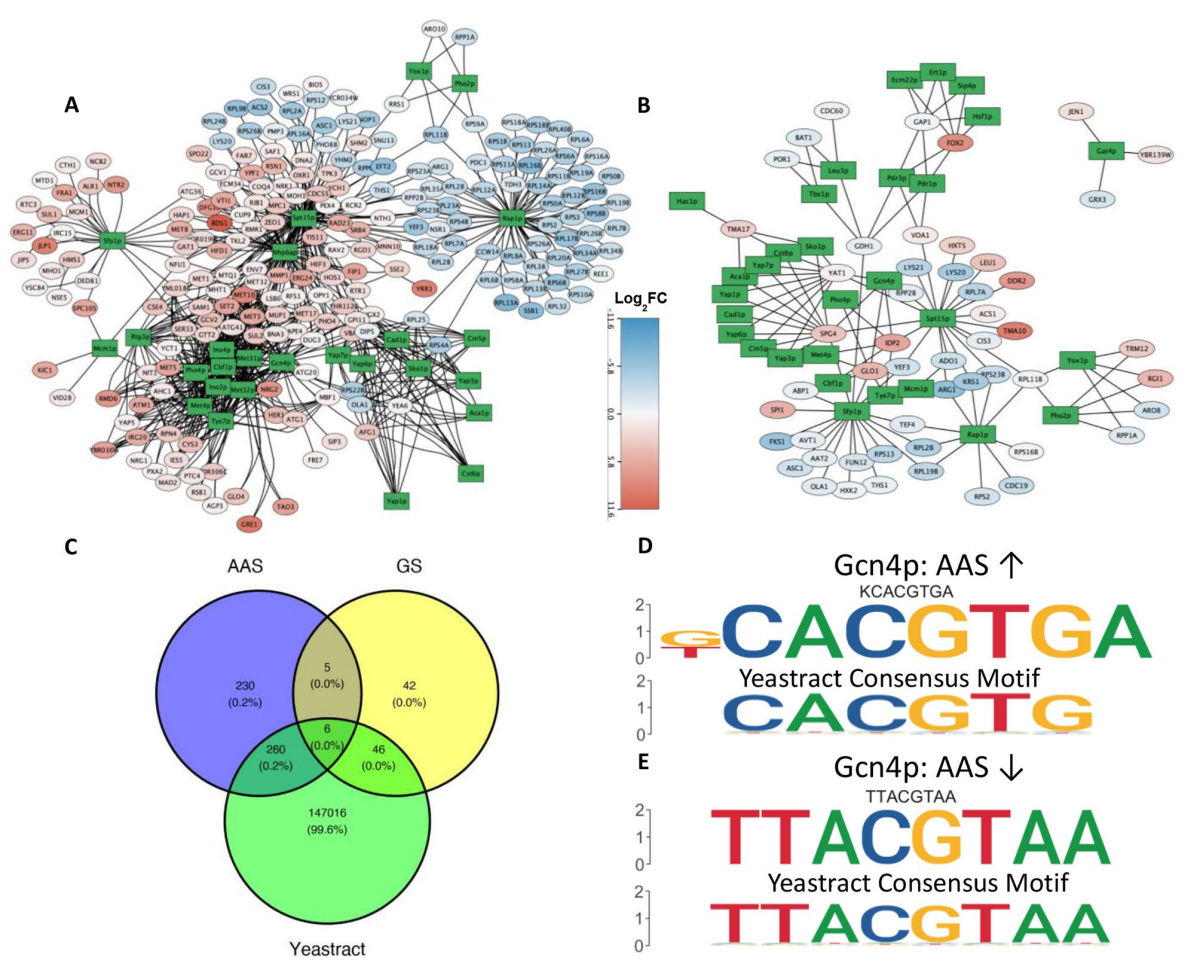
Inferred gene regulatory networks for stress-induced transcriptional changes. (A) Putative gene regulatory networks for the DEGs under AAS. (B) Putative gene regulatory networks for the DEGs under GS. TF genes are shown as green rectangles and non-TF genes as ovals. A TF and its inferred target gene are connected by an edge. Upregulated genes are colored red and downregulated genes blue. (C) Venn diagram of predicted TF-gene relationships and known relationships on the Yeastract Database. D, E. Different motif usages of Gcn4p in AAS for upregulated genes (D) and for downregulated genes (E)

Interestingly, some TFs are predicted to upregulate some genes and downregulate some other genes under the same condition. We thus examined whether the motifs found in upregulated genes and downregulated genes differed for such TFs. As shown in **Table S10 in Supplementary File 3**, most such TFs bind similar binding sites of the same motif in the upstream regions of both upregulated genes and downregulated genes. The different regulatory effects might have resulted from different locations of the binding sites and/or with different cooperative TFs [69, 70]. However, Gcn4p recognizes quite distinct two motifs in the upstream regions of upregulated genes (Fig. 7D) and downregulated genes (Fig. 7E) under AAS, suggesting different regulatory machineries of Gcn4p for upregulated genes than for down-regulated genes involved in amino-acid synthesis, a phenomenon that has been previously reported [70, 71].

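Within 500 bp upstream, TTGCGCAA, the motif assigned to Gcn4p at higher genes, has a match at 4 of the 272 higher genes and 0 of the 137 lower genes of Table S4. TTACGTAA, the motif assigned to it at lower genes, has a match at 1 of the 137 lower genes and 3 of the 272 higher genes. With 1000 bp upstream the share of lower genes with TTACGTAA was 4.38% instead of 0.730%. *GCN4* had a log2 fold change of −0.39 under AAS, which turned to 0.12 against the isotonic cells named E or G and to 0.06 when means of log2(CPM + 1) were compared.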

Furthermore, we attempted to corroborate the putative regulatory relationships through a correlation analysis between the TFs and predicted target DEGs. In brief, the mean correlation between a TF and its predicted targets is tested for significance through a permutation test, see Methods section. The results showed that the expression of some TFs did not significantly correlate with its targets, indicating post-transcriptional regulation mechanisms of these TFs under stress, while some exhibit significant correlation, indicating regulation of those TFs at a transcriptional level. Notably, Met31p/Met32p/Cbf1p are known to be regulators for over 4,000 genes in Yeastract, however a permutation test finds all the three TFs significantly correlated with predicted targets under AAS (**Supplementary Fig. S2A**). 

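*MET31*, *MET32* and *CBF1* had log2 fold changes of 1.47, 3.43 and 1.85 under AAS. Their lowest values over 12 alternatives of the processing were 0.80, 2.67 and 0.86. Across the 18 AAS cells, their mean Spearman correlations with 20 sulfate assimilation genes, taken here as targets because the copy of Table S8 used here is incomplete, were 0.22, 0.22 and 0.17. These lay at percentiles 99.96, 99.91 and 99.56 of random lists of genes. Among the 13 AAS cells without X in the name the percentiles were 70.2, 75.3 and 68.7, and among isotonic cells 17.6, 42.5 and 38.2. The paper's motif for these factors, KCACGTGA, lies within 500 bp upstream of 12 of the 20 genes, 60.0% against a mean of 7.01% of random lists, and of 21 of the 272 higher genes of Table S4. The sites are 370 bp before *MET3*, 297 bp before *MET5*, 224 bp before *MET10* and 293 bp before *MET17*.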

Correlation between Met4p and its targets was also found to be significantly correlated with its DEG targets. These results seem to indicate that the response to AAS induces a transcriptional change in TFs that govern methionine biosynthetic genes. 

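*MET4*, the activator of the sulfur pathway, had a log2 fold change of 3.10 under AAS. Its mean correlation with the 20 sulfate assimilation genes was 0.14, at percentile 99.5, and 0.048 among the AAS cells without X in the name, at percentile 82.9.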

Gcn4p on the other hand was not shown to be significantly correlated with its predicted target DEGs, this reaffirms earlier studies showing Gcn4p to be controlled in a translational manner [16]. 

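Under AAS, *GCN4* had a mean Spearman correlation of 0.13 with the 20 sulfate assimilation genes, at percentile 91.4 of random lists, and 99.9 when Pearson correlation of log2(CPM + 1) was used. With 49 genes of lysine, arginine, histidine, branched-chain and aromatic amino acid synthesis its mean correlation was 0.28, at percentile 100, and 0.20 across the isotonic cells, at percentile 99.3.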

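Across the 21 GS cells, *GCN4* had a mean Spearman correlation of 0.19 with its 3 targets in Table S9, at percentile 89.0 of random lists of genes, and of 0.28 by Pearson correlation, at percentile 92.5. With 37 genes of lysine, arginine, histidine, branched-chain and aromatic amino acid synthesis it was 0.012, at percentile 58.3, and 0.19 over all 47 GS cells, at percentile 95.9. Other factors with targets in Table S9 were *SPT15* at −0.056, *PDR1* at 0.12 and *SIP4* at −0.045.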

Interestingly, Gcn4p is shown to be significantly correlated with its target TFs under GS. GS is also known to induce Gcn4p activation via a translational mechanism through Gcn2p, however specifics of the process differ from that under AAS [72]. Our results indicate that Gcn4p may also be transcriptionally regulated in response to GS (**Supplementary Fig. S2 B)**.

### TFs contribute to cellular variability in a post-transcriptional manner

We also seek to elucidate whether the variability observed between single-cell transcriptomes of the same condition can be attributed to variation of transcriptional regulatory machineries such as variation of TF expression levels. Our single cell study naturally provides such an advantage over the conventional population-based study, in which minute differences in transcriptional regulation are obfuscated by the pooling of thousands of cells. Using cells under the same conditions (AAS, Hypotonic and Isotonic Batch 1 for their better quality), we performed hierarchical clustering (see Methods.) of genes that are expressed in at least 10% of all cells. 

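Genes of some shared functions varied together from cell to cell. The mean pairwise Spearman correlation across the 18 AAS cells was 0.50 for ribosomal protein genes and 0.39 for lysine genes. Random lists matched to each averaged 0.080 and 0.010. It was 0.25 for general stress genes and 0.16 for sulfate assimilation genes, against 0.011 and 0.00099 for their matched random lists. Of 30 lists, 20 lay above the central 95% of random lists across AAS cells, 16 across hypotonic cells and 11 across isotonic cells of batch 1. In isotonic cells the value was 0.53 for arginine genes, 0.39 for ribosomal protein genes and 0.37 for general stress genes. Their matched random lists averaged 0.039, 0.051 and 0.10. In hypotonic cells it was 0.61 for genes of glycolysis and 0.47 for sulfate assimilation genes, against 0.053 and 0.12. Across AAS cells, *SFP1* had a mean correlation of −0.46 with the ribosomal protein genes, and across isotonic cells of 0.054. *RAP1* had 0.28 with them across the AAS cells and −0.047 across the 13 AAS cells without X in the name.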

Though not all clusters showed significant enrichment for regulating TFs, many clusters were able to enrich for TFs, indicating genes associated with the same TFs exhibit similar patterns of variation under the same conditions, suggesting biological variability between cells under the same conditions is due to the transient differences in TF activation states, and such variabilities can possibly be utilized to discover regulatory relationships. (**Supplementary Figs. S3A, S3B, S3C).** Interestingly, the enriched regulating TFs are rarely present in their respective clusters, likely due to delayed effects of TF induced activity and target genes expression change, and post-transcriptional activation of TFs.

## Discussion

Recently, scRNA-seq has become a powerful tool to address important biological problems including cell type identification, understanding mechanisms of gene transcriptional regulation and characterization of functionally related genes at the single cell level. Despite many applications of scRNA-seq to the most well-studied eukaryotic organism, scRNA-seq applied to the budding yeast are rare, likely due to the more technical demands associated with a tough cell wall and very low mRNA contents when preparing scRNA-seq libraries for a yeast cell. In this study we overcame the technical obstacles by adapting an earlier full-length scRNA-seq method [73, 74], and profiled the transcriptomes of single yeast cells in isotonic, nutrients-rich medium and under three stress treatments hypotonic, AAS and GS. However, to remove the cell walls, we inevitably exert stresses to the cells by exposing them to water and softening medium to facilitate subsequent enzymatic cell wall digestion. To minimize the impacts on the cells, we equilibrated the cells in the isotonic, nutrients-rich spheroplast medium at 30 °C for 60 min when digesting the cell with Zymolyase 100T, followed by 2 × 5-min washes of the cells in the spheroplast medium. The transcriptional responses of the cells under subsequent stress treatments are similar to those seen in previous studies, indicating that our cell wall removal procedure had little effects on the cells.

Though scRNA-seq improves upon previous transcriptomics quantification methods, cell-to-cell variation may be confounded by factors such as cell size, state and technical factors that arise during sample preparation. The scRNA-seq libraries in this study exhibited varying degrees of technical variation and batch effects. In particular, there exists significant technical differences and batch effects between our batch 2 and batch 1 samples, as shown in both QC metrics and correlation with previous studies. The lower quality of samples in batch 2 could be attributed to various technical factors. Therefore, a careful quality control is critical before any formal analysis to minimize the effects of technical variability. To this end, we filtered out low quality libraries using a stringent QC procedure based on five metrics, and only performed comparisons between transcriptome collected from the same batch. We show that this QC procedure was able to not only enhance the reliability of our analysis but also yield more biologically meaningful results.

Another critical aspect of inference from scRNA-seq data is the depth of read coverage, which has an effect on the number of genes that can be detected as has been noted in cell population based libraries as well [75]. To evaluate the effect of read depth, we prepared a series of diluted bulk RNA libraries, starting from 5 pg which is near the lower bound of mRNA levels in small single cells. From the saturation analysis using the varying number of reads randomly sampled from the 5 pg bulk library (Fig. 1), we deduced that a minimal sequencing depth of 4 × 10^6^ reads is required to detect almost all genes that can be quantitatively characterized at this input quantity of mRNA. Cells under a certain treatment exhibited higher correlation of transcription levels, while different treatments led to distinct transcription of relevant genes in response to the treatments. This indicates that transcriptome analysis at the single-cell level is biologically meaningful regarding stress conditions.

Our observation that the isotonic and hypotonic cells cannot be clearly differentiated using their transcriptomes is consistent with a previous study using microarray to characterize gene expression on diverse environmental transitions, which found that when cells were transferred from standard isotonic to hypotonic solution, the change in the expression of the genes involved in environmental stress response is only transient [2]. Consequently, our DEG analysis was not able to find significantly differentially regulated genes, suggesting that gene expression levels were indeed back to isotonic conditions.

As expected, individual cells under the same treatment show varying levels of variation due to intrinsic biological noise and unavoidable technical noise [36], though the latter has been largely reduced by our QC procedure. However, both PCA/UMAP and DEG analyses revealed larger variability among single cells under AAS vs. isotonic and GS vs. isotonic treatments. Under AAS stress, we observed significant down-regulation of translation related genes such as those encoding ribosomal proteins, consistent with the earlier [2], where ribosomal genes were found to be repressed during general stress response. More genes were found to be upregulated, particularly, those involved in the methionine and cysteine biosynthetic pathways. Previous studies have shown that the AAS-induced response in yeast cell could be activated under the depletion of even a single type of amino [16, 76]. In this study, the yeast cells were transferred to a YPD medium without any type of amino acids. Our results show that when depleted of all amino-acids, there was a very strong transcriptional response of genes responsible for the synthesis of Sulfur-containing amino acids. In this regard, methionine, one of the two amino acids containing Sulfur, has been found to be an integral part of signaling pathways involved in the inhibition of autophagy, the regulation of tRNA thiolation that controls overall metabolic state, and cell proliferation [45, 77]. Beyond its role as the initiation amino acid, methionine is also involved in increasing translation capacity through controlling upstream regulators in the TORC pathway [77]. Our finding that the DEGs under AAS stress are significantly enriched for pathways involved in Sulfur metabolism and Sulfur-containing amino acid biosynthesis, provides a different perspective to the earlier results. It seems that under the limitation of all amino acids, apart from a drastic reduction in ribosomal and translation activity, the yeast cells preferentially synthesize methionine first as a mechanism to induce the synthesis of other amino acids and prepare for the restart of anabolism once conditions are viable again.

Under the GS stress, there is also a significant down-regulation of translation and ribosomal encoding genes, consistent with early [1]. Reduced expression was also found in genes involved in the repression of other genes in the presence of glucose. Genes involved in biosynthesis of multiple amino acids were also found to be downregulated. The upregulated genes are mostly involved in the general stress response and processes related to the utilization of alternate carbon resources such as gluconeogenesis, hexose transporters and energy metabolism [41–46].

By identifying putative TFBSs in the upstream regions of the DEGs under AAS and GS, we were able to confirm known TF-target gene relationships as well as potential novel ones. Modes of regulation also seems to be different for shared TFs between different stresses, such as the case for Sfp1p, which is mainly associated with upregulated genes under AAS and downregulated genes under GS.

Enrichment of TFs in clusters of expressed genes was able to provide an explanation for the observed cellular variability between cells of the same condition. We showed that, with samples of decent quality, it is possible to identify gene modules regulated by the same TF using only intrinsic biological variability without the introduction of perturbation. This is likely a result of stochastic variation in TF activation differences between cells of the same condition and the propagation of such variation or noise in gene regulatory networks [78]. This finding provides further [78, 79], supporting the idea of using cellular variability/noise to study regulatory mechanisms.

## Conclusion

We have demonstrated the possibility of sequencing single-cell full-length mRNA transcriptomes in small *S. cerevisiae* cells, generated a scRNA-seq data set in the organism under isotonic, hypotonic, AAS and GS conditions. Our analysis of these data provided insights into genes that are differentially expressed in *S. cerevisiae* under the stressors. Our results align closely with early studies into the stress response of *S. cerevisiae*, while also providing unique findings. We highlight the preferential increase in the expression of genes for the biosynthesis of methionine over other amino acids when all amino acids are absent. In addition, gene regulatory networks underlying the transcriptional responses were highlighted through the analysis of TFBSs for each of the DEGs. The DEGs and gene regulatory networks uncovered in this study provide a single cell based transcriptomic view for future studies of stress-induced responses in this model organism. Moreover, we showed that biological variability between cells under the same conditions due to stochastic events can be utilized to discover regulatory relationships.

## Methods

### Experimental methods

#### Cell culture and spheroplasts preparation

A monoclone of the yeast strain S288C (ATCC) was selected using a YPD based agar (10% yeast extract, 20% peptone, 2% glucose and 20% agar) petri plate and stocked at -80 °C until use. To wake up cells, 30 µl thawed yeast stock inoculated in 3 ml YPD medium (1% yeast extract, 2% peptone and 2% glucose) was incubated overnight at 30 °C and 250 rpm. Cells were then expanded at 30 °C and 250 rpm after a 1:50 dilution in the YPD medium until mid-logarithmic phase (OD_600_ between 0.5 and 0.8). Five OD unit (ODU) cells were collected by centrifugation (500 g, 5 min) at room temperature. The cells were resuspended in autoclaved water and collected by centrifugation (500 g, 5 min) at room temperature. The cells were then resuspended in the softening medium (100 mM Hepes-KOH, pH 9.4, 10 mM Dithiothreitol) and incubated in room temperature for 15 min. The cells collected by centrifugation (500 g, 5 min) at room temperature were then resuspended in the Spheroplasts (S) medium (1× YNB, 2% glucose, 1x amino acids, 50 mM Hepes-KOH, pH 7.2, and 1 M sorbitol) [80] to a concentration of 5 ODU/ml. Zymolyase 100T was added to the spheroplasts suspension to a final concentration of 2 µl/ODU, followed by 60 min incubation at 30 °C to remove the cell wall and equilibrate cells to an isotonic, nutrient-rich condition. After two washes in the S medium by centrifugation (500 g, 5 min) at room temperature, spheroplasts were re-suspended to 5 ODU/ml in the desired treatment solution: amino acids starvation (AAS): S medium (with 1.0 M Sorbitol) without amino acid; glucose starvation (GS): S medium (with 1.0 M Sorbitol) without glucose; hypotonic: S medium without sorbitol; isotonic condition: S medium with 1 M sorbitol. Cells were exposed to the treatment for 0.5 ~ 2.0 h before manual harvest.

#### Single cell harvest

0.5 mL of the spheroplasts were placed on a poly-lysine coated circular cover slip (2 mm diameter) in a petri dish for 5 min at room temperature (23 °C). The cover slip was broken in the center with forceps, and a small piece of cover slip was transferred to a 30 µl perfusion chamber, which was constantly perfused by a desired solution by gravity feeding. The solution change time in the chamber was about 20 s. Single cells were harvested using a path clamp electrode pipette using a micromanipulator (ROE-200, Sutter) under an inverted microscope (Olympus 1 × 71) placed on a vibration isolation table (TMC). A cell was harvested in less than 10 nl perfusion solution.

#### Single cell RNA-seq library preparation

Our method is based on [73, 74] with modifications to prepare multiplex sequencing libraries using Illumina Nextera XT Kit. Briefly, a harvested cell was quickly transferred using a home-made microinjection system to a 200 µl Eppendorf tube containing 4 µl cell lysis buffer (0.9× PCR Buffer II, 3 mM MgCl_2_, 0.45% NP40, 4.5 mM DTT, 0.18 U/µl SUPERase-In, 0.36 U/µl RNase Inhibitor, 12.5 nM AUP1 primer, 2 mM dNTP). In most single-cell samples, 0.1 µl (1:2.5 × 10^4^ dilution) ERCC spike-in mRNA (Thermo Fisher) was added. The cell was lysed at 70°C for 90 sec, then placed on ice and stored at -80°C until use. A cell lysate was thawed on ice, and 1 µl reverse transcription mix was added (13.2 U/ µl SuperScript III Reverse transcriptase, 0.4 U/µl Rnase Inhibitor, and 0.07 µg/µl T4 gene 32 protein). The first strand cDNA was synthesized by incubating the tube at 50°C for 30 min, followed by inactivation of the reverse transcriptase at 70°C for 10 min, and then the tube was cooled on ice. Free AUP1 primers were removed by adding 1 µl ExoSAP (Affymetrix) to the tube and incubating at 37°C for 15 min, followed by inactivation of the ExoSAP at 80°C for 15 min. This step would leave the AUP1 sequences at the 5’-end cDNA intact. A polyA tail was then added to the 3’-end of the first strand cDNA by adding 6 µl TdT mixture (1× PCR Buffer II, 1.5 mM MgCl_2_, 3 mM dATP, 0.75 U/µl Terminal Transferase and 0.1 U/µl RNase H) and incubating at 37 °C for 15 min, followed by inactivation of the enzyme at 70 °C for 10 min. The resulting products (12 µl) were then divided into two equal portions (each 6 µl), and each was mixed with 19 µl second strand buffer (1× High Fidelity PCR Buffer, 2 mM MgSO_4_, 0.2 mM each dNTP, 0.3 µM AUP2 primer, and 0.1 U/µl high fidelity Platinum Taq DNA polymerase). The two tubes were subject to one PCR cycle (30 s at 95 °C, 2 min at 50 °C and 6 min at 72 °C) to synthesize the second-strand cDNA in the form of 5’-AUP2-T24-cDNA-A24-AUP1-3’. Nineteen µl PCR mixture (1× High Fidelity PCR Buffer, 2 mM MgSO_4_, 0.25 mM each dNTP, 2 µM AUP1 Primer, 2 µM AUP2 Primer, 0.1 U/µl Platium Taq DNA Polymerase High Fidelity) was added to each tube, which brings the volume of each reaction to 44 µl, and cDNA was amplified by 18 PCR cycles (98 °C for 5 s, 67 °C for 1 min and 72 °C for 6 min). The resulting cDNA from two reactions were combined (total 88 µl) and were further subject to 12 cycles of PCR with two duplicates, each with 2.4 µl sample and 87.6 µl PCR mixture (1× High Fidelity PCR Buffer, 2 mM MgSO_4_, 0.375 mM each dNTP, 1 µM AUP1 Primer, 1 µM AUP2 Primer, 0.1 U/µl Platium Taq DNA Polymerase High Fidelity). The products were then combined, and cDNA was revolved on a 1% ager gel (25 µl sample per lane). The band between 300 bases to the loading well was cut and cDNA was purified using a QIA quick gel purification Kit, followed by magnetic beads (GE Health) purification (10:7 sample to beads ratio). After quantification using a Bioanalyzer (Agilent High Sensitivity DNA Kit), the libraries were then prepared using an Illumina Nextera XT or TruSeq DNA Sample Preparation Kit according to the vendor’s guide. The libraries were sequenced on an Illumina HiSeq2000 or HiSeq2500 machine (100 base-paired reads). Bulk mRNA was also extracted from population spheroplasts under AAS using a yeast RiboPure™ RNA Purification Kit (Ambion). Different amount of purified bulk mRNA (5pg, 10pg, 20pg, 1,00pg, 1000pg and 10,000pg) were used to construct sequencing libraries in the same way as for single-cell libraries, with the exception that 0.1 µl ERCC spike-in mRNA (Thermo Fisher) was added to the lysis buffer, with a concentration of 1:5 × 10^5^, 1:2.5 × 10^5^, 1:1.25 × 10^5^, 1:2.5 × 10^4^, 1:2.5 × 10^3^ 1:2.5 × 10^2^ for the 5pg, 10pg, 20pg, 100pg 1,000pg and 10,000pg input RNA, respectively.

## Statistics and reproducibility

### Characterization of single-cell transcriptomes

The raw reads from FASTQ files of different lanes were first combined based on sample ID before being mapped to the *S. cerevisiae* reference genome (SGD R64-2-1) using STAR (version 2.5.2) [81]. STAR alignments provided soft clipping of possible adapter sequences at the ends of reads; thus, no prior trimming of reads was performed. Gene transcription levels were quantified using uniquely mapped reads in TPM(transcript per million mapped reads) by RSEM(v1.2.31) [82] and in raw counts by [83] (default parameters, using the formatted for DESeq2 count files). Principal components analysis (PCA) and uniform manifold approximation and projection (UMAP) of the cells/samples were performed on the log_2_(TPM + 1) values.

### Library Quality Assessment

We adopted the following metrics to quantify the quality of the scRNA-seq libraries from each cell/sample. (1) The library complexity is defined as the number of distinct (unique) read’s start positions mapped to the genome [84]. To directly compare the library complexity of different libraries, we randomly sampled the same number of reads (one million) from each library. (2) The evenness is defined as the averaged coefficient of variation (CV) of the read coverage along each base-pair of the gene body [84]. Since transcripts of a low copy number are subject to uneven coverages, only the top 50% highly expressed genes are used in the calculation of this measure. (3) Continuity of coverage measures the number of gaps along the exons of a gene, where a gap is defined as a consecutive length of ≥ 5 bases without any reads mapped. The final gap measure is a weighted average of gaps in all the genes according to each gene’s expression in TPM values. (4) Sensitivity, which measures the number of genes detected with at least 5 reads in each sample. And (5) Bio-reads ratio, which measures the proportion of reads uniquely mapped to the organism genome. Sample quality control and filtering were performed slightly differently on the two batches of our libraries due to their different sequencing depth and quality: samples from **batch 1** were retained if the following thresholds were met: detection rate > 500, complexity > 0.1, gap < 0.5, evenness < 1.5; while samples from **batch 2** were retained if the following thresholds were met: num uniquely mapped reads > 10,000. All quality metrics apart from Sensitivity were calculated for spike-in reads for each sample independently as well. Metrics such as rRNA expression % and Mitochondrial gene expression % were calculated using TPM values, genes used in these calculations are included in Table S1, Supplementary File 1. An additional metric was calculated for spike-in reads based on the detection-limit procedure described in [40] using TPM expression of cells that had > 2% spike-in rate and at least 8 different spike-ins with non-zero expression. Pearson correlation was calculated between all samples that passed filtering and samples of previous [41–43]. Normalized expression data was obtained from GEO according to the authors, specifically, [42] and [43] was normalized with the median normalization used in DESeq2[85], and data from [41] was normalized with the SCnorm [86]. In order to select samples similar to the isotonic conditions used in our study, yeast cells aged 2-h were selected from the study of [43], samples labeled ‘Unstressed’ were selected from [41] and only samples of the BY4741 strain were selected from [42]. For each study, we normalized our data according to the specified normalization method and used gene features shared between our data and the selected dataset in the calculation of Pearson correlation.

### Differential expression analysis and GO/Pathway Enrichment

Analysis of differentially expressed genes was performed using MAST [44]. For each comparison, only genes expressed in at least 20% of samples were used for subsequent analysis. Counts per million (CPM) expression values (calculated with raw counts) were used as the input and all other parameters were left at default. Differential expression results were controlled for gene detection rate. Genes that met the criteria: FDR < 0.05 and absolute fold-change > 1.2 were labeled as differentially expressed. Enrichment analyses for Gene Ontology biological [87, 88], KEGG [89–91] and Wiki-[92] were carried out using clusterProfiler [93] based on the identified differentially expressed genes.

### Promoter and transcription factor binding Sites analyses

Upstream sequences (maximum length of either 1,000 bp or the entire upstream intergenic sequences) of differentially expressed genes (DEGs) were extracted from the *S. cerevisiae* reference genome (SGD R64-2-1). Motifs in the sequences were identified using ProSampler [94], which were then compared with known motifs in the Yeastract database [95] using TomTom [60]. This analysis was performed separately for upregulated genes and downregulated genes of each stress condition. TF-gene interactions from Yeastract were extracted for all genes filtering for interactions that were either documented or had gene expression evidence. When comparing our putative TF-gene relationships with TF-gene relationships from Yeastract, we omitted relationships involving Spt15p and Nhp6ap from our analysis as these TFs are known to bind TATA boxes and are also absent from TF-gene relationships from Yeastract.

Empirical correlation analysis between TF and predicted target DEGs was performed as follows:

Given a table of TF-gene interactions, for each TF:

Step 1: calculate the mean correlation C between TF and its interacting genes.

Step 2: let N be the number of predicted DEGs interacting with the TF, sample N genes from all genes and calculate mean of absolute correlations between the TF and N sampled genes.

Step 3: repeat step M (M > = 10000) times to generate empirical distribution of mean of absolute correlations.

Step 4: p-value = (Number of sampled mean of correlation values > S)/M

### Gene Clustering and TF Enrichment

For samples of the same condition and batch, absolute Pearson correlation distance (1-| Pearson correlation|) was calculated between gene TPM expression levels and used for hierarchical clustering using the hclust method in R with method set to ‘ward.D2’. Number of clusters was determined with R package NbClust (min.cluster = 2, max.cluster = 200)[96]. Each resulting cluster was then enriched for TFs using known Yeastract TF-Gene interactions using a hypergeometric test from R package [93]. Each cluster was then assigned with the most significant TF only if its Benjamini-Hochberg adjusted p-value < 0.05.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

**Additional file 1. Figure S1.** ERCC Spike-in Expression (TPM) vs Known Concentration in samples with at spike-in rate > 2%. **Figure S2. **Spearman correlation significance test between predicted target DEGs and TFs. **Figure S3. **Hierarchical clustering of genes under each condition and enrichment of transcription factors for each cluster.

**Additional file 2. Table S1.** Summary of mapping results of the scRNA-seq libraries. **Table S2.** Summary of mapping results of the bulk RNA-seq libraries

**Additional file 3. Table S3.** Raw Counts of Samples and Genes used for DEG. **Table S4.** Summary of DEGs under AAS. **Table S5. **Summary of DEGs under GS.

**Additional file 4. Table S6.** Motifs found in the upstream regions of DEGs under AAS. **Table S7.** Motifs found in the upstream regions of DEGs under GS. **Table S8.** Inferred TF-target gene relationships under AAS. **Table S9.** Inferred TF-target gene relationships under GS. **Table S10.** Summary of Number of DEGs and Binding Motifs for each TF.

## Data Availability

The scRNA-seq data generated are available at GEO with access number GSE201387. All other data are available in the Supplementary files.

# Supplementary material for: Transcriptomic changes in single yeast cells under various stress conditions
**Source:** BMC Genomics. 2023 Feb 24;24:88. doi: 10.1186/s12864-023-09184-w
**Supplement:** Supplementary file 1 — Additional file 1. Figure S1. ERCC Spike-in Expression (TPM) vs Known Concentration in samples with at spike-in rate > 2%. Figure S2. Spearman correlation significance test between predicted target DEGs and TFs. Figure S3. Hierarchical clustering of genes under each condition and enrichment of transcription factors for each cluster.

**Supplementary Fig S1** **ERCC Spike-in Expression (TPM) vs Known Concentration in samples with at spike-in rate > 2%.** A-F: 5pg, 10pg, 20pg, 100pg, 1ng, 10ng bulk-RNAseq sample ERCC expression vs known concentration(molecule/μl). G: single cell RNAseq ERCC expression vs known concentration (molecule/μl). H: Detection limit metric described in (1). I: Pearson correlation with previous datasets(2-4) colored by condition and batch, black bars in box plot represent mean Pearson correlation.

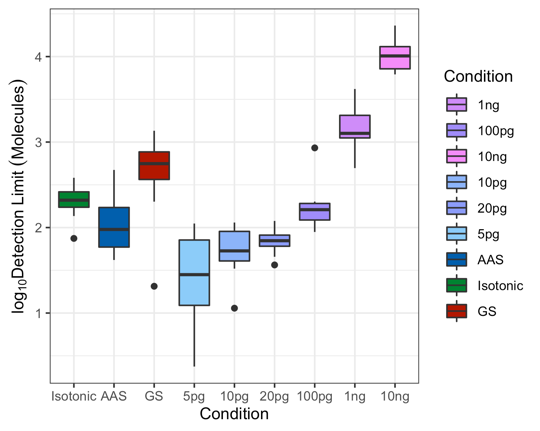

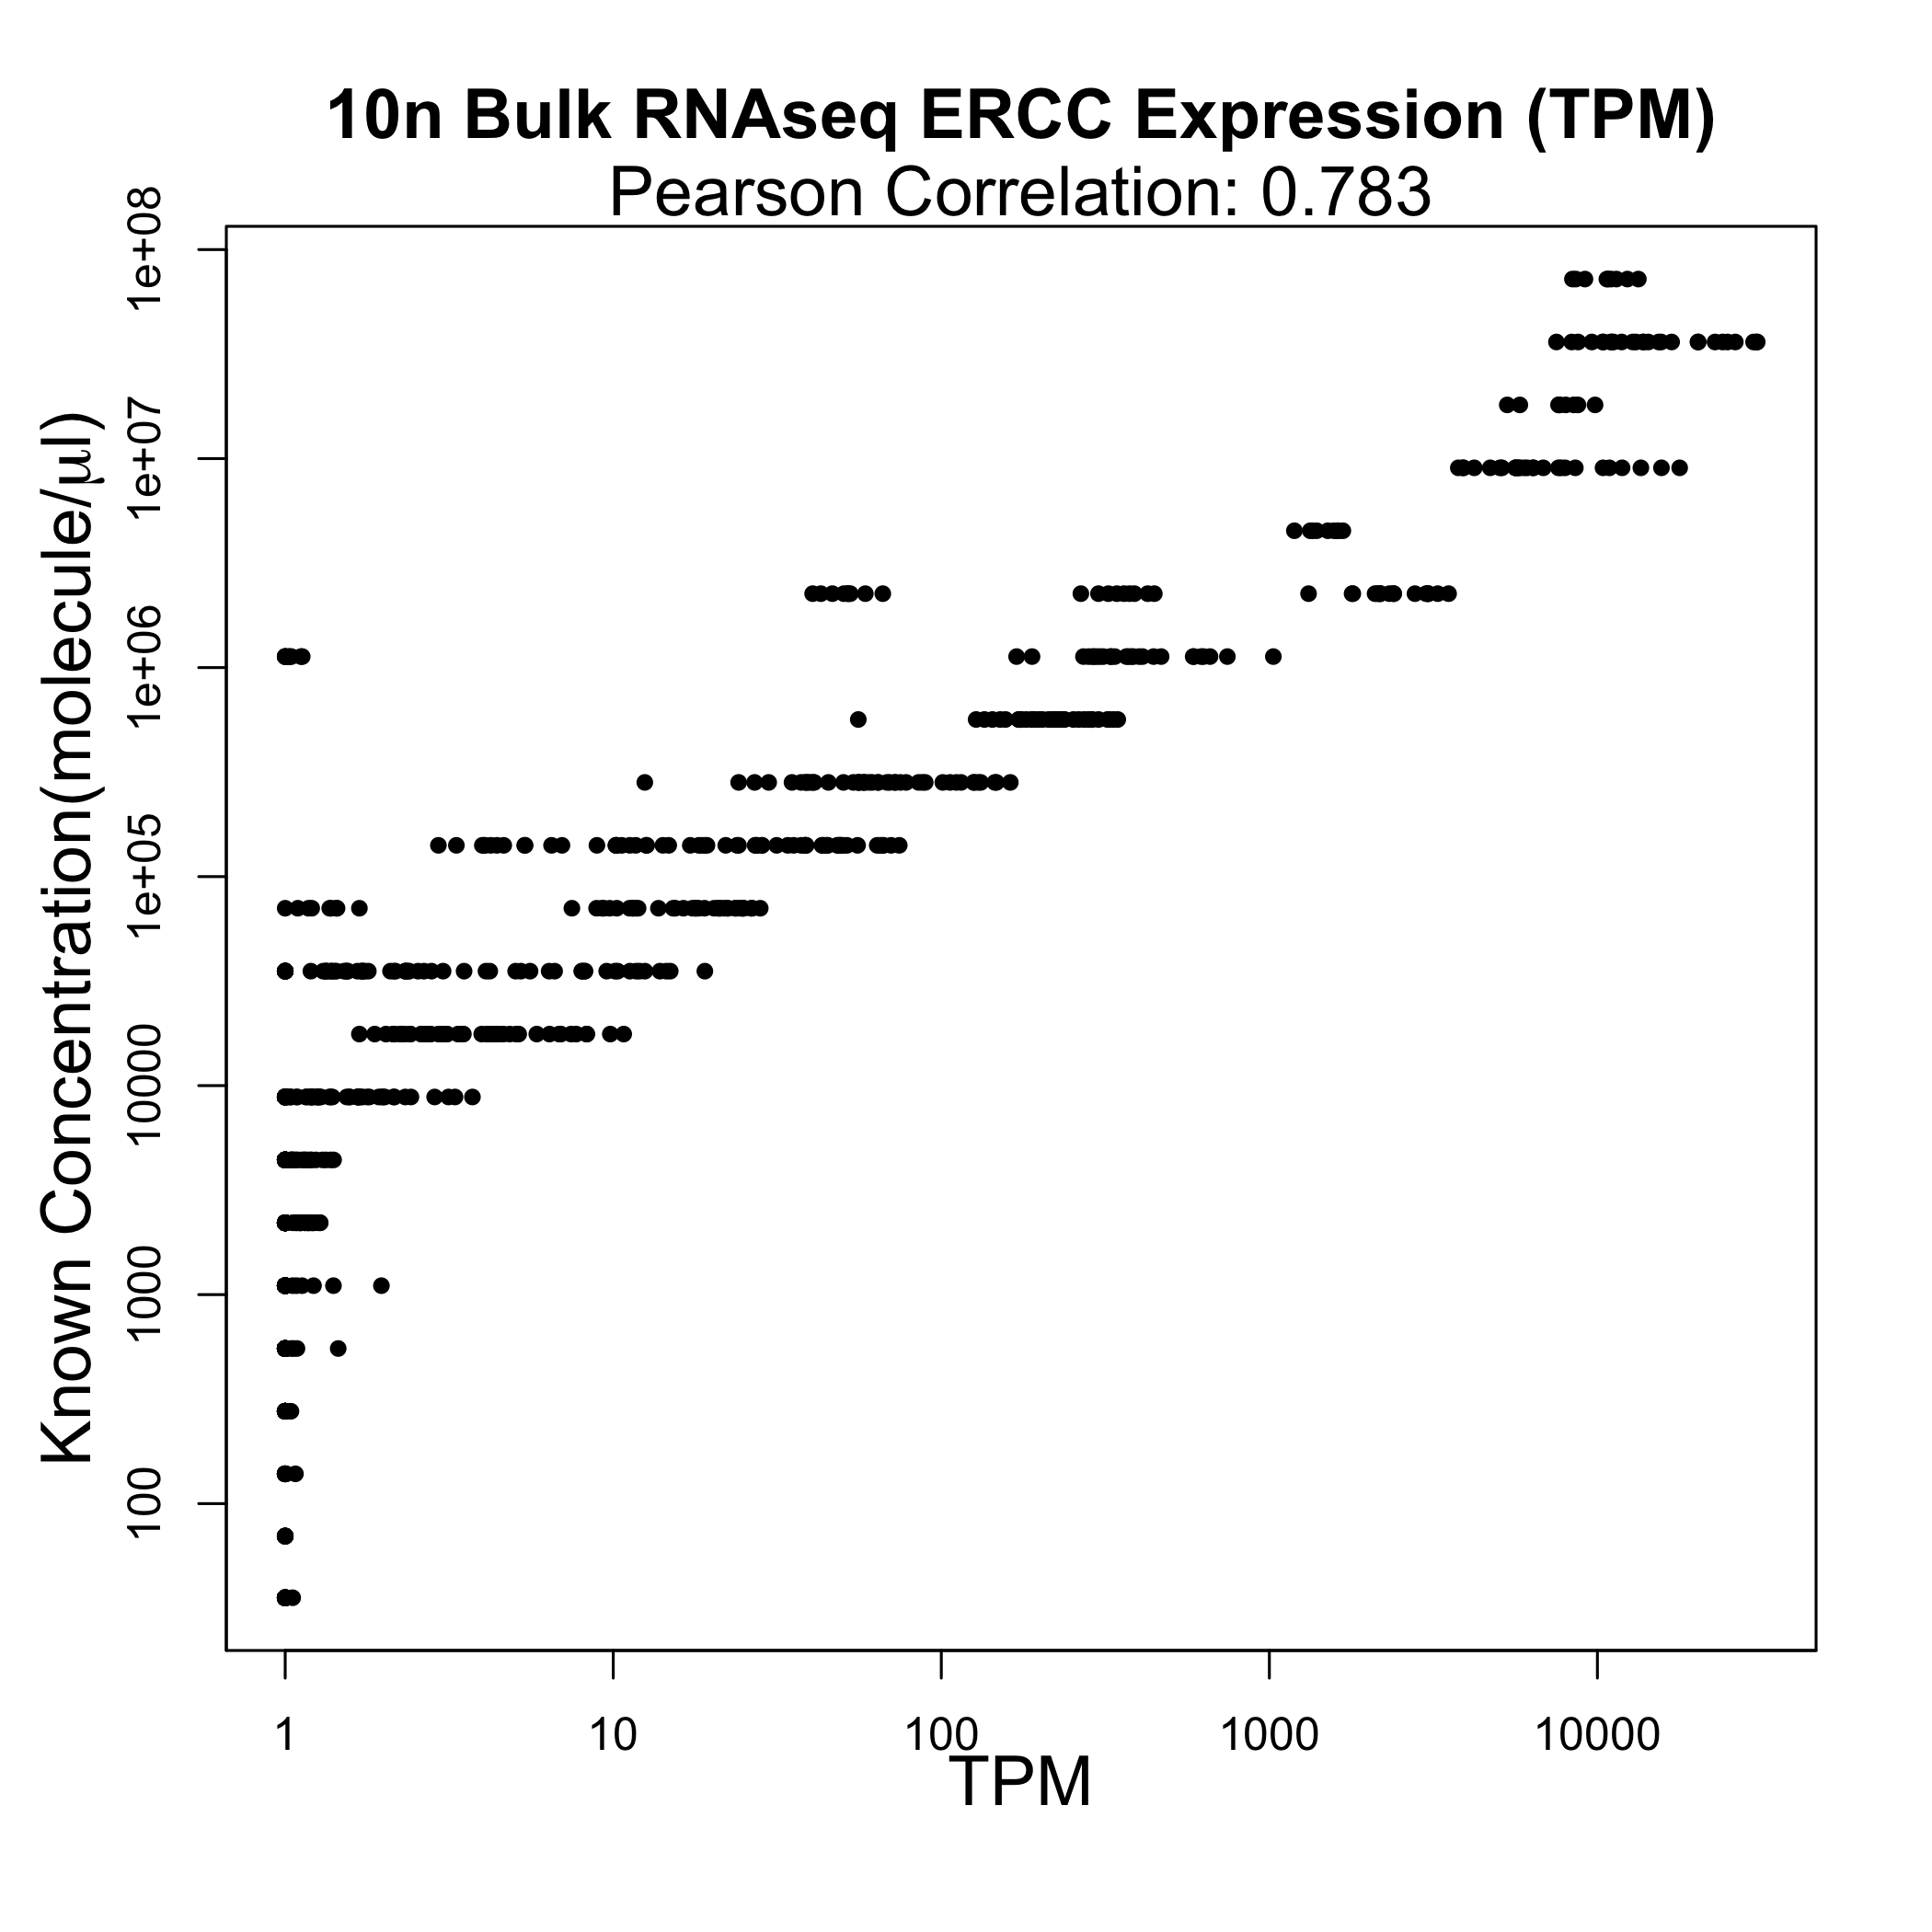

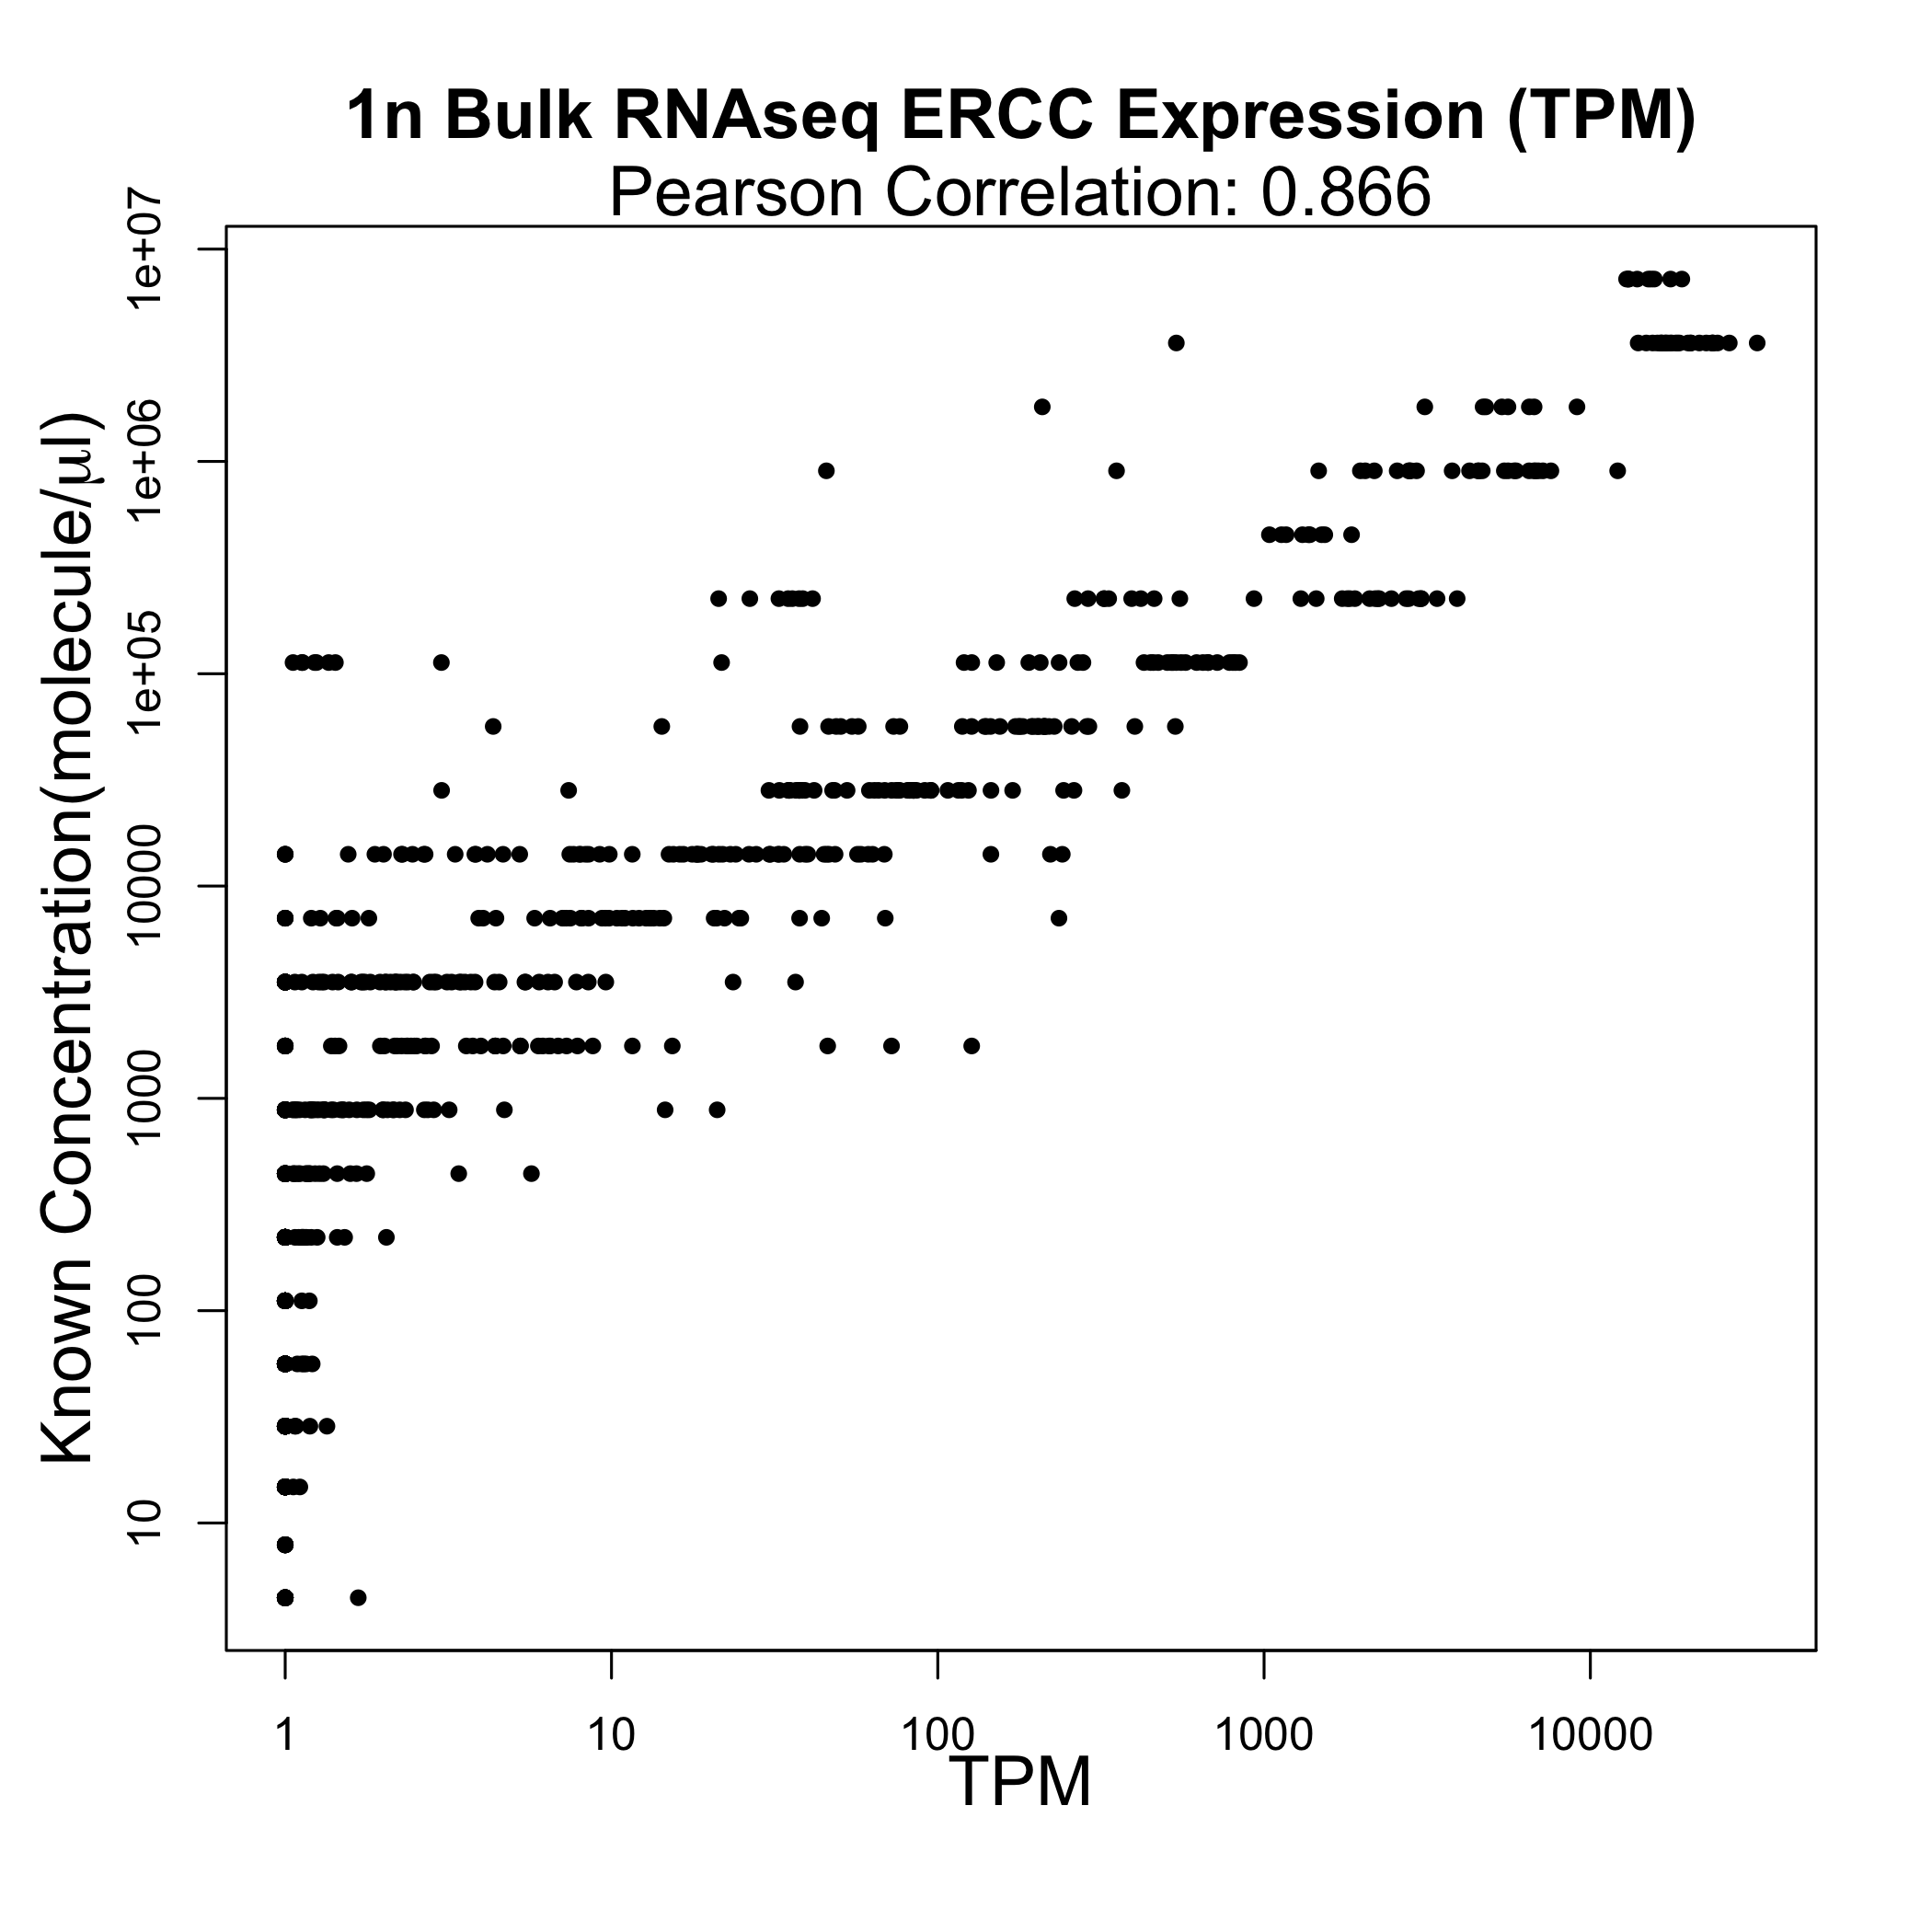

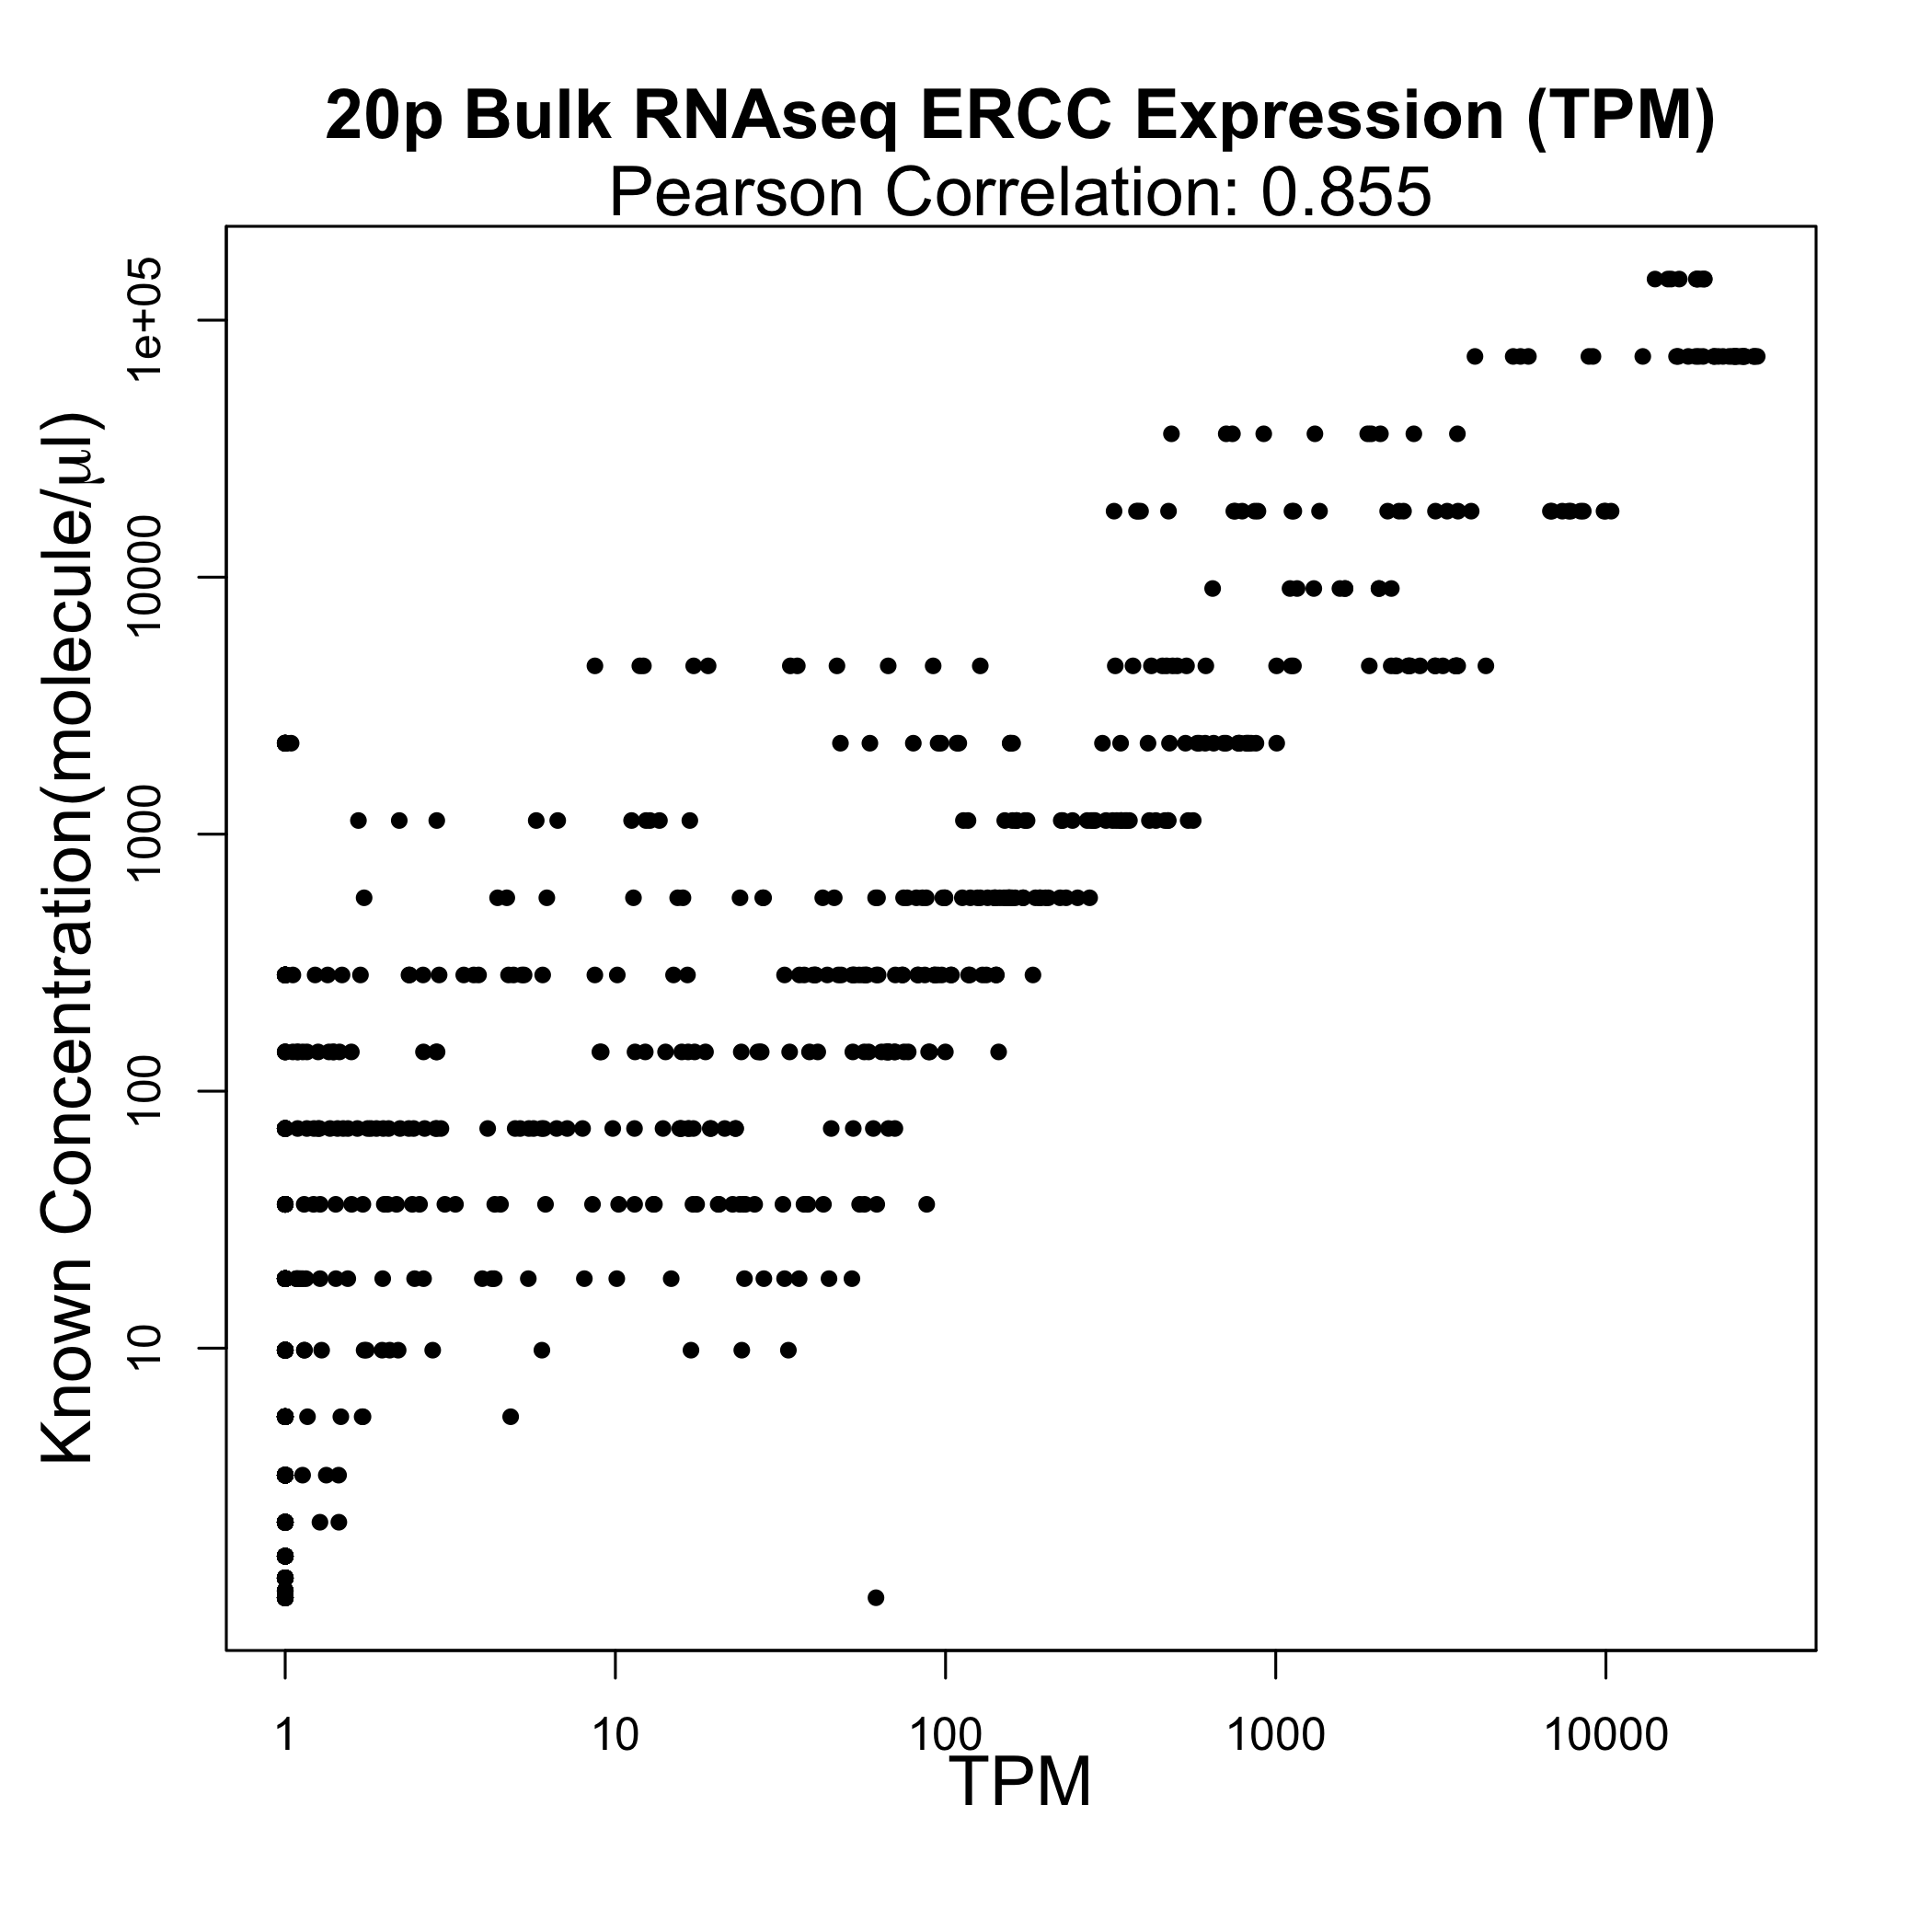

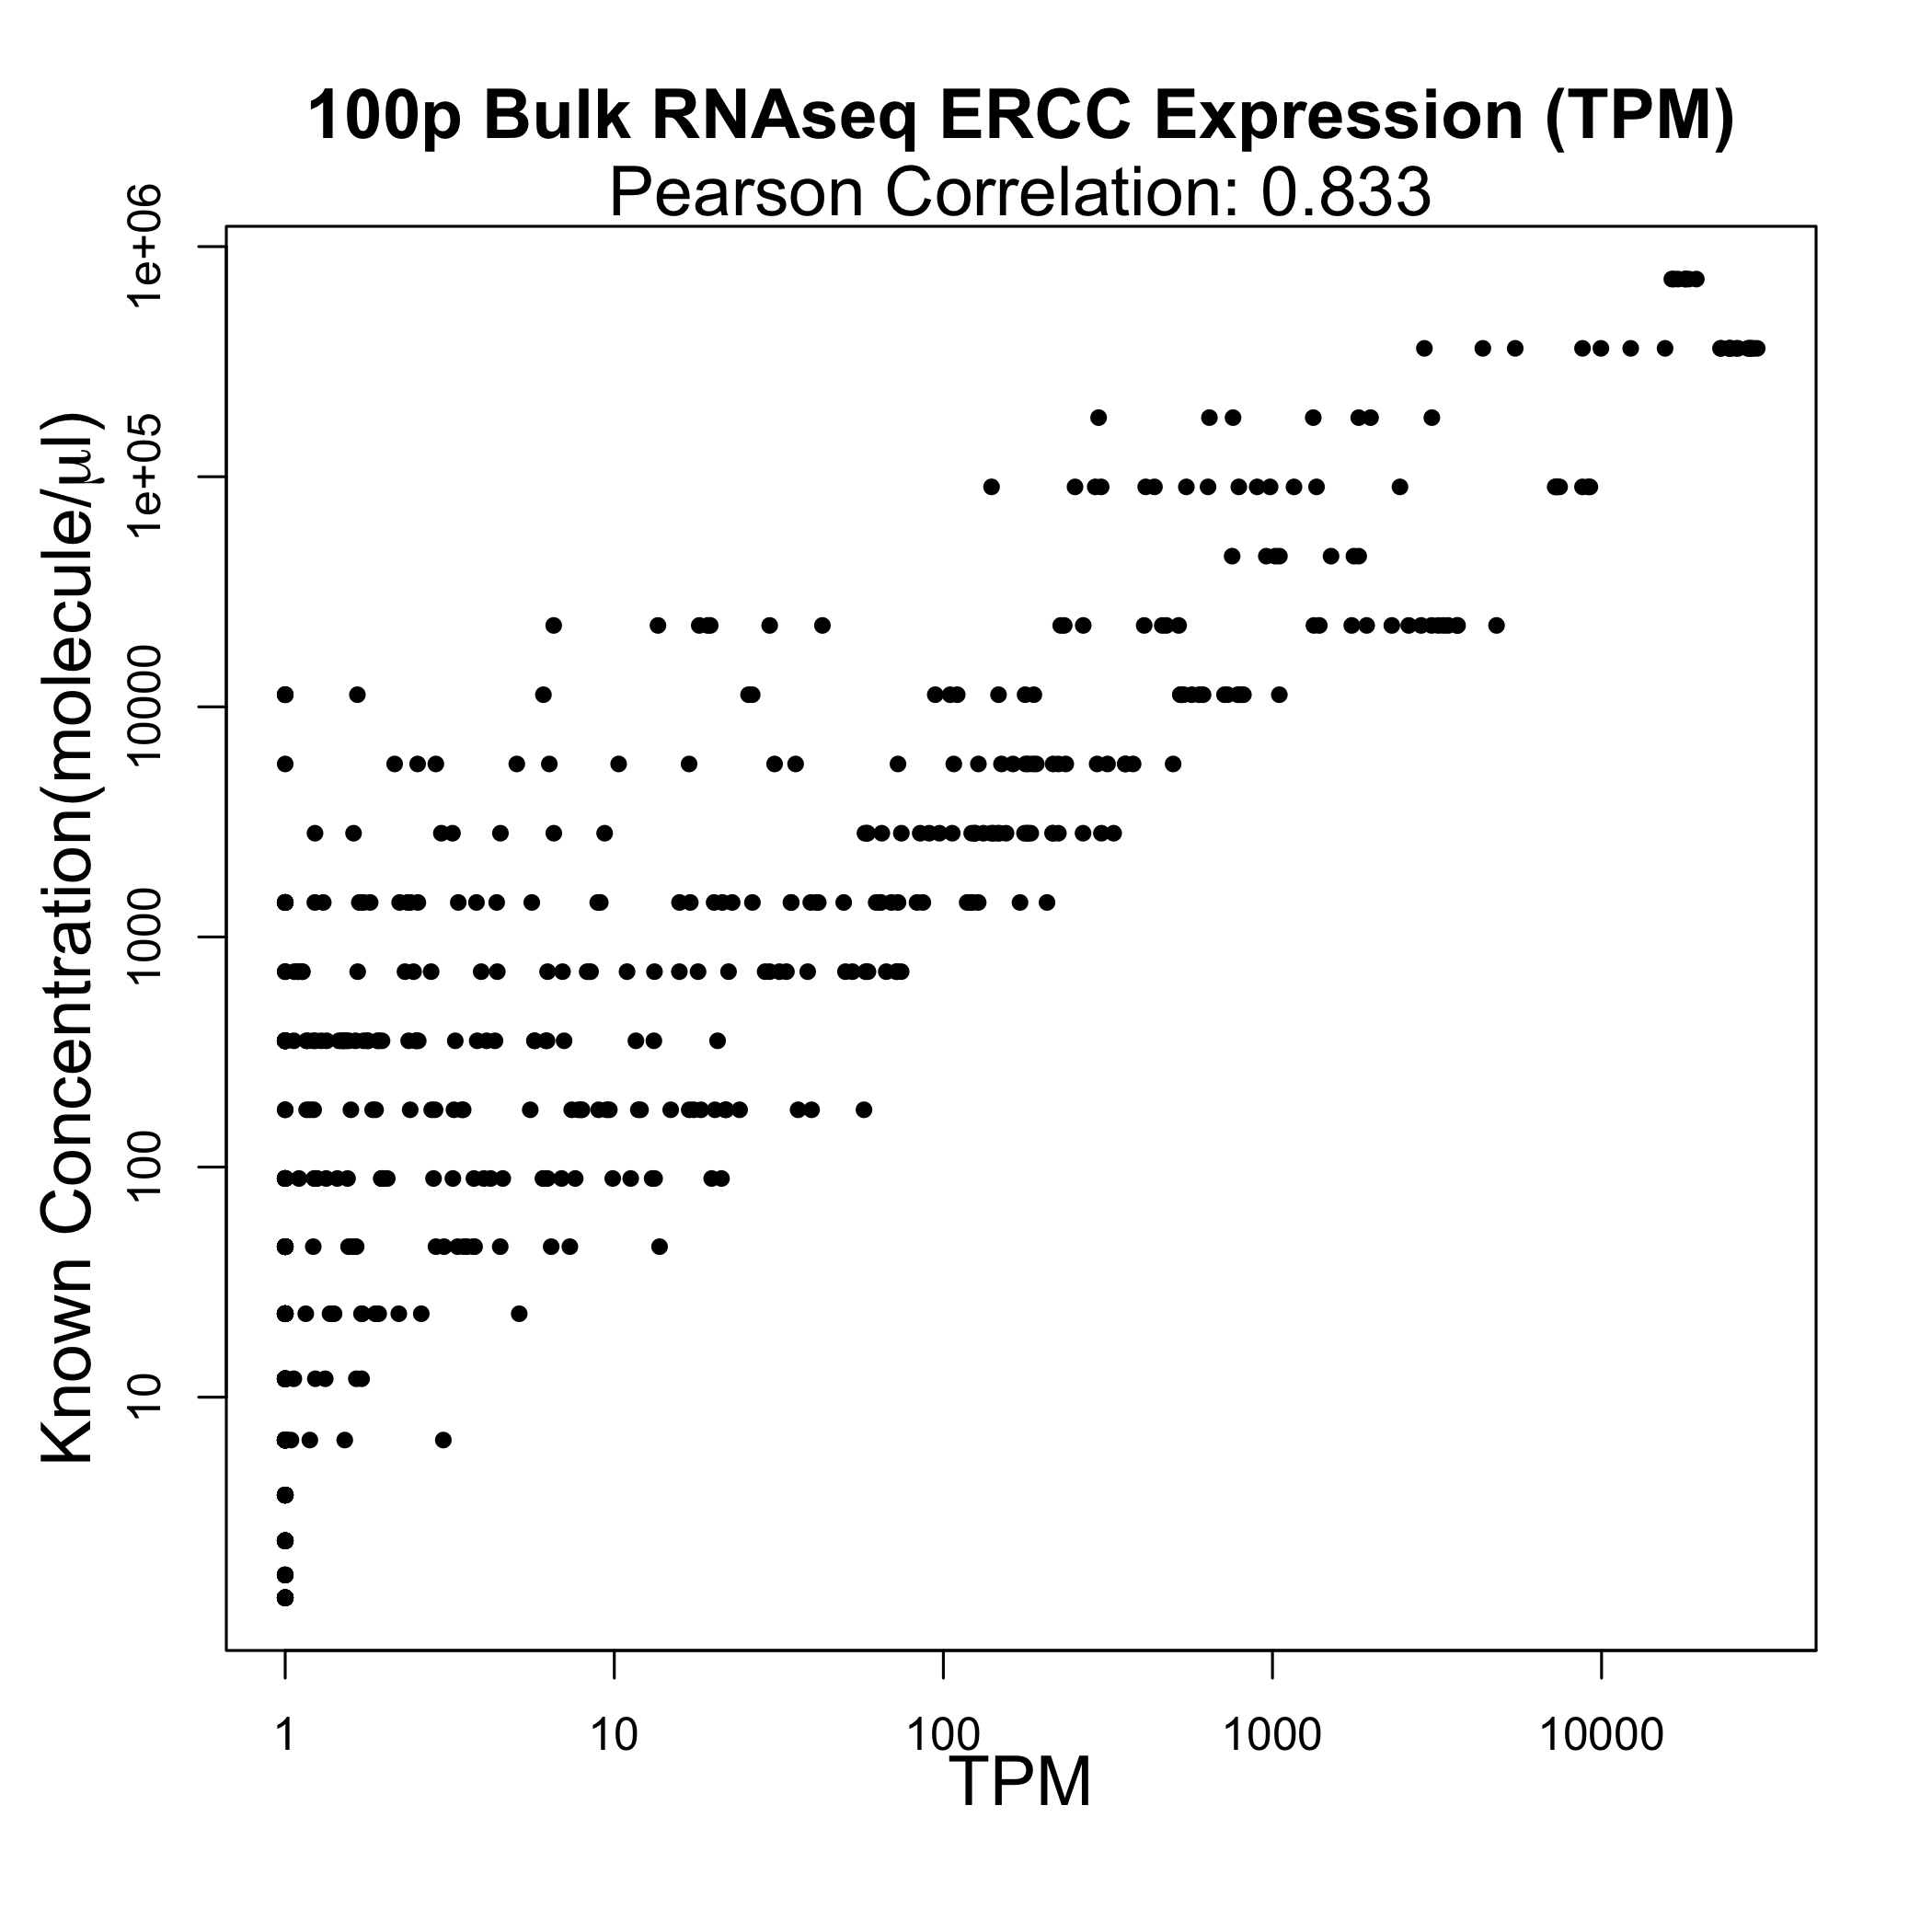

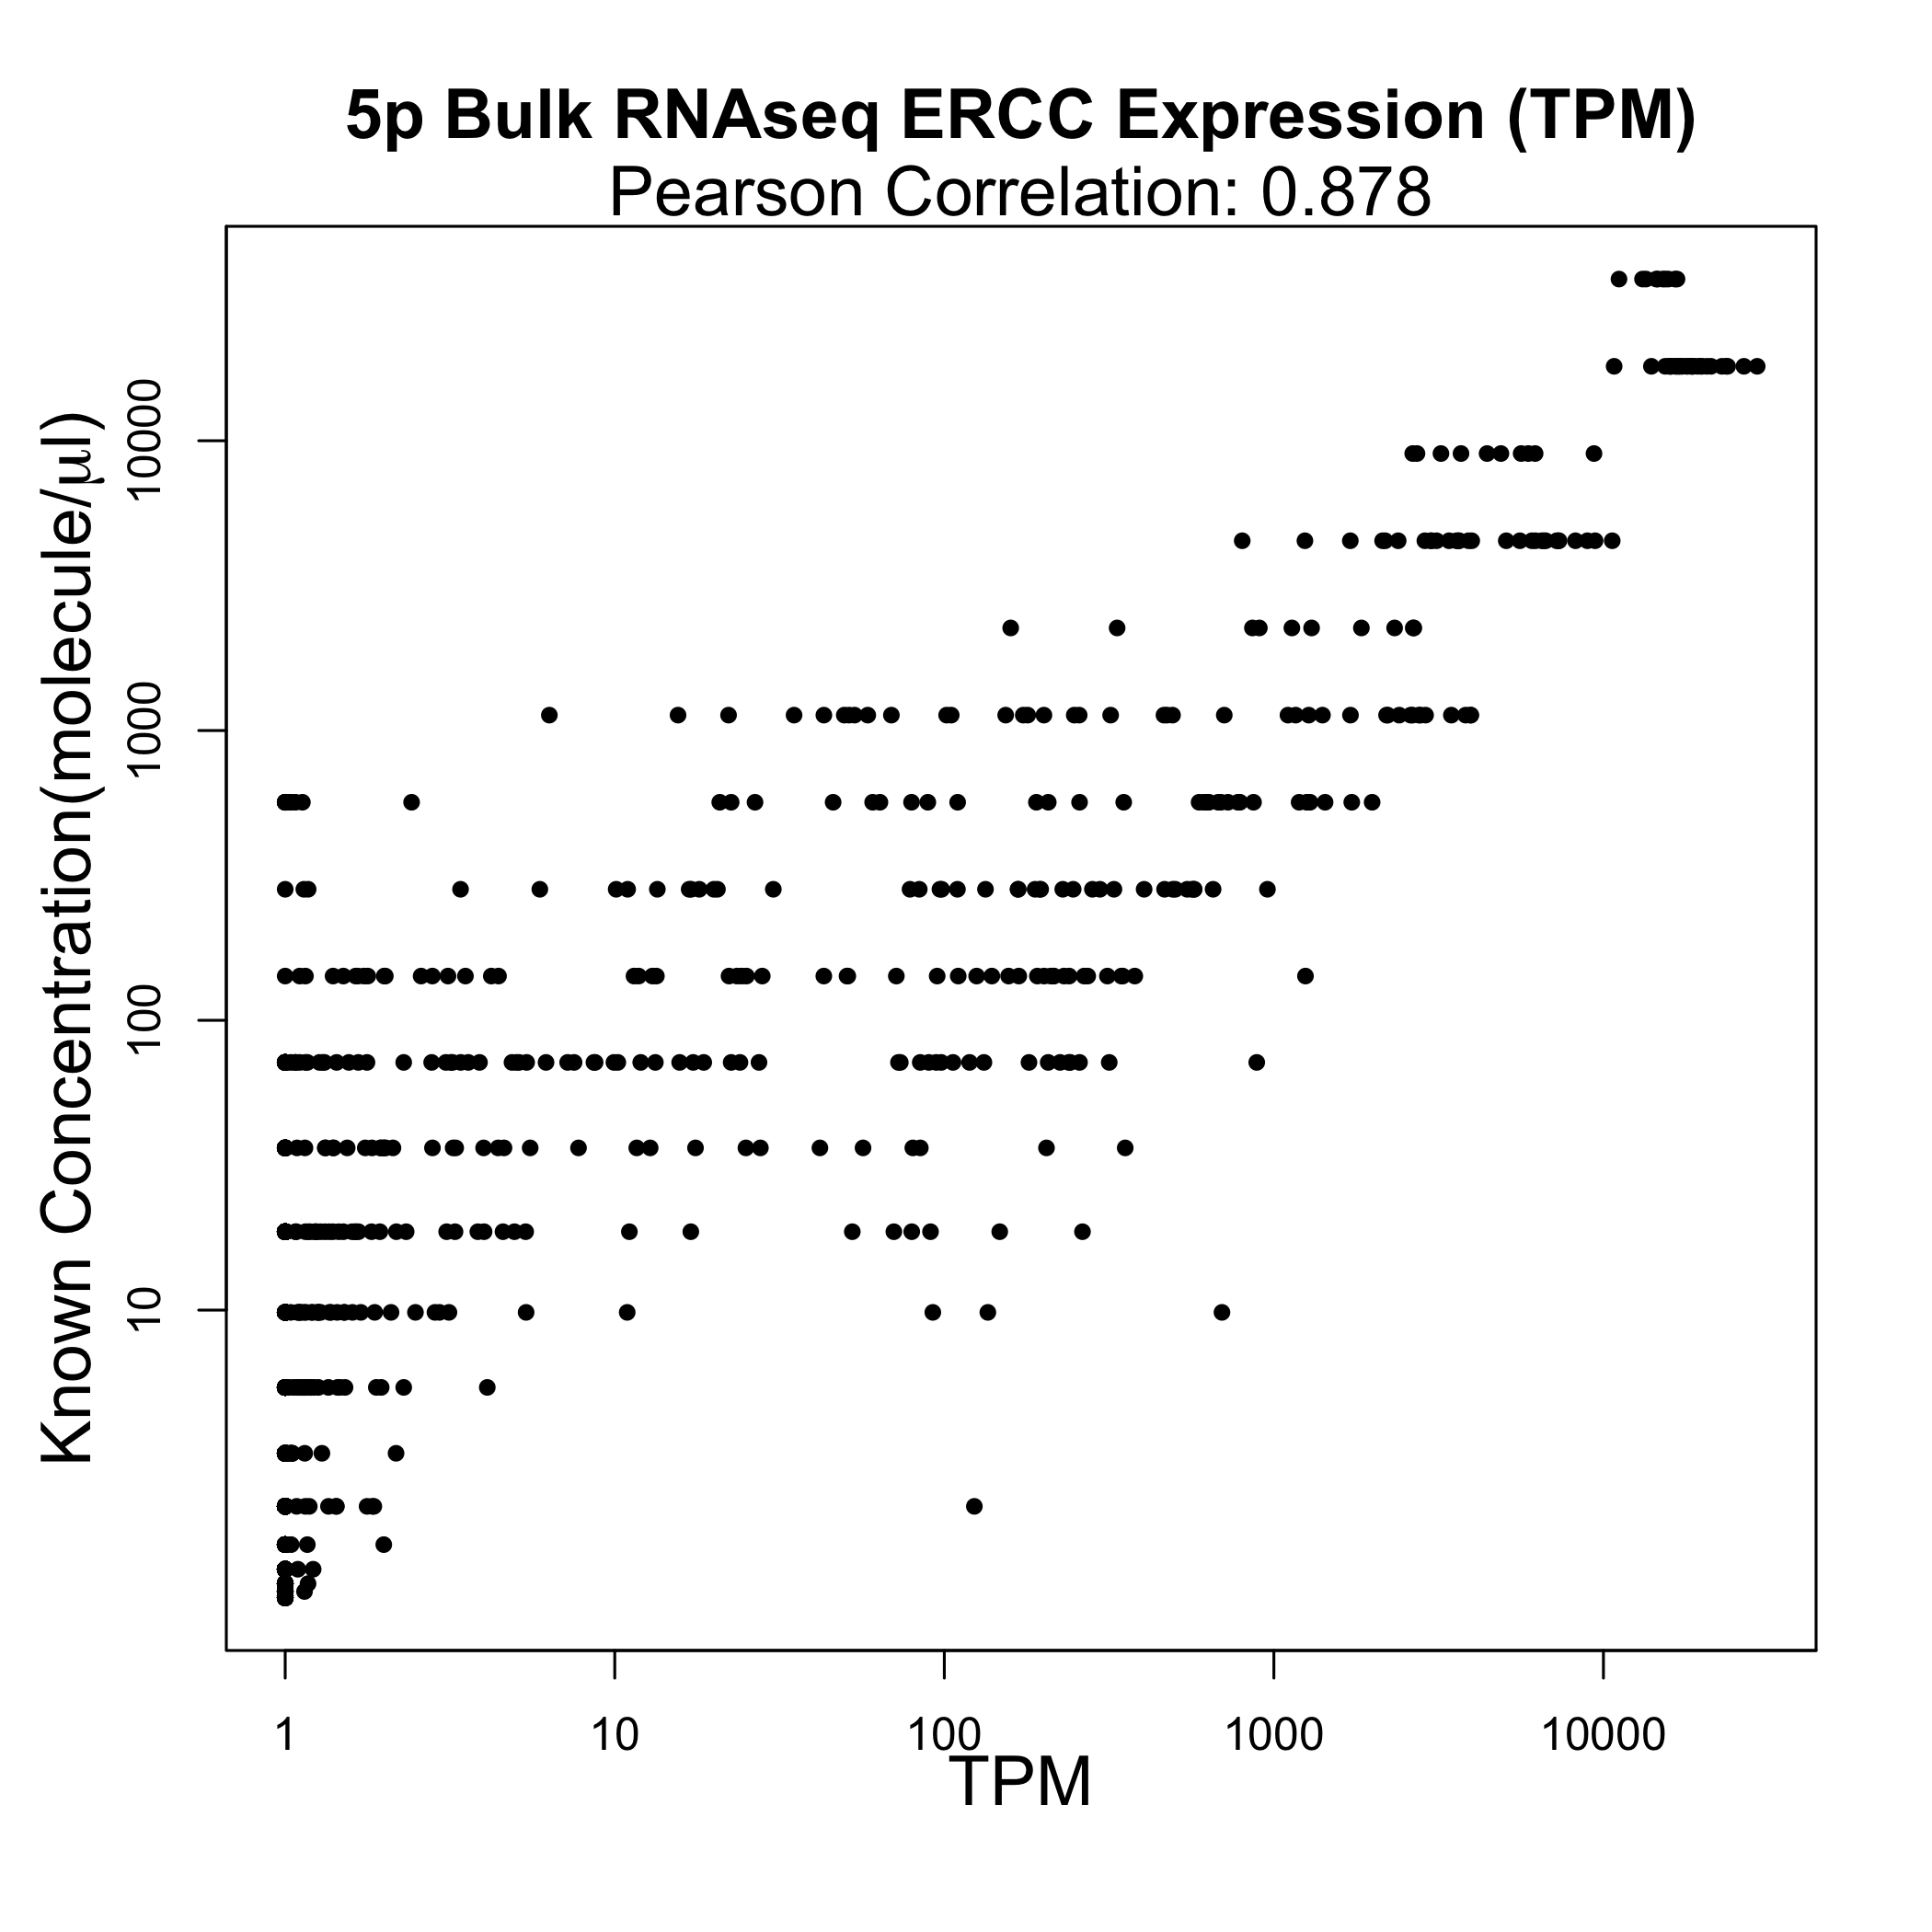

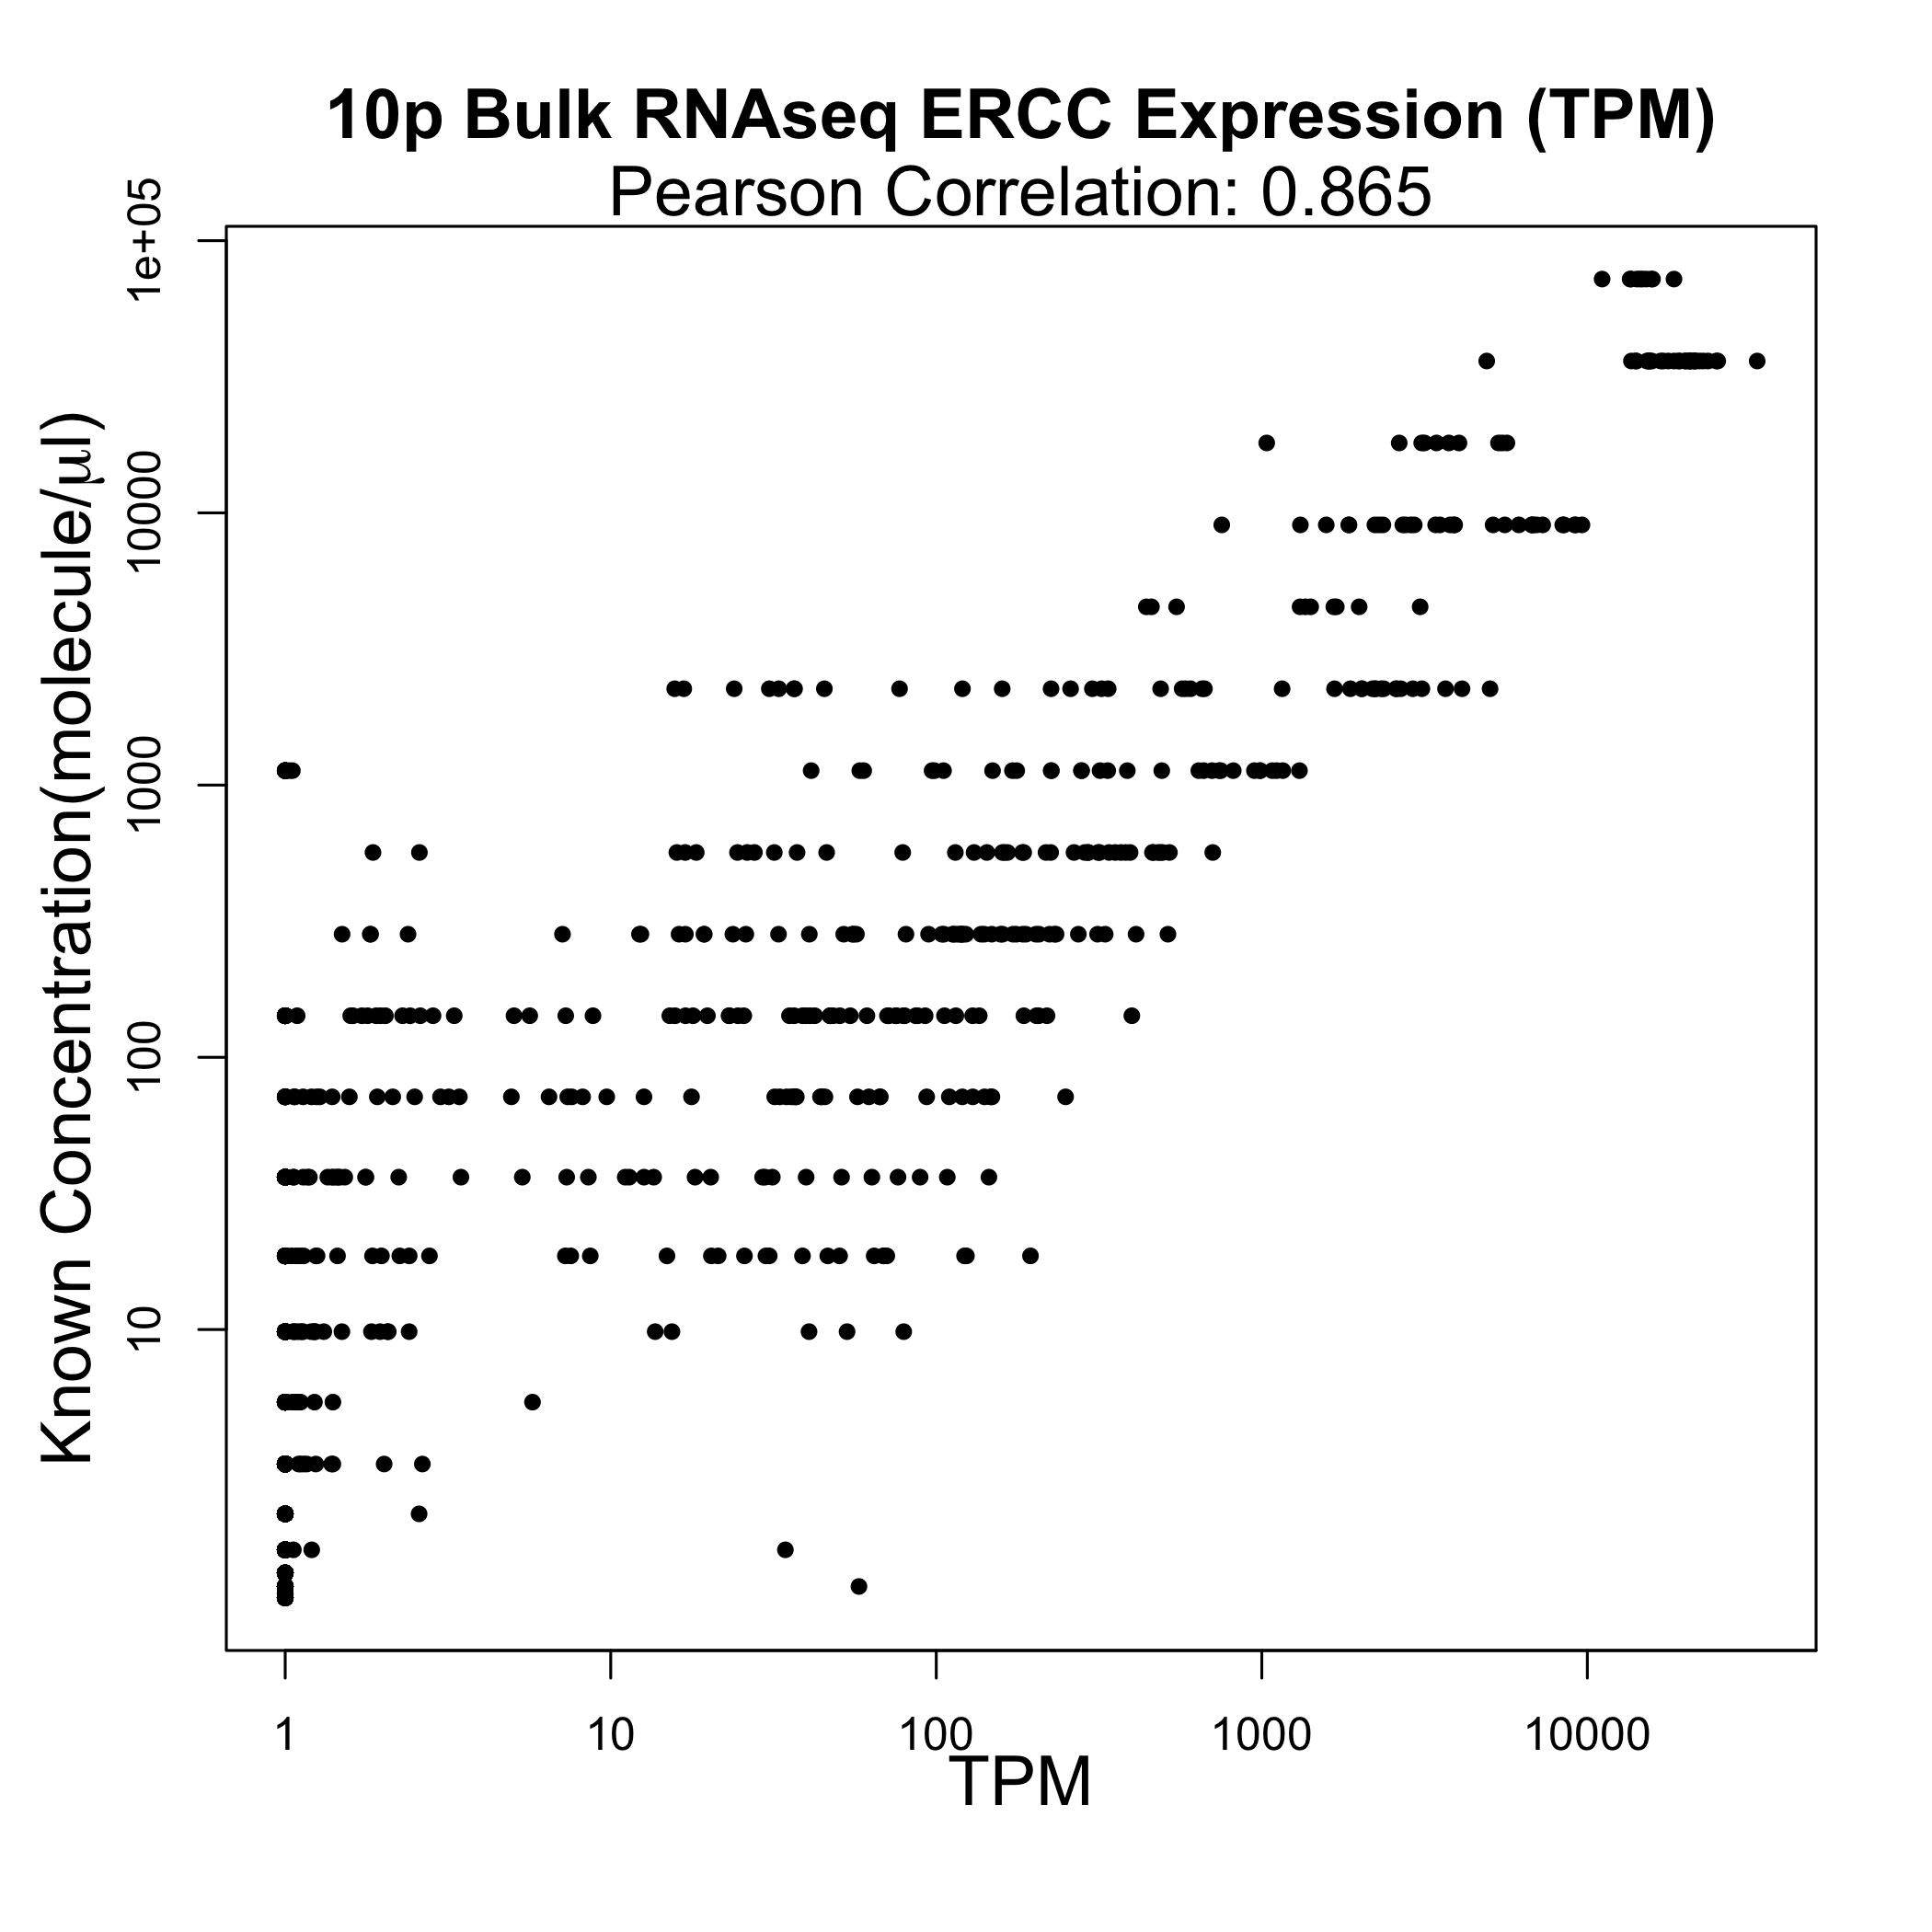

A

B

C

D

E

F

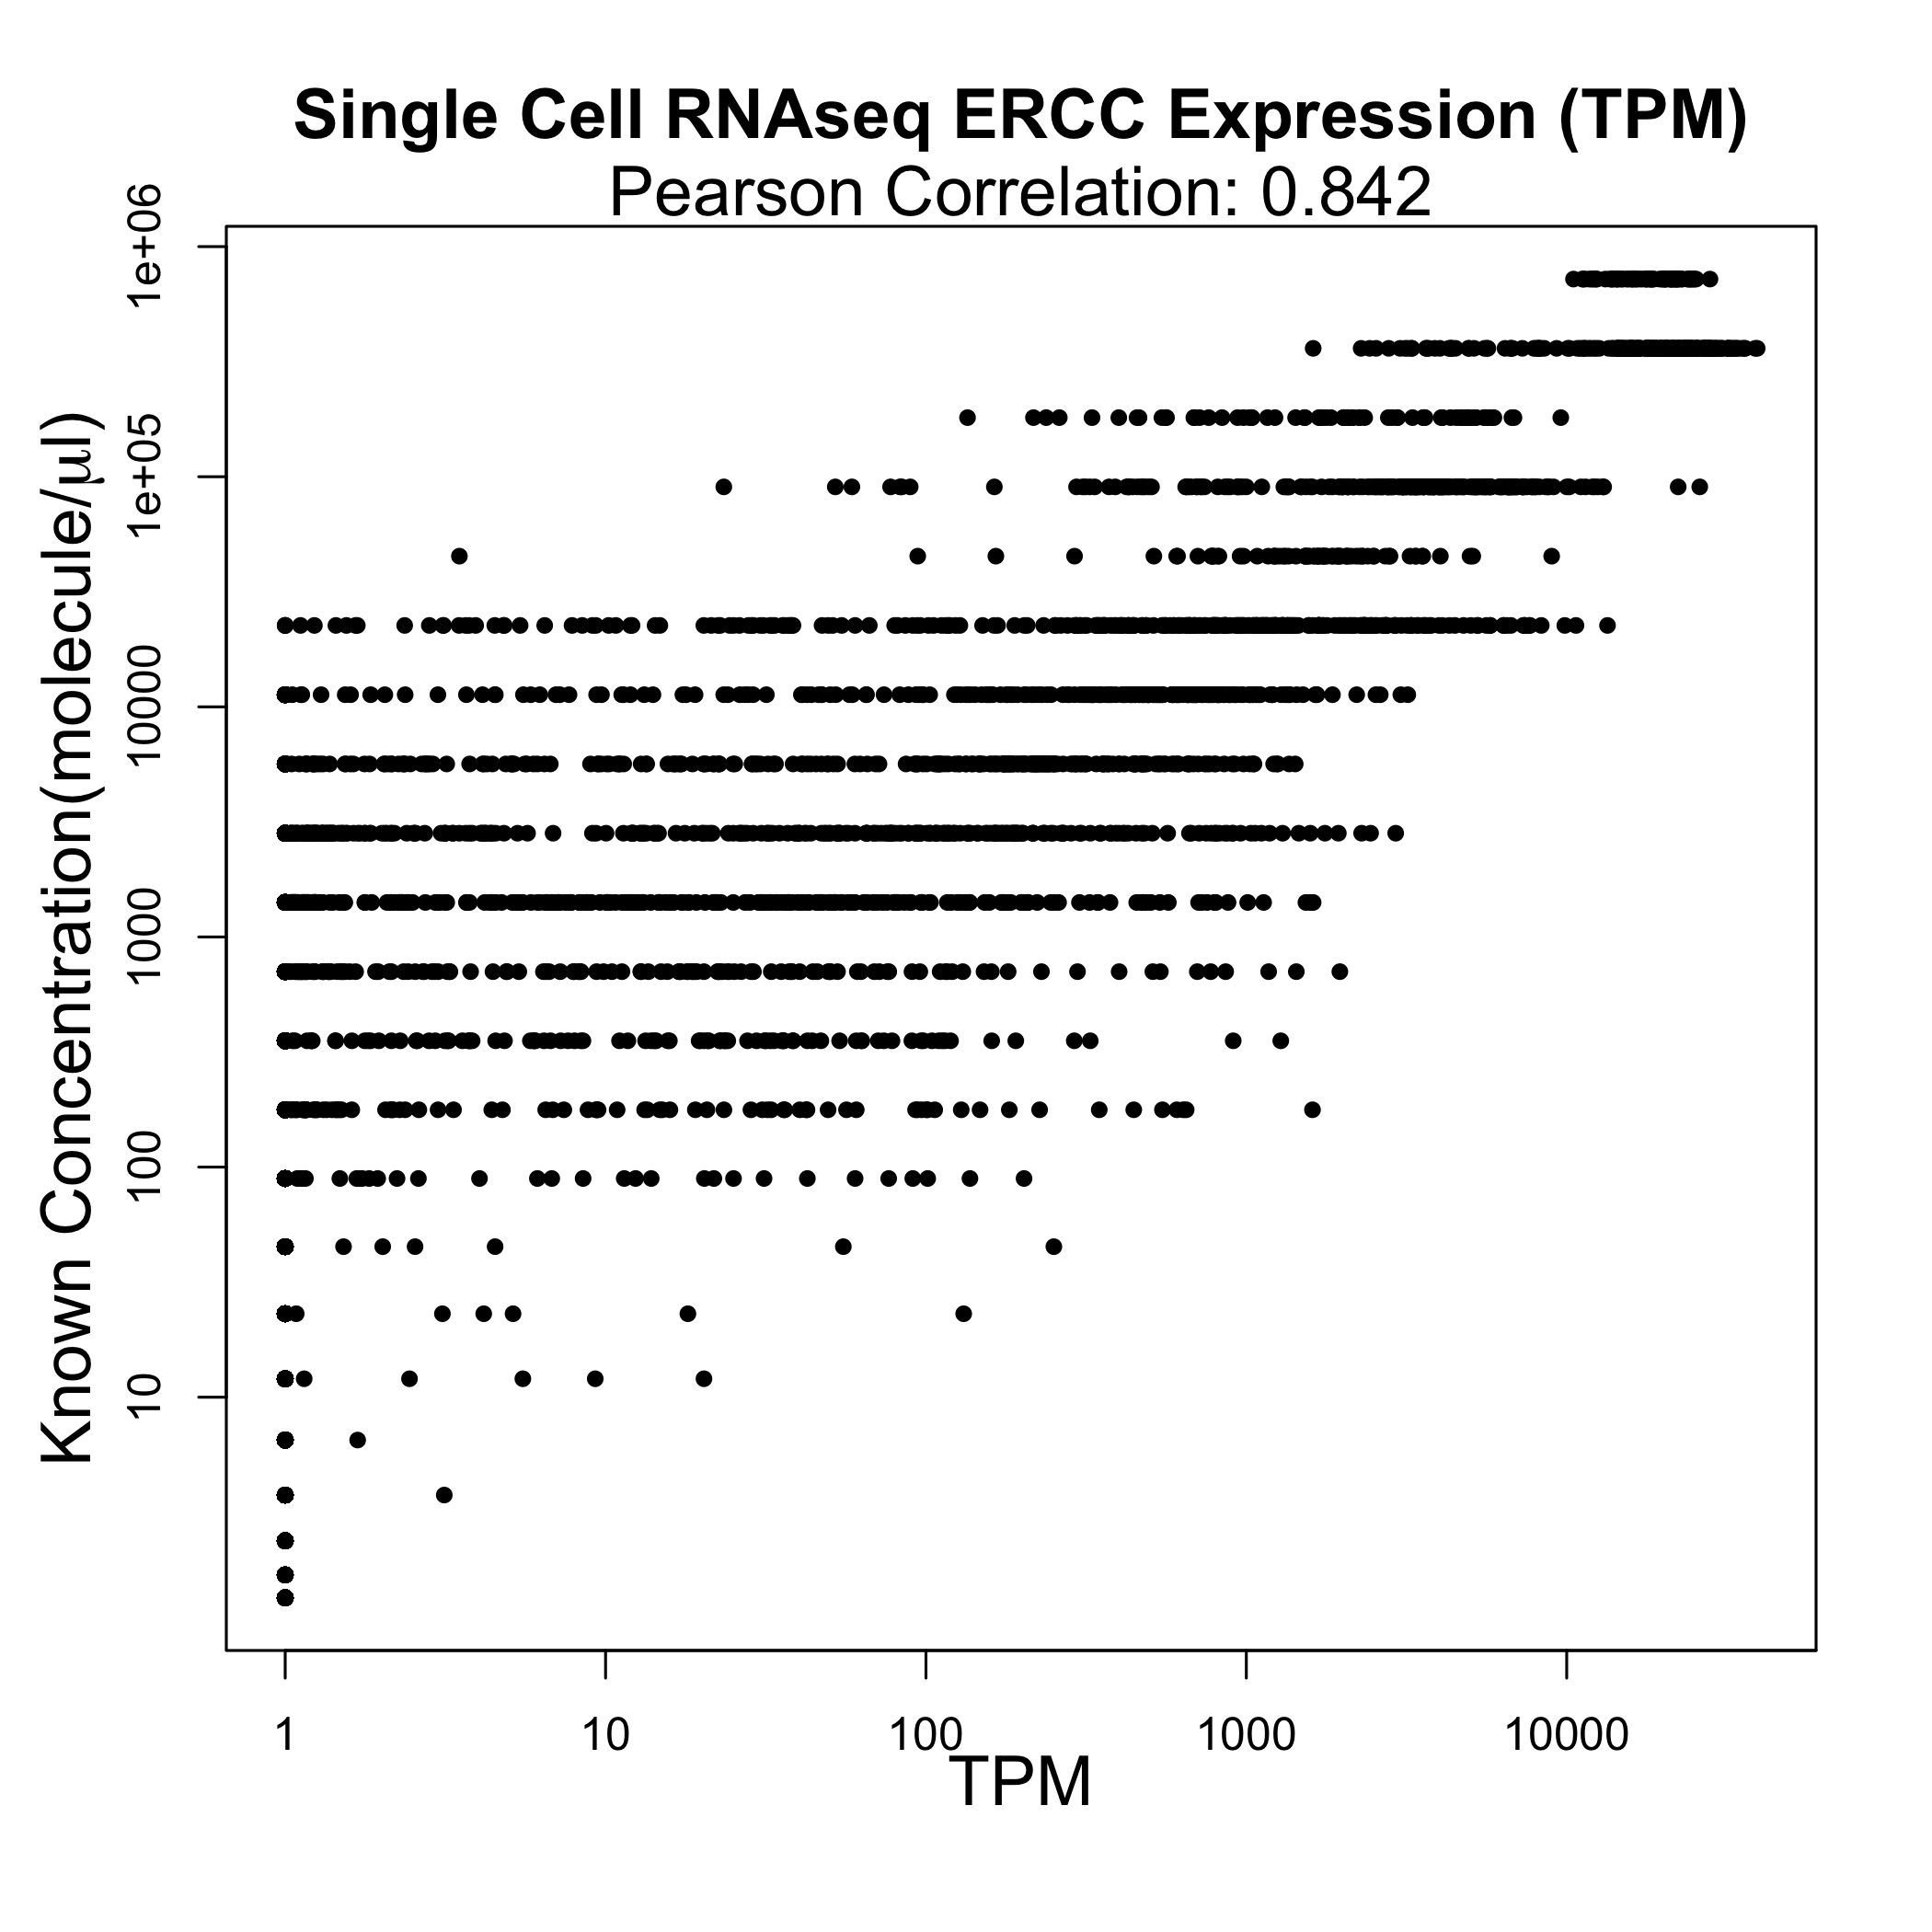

G

**Detection Limit**

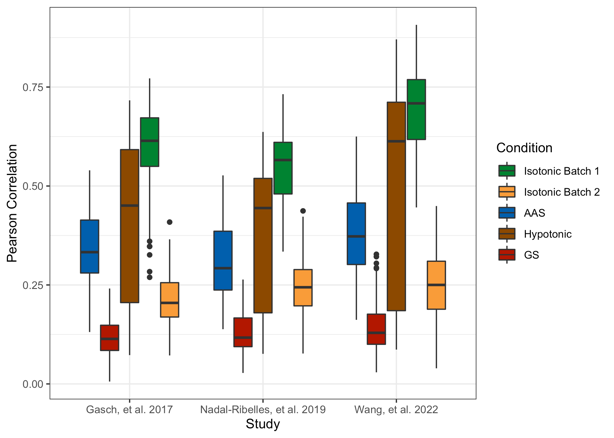

H

I

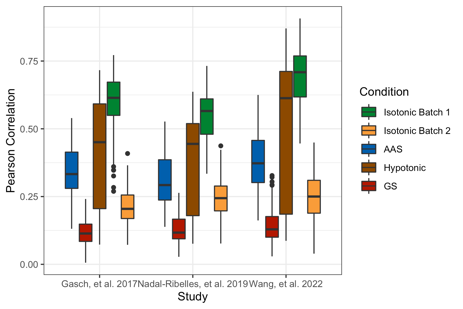

AAS

GS

Spearman Correlation Correlation

A

B

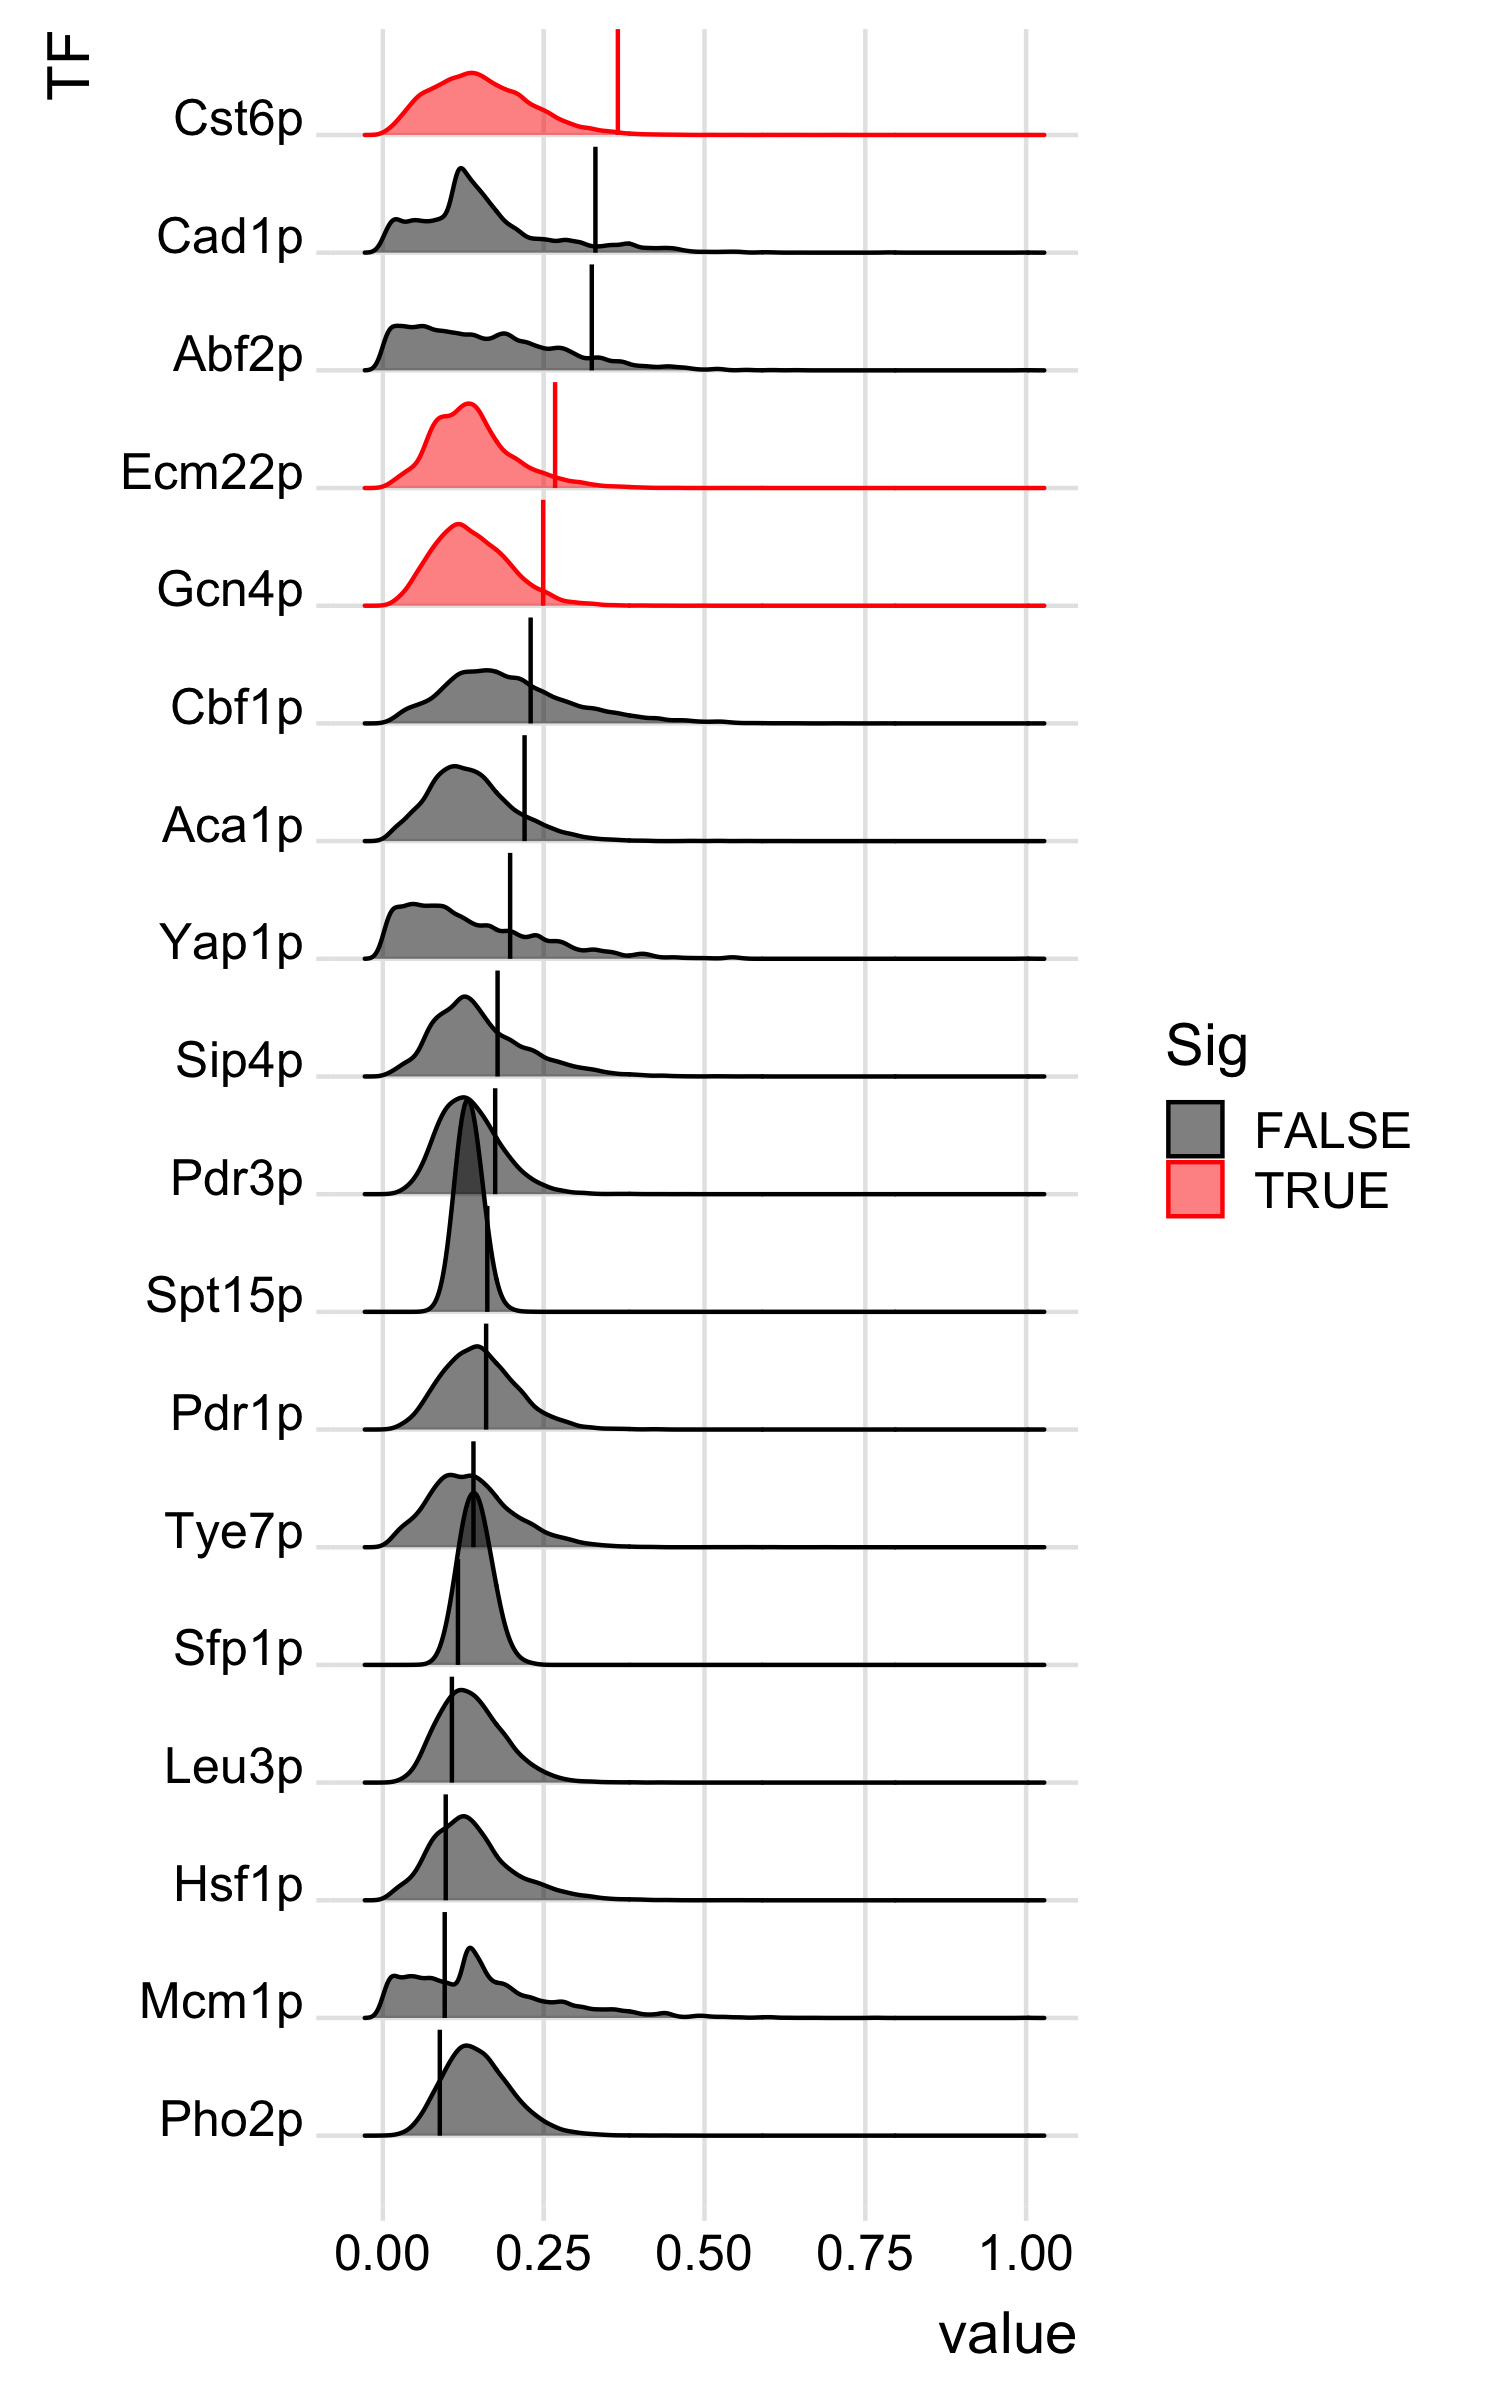

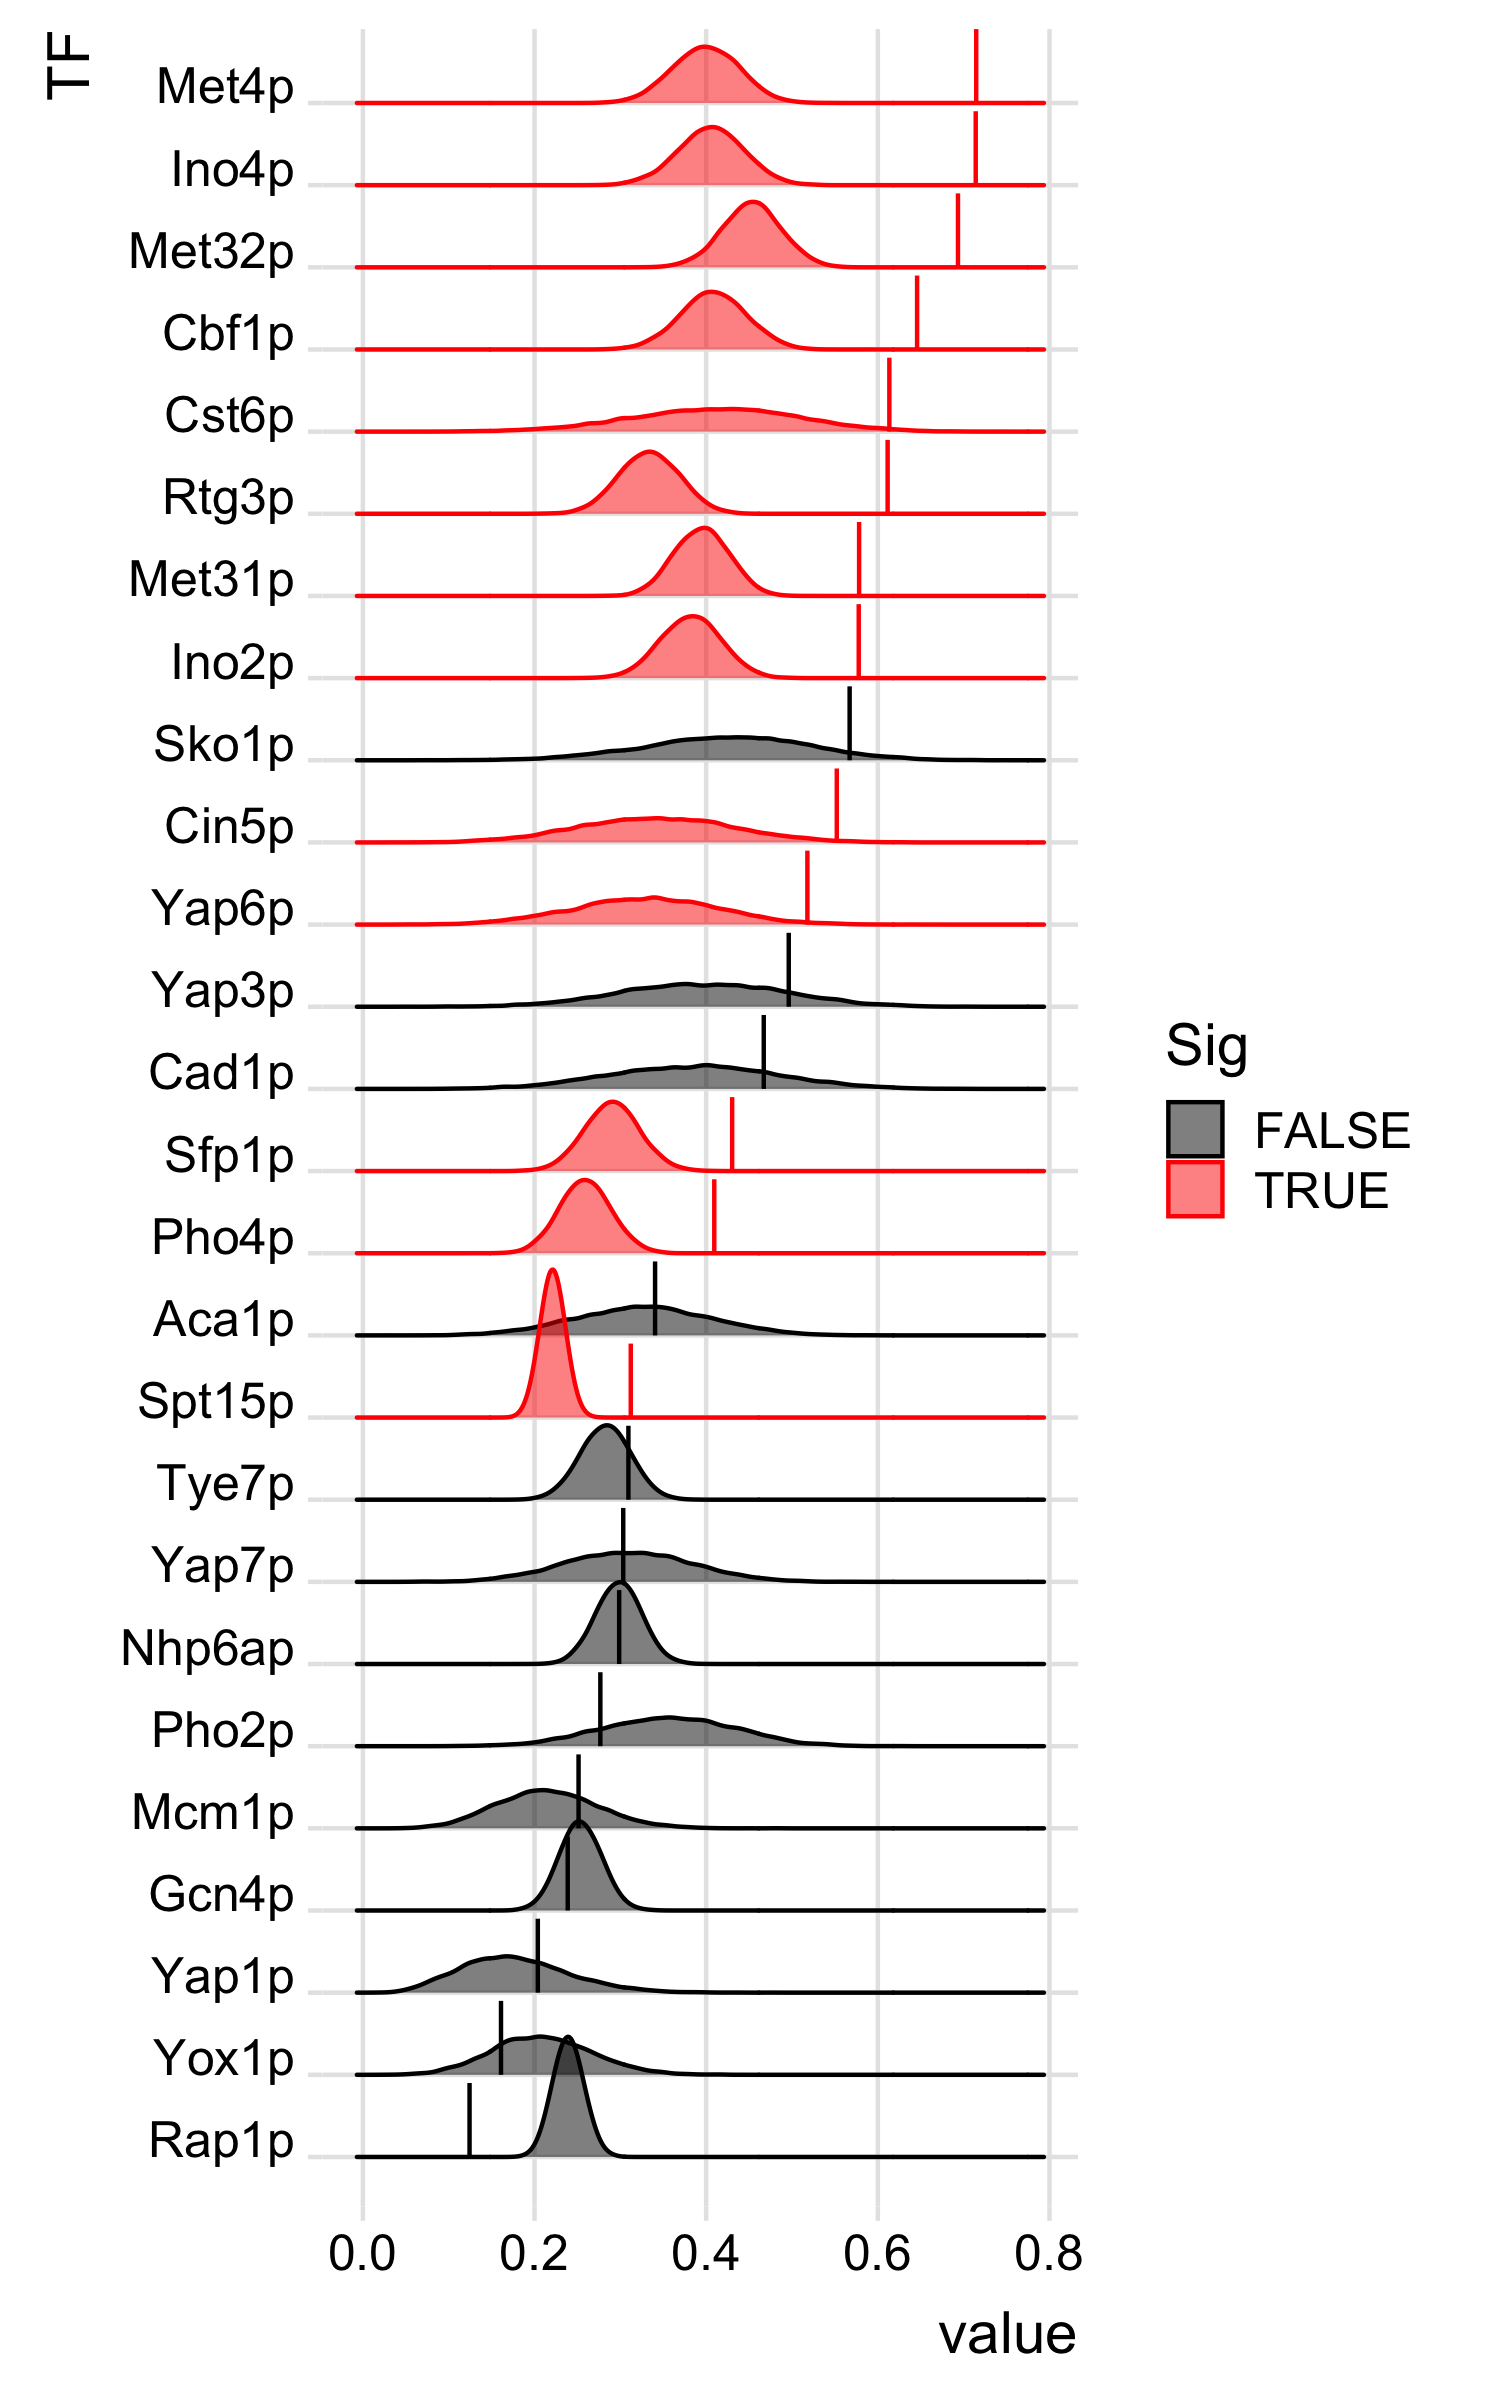

**Supplementary Fig S2. Spearman correlation significance test between predicted target DEGs and TFs. A**. AAS TF mean spearman correlation with predicted target DEGs vs random gene sets of the same size. **B.** GS TF mean spearman correlation with predicted target DEGs vs random gene sets of the same size. Each ridge-plot shows the distribution of the mean spearman correlation between each TF and randomly sampled gene sets. The vertical bar is the mean spearman correlation between each TF and its predicted DEG targets. The distribution and vertical bars are colored red if the mean spearman correlation between the TF and predicted DEG targets is significantly (alpha = 0.05) greater than expected.

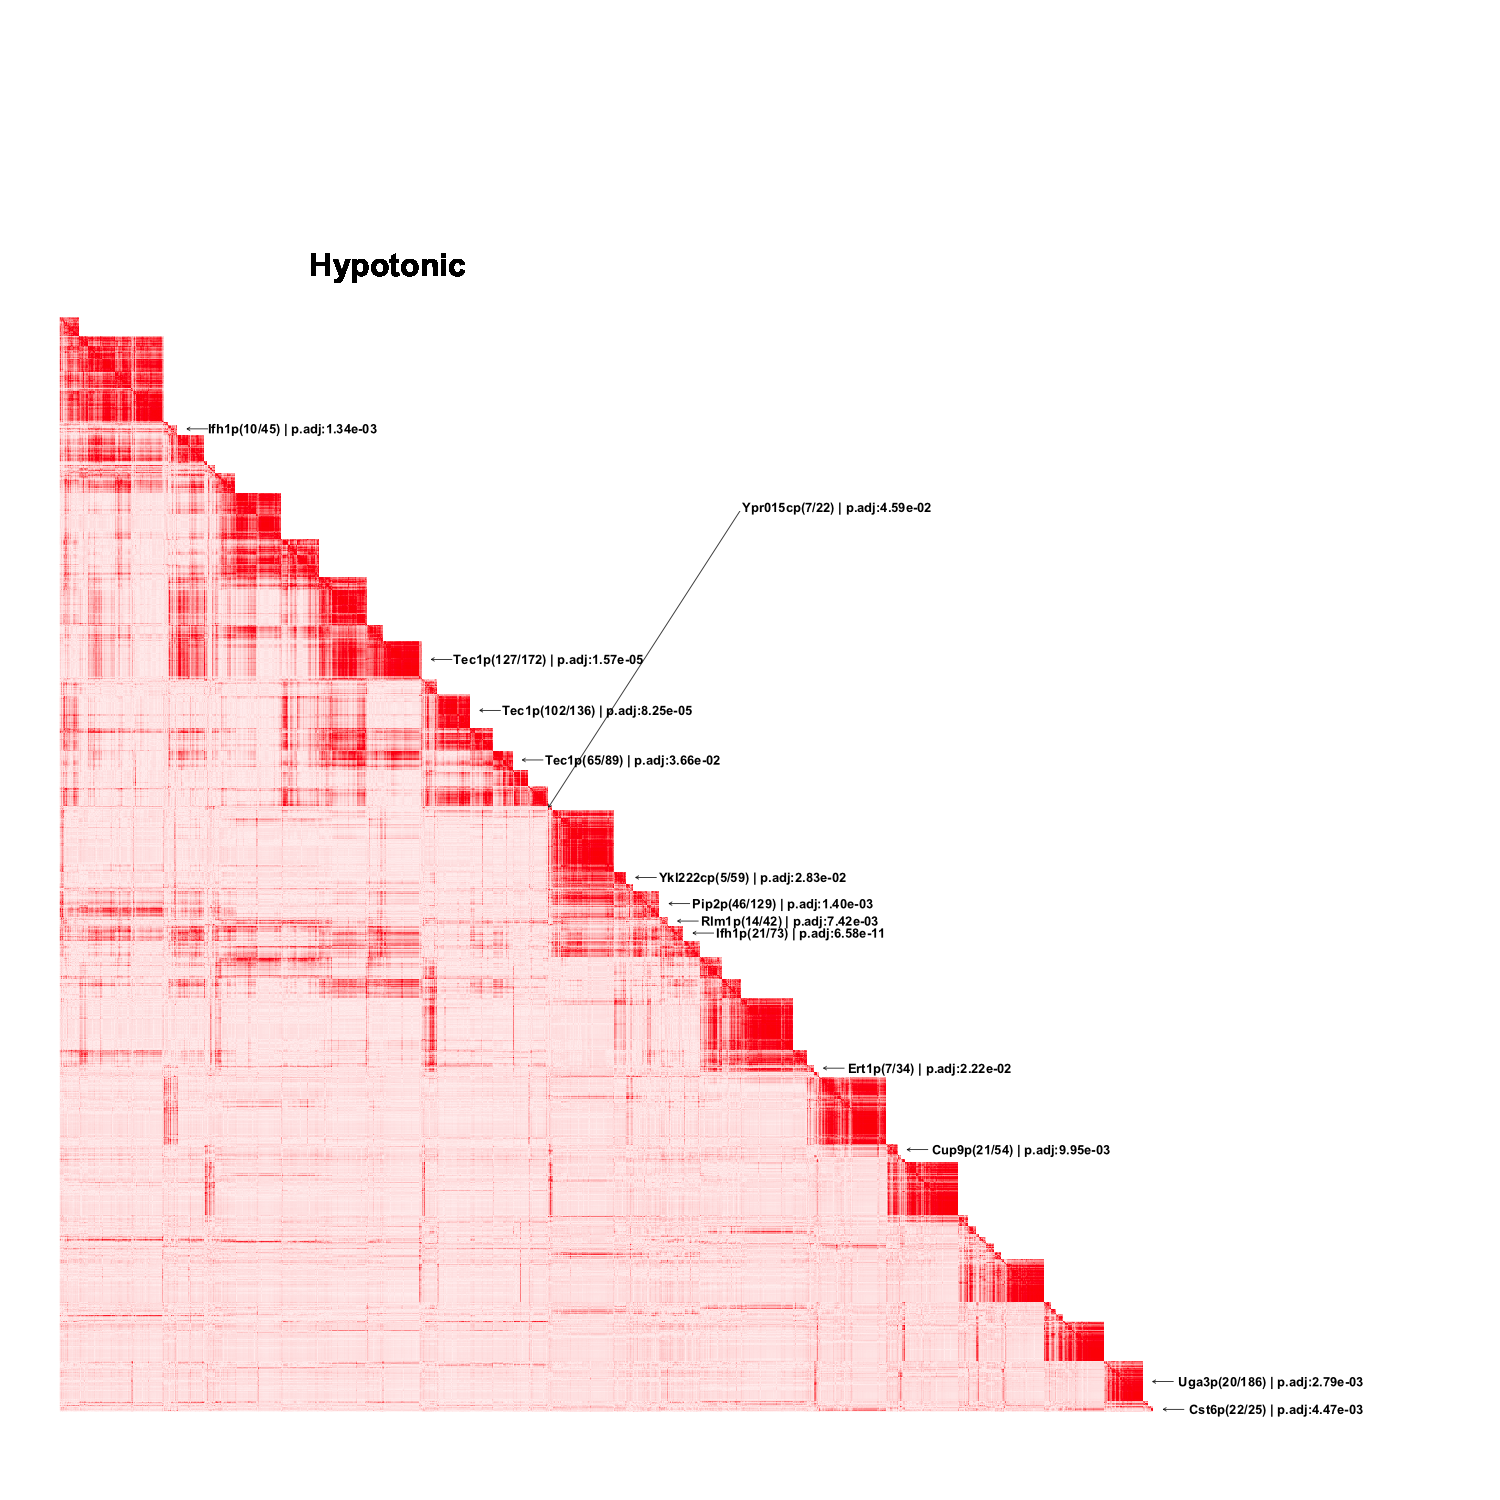

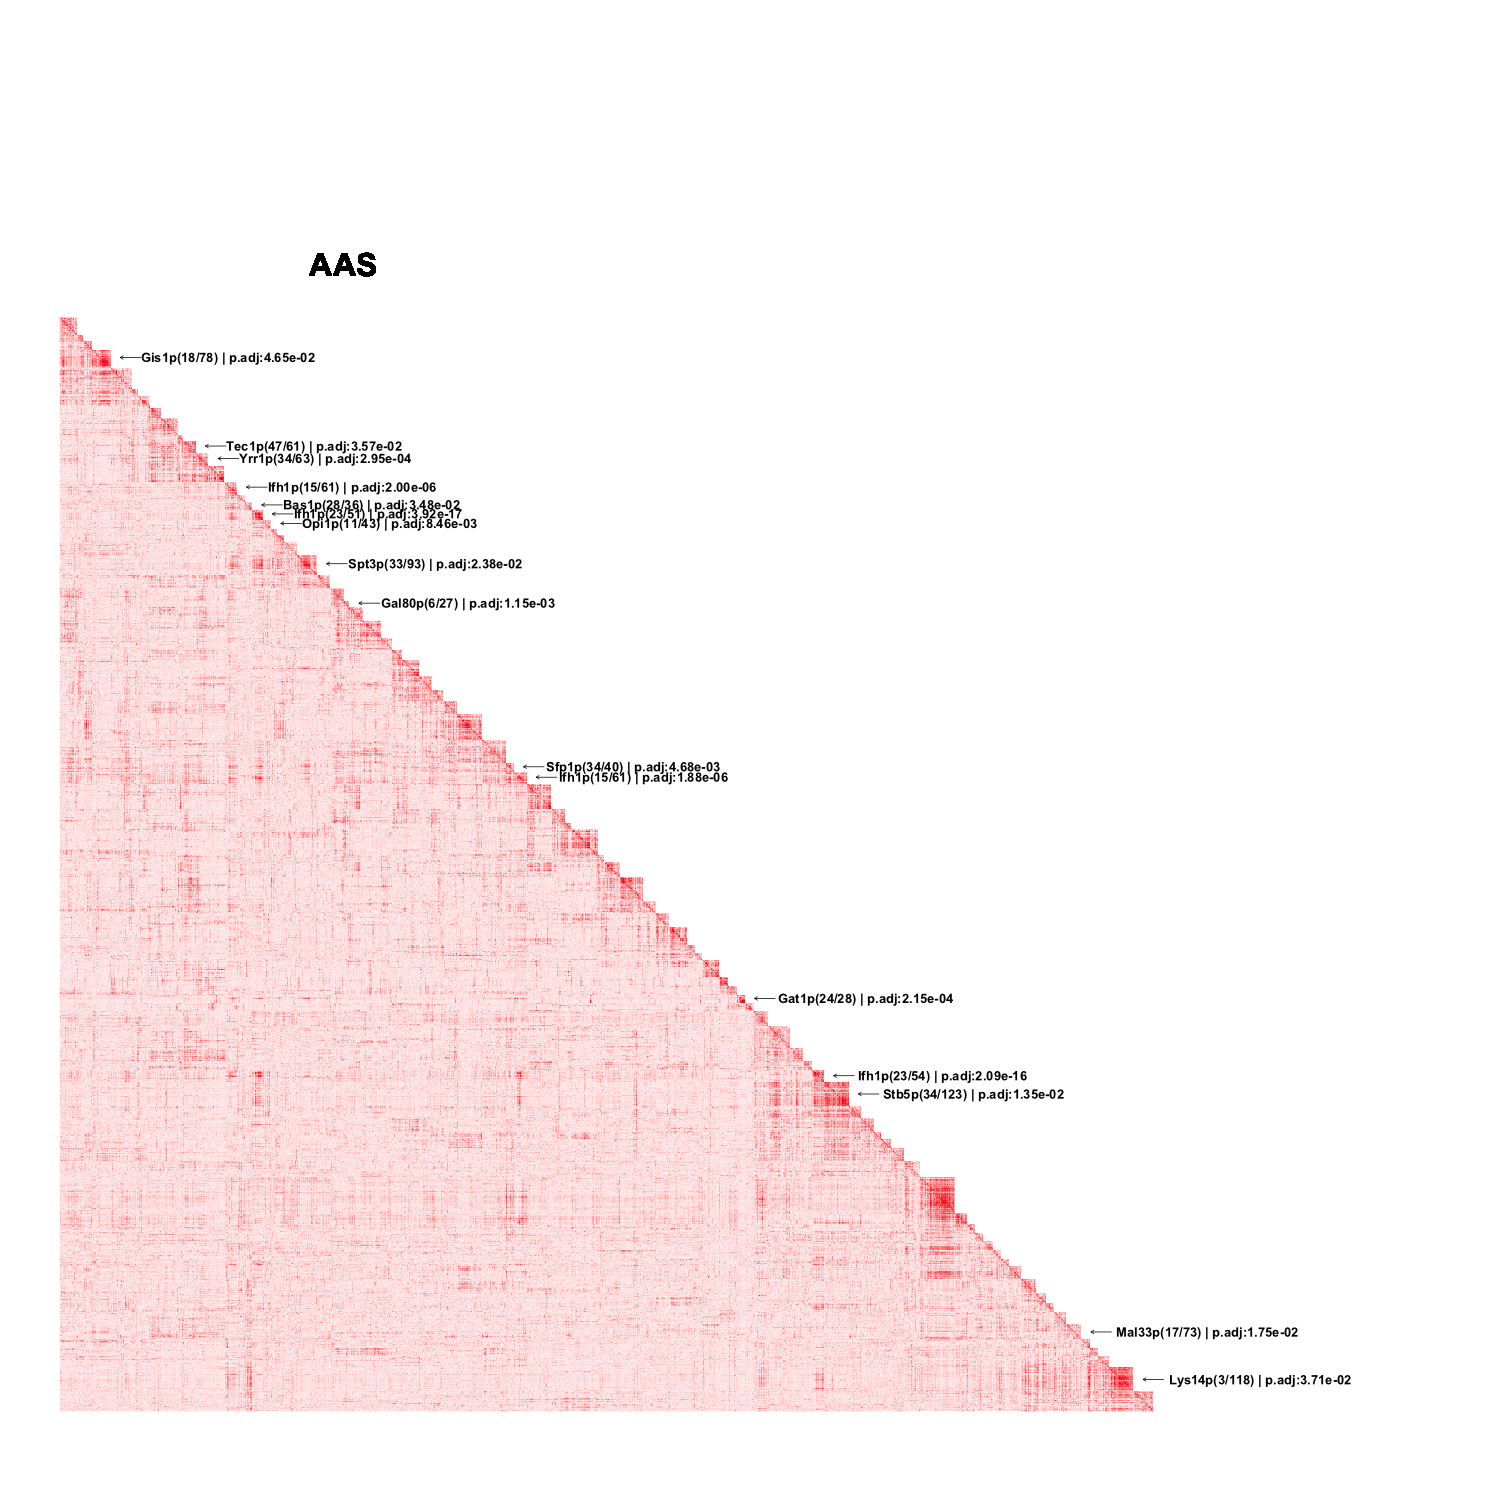

A

B

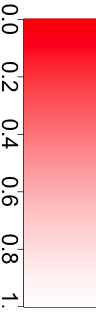

**PCC Distance**

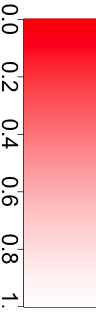

**PCC Distance**

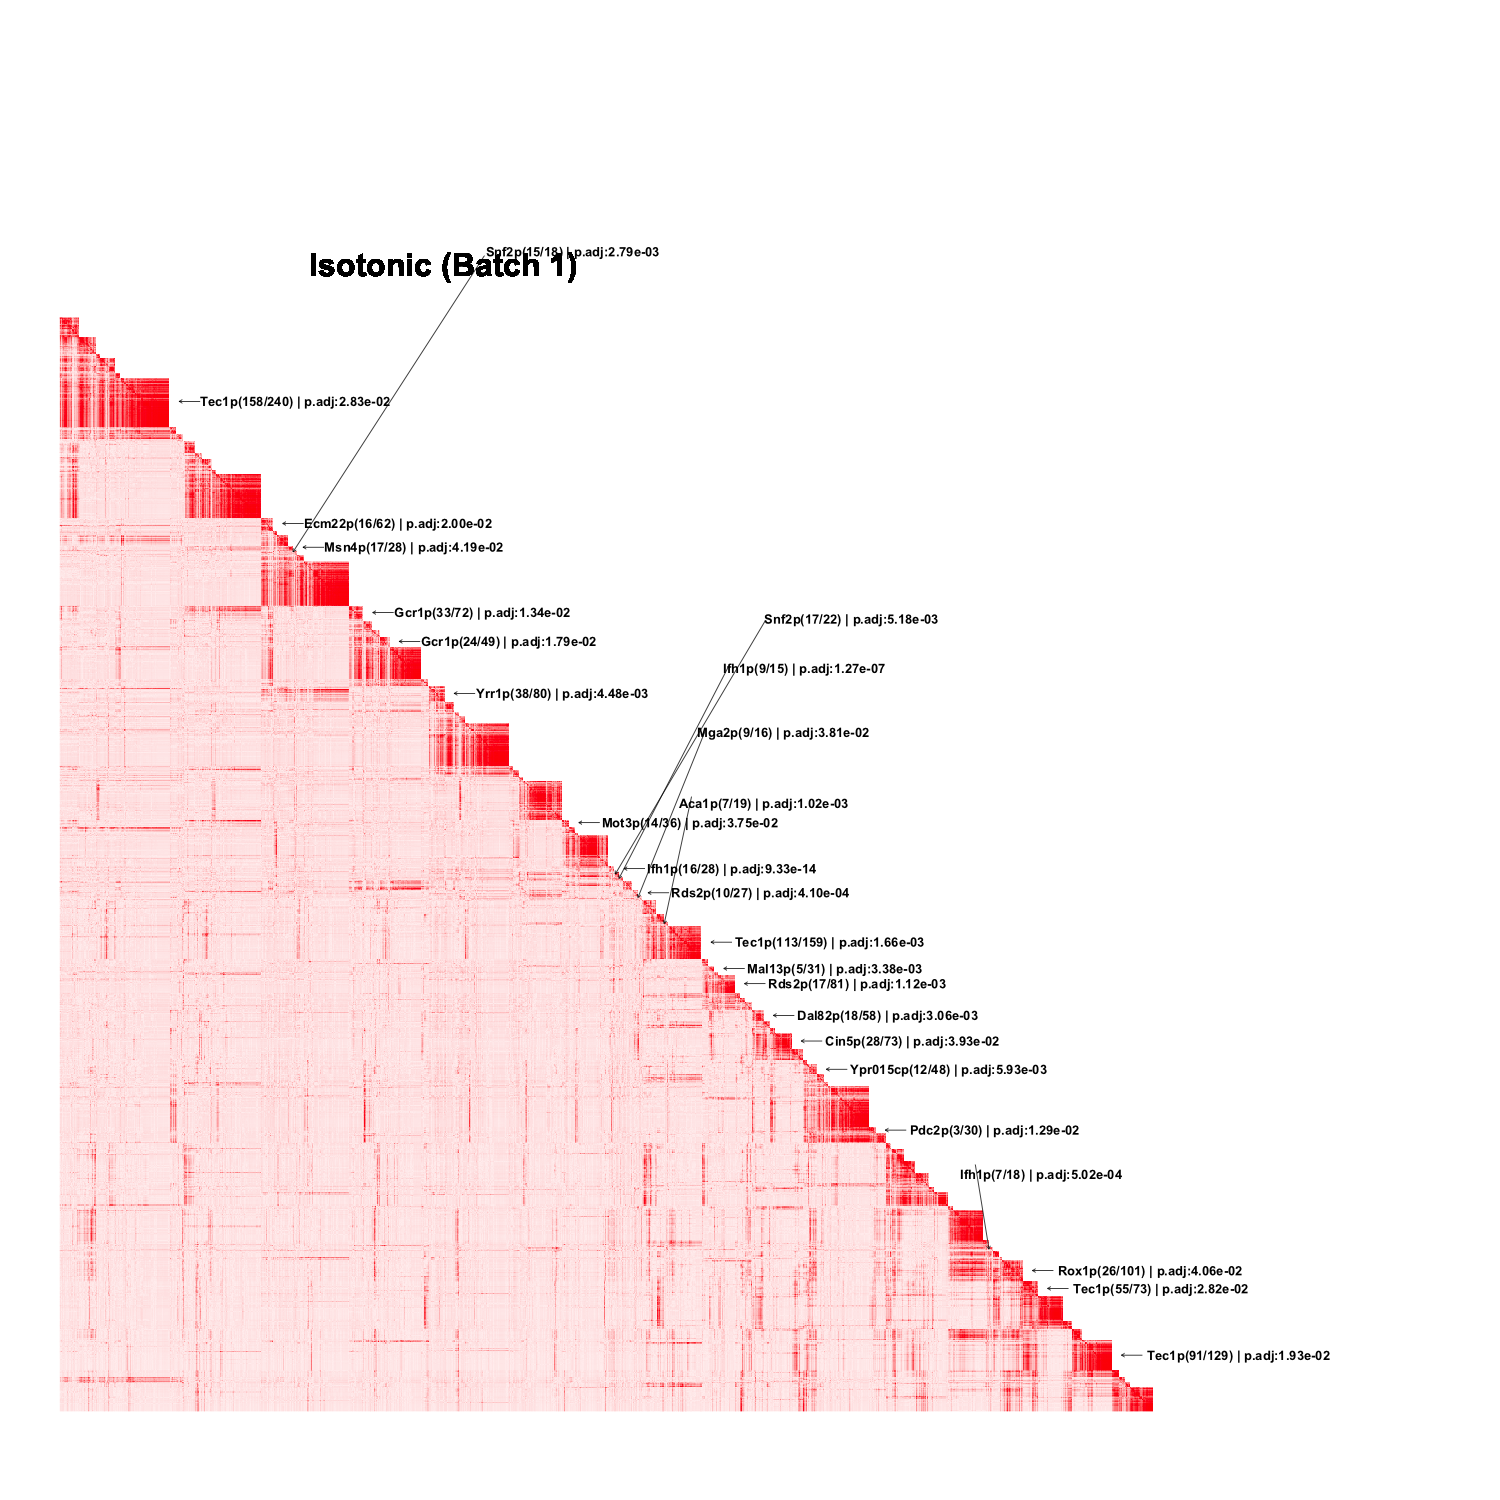

C

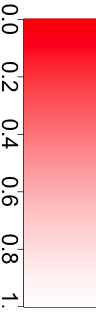

**PCC Distance**

**Supplementary Fig S3.** **Hierarchical clustering of genes under each condition and enrichment of transcription factors for each cluster.** A. AAS. B. Hypotonic. C. Isotonic (Batch 1). Name of the most enriched TF is shown next to cluster if its p.adjust < 0.05. Next to the TF name, the following is shown: (#Genes targets of TF found in cluster)/(#Genes in Yeastract Database found in cluster) | BH adjusted p-value.

**References:**

1. Svensson V, Natarajan KN, Ly LH, Miragaia RJ, Labalette C, Macaulay IC, et al. Power analysis of single-cell RNA-sequencing experiments. Nat Methods. 2017;14(4):381-7.

2. Gasch AP, Yu FB, Hose J, Escalante LE, Place M, Bacher R, et al. Single-cell RNA sequencing reveals intrinsic and extrinsic regulatory heterogeneity in yeast responding to stress. PLoS Biol. 2017;15(12):e2004050.

3. Nadal-Ribelles M, Islam S, Wei W, Latorre P, Nguyen M, de Nadal E, et al. Sensitive high-throughput single-cell RNA-seq reveals within-clonal transcript correlations in yeast populations. Nat Microbiol. 2019;4(4):683-92.

4. Wang J, Sang Y, Jin S, Wang X, Azad GK, McCormick MA, et al. Single-cell RNA-seq reveals early heterogeneity during aging in yeast. Aging Cell. 2022;21(11):e13712.

How the deposited data were processed for this re-analysis (not part of the article)

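Full-length mRNA of 117 single spheroplasts of strain S288C was sequenced in 2 batches. Batch 1 held 20 AAS, 19 isotonic and 12 hypotonic cells, and batch 2 held 47 GS and 19 isotonic cells. The paper gives an exposure of 0.5 to 2 h and the sample labels one of 0.5 to 5 h, and the exposure of each cell is not given in the sources used here. Cells were in YPD in log phase before Zymolyase treatment, and single cells were picked by pipette into tubes for reverse transcription, poly(A) tailing, PCR and Nextera XT library preparation.

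The values used are read counts per gene and cell. According to the authors, reads were aligned with STAR 2.5.2 to the R64 reference of SGD with soft clipping, and the counts were made with HTSeq at its default settings from uniquely aligned reads, with no further normalization. This was checked on the values: all are whole numbers, and in each of the 117 cells the reads on genes equal the unique reads of Table S1. Each file held 6420 gene entries and 92 ERCC entries, with 468204606 reads on genes in all. The sensitivity column of Table S1 equalled the number of genes with at least 1 read in 117 cells, and that with at least 5 reads in 0 cells. No 2 cells had identical counts, and the highest correlation of a pair was 0.910.

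Reads on ERCC and on entries that name no gene were left out, and counts were divided by the reads on genes to give CPM. The 84 cells the paper kept were used first, then all 117. The paper's text gives filters on 5 metrics and the kept cells were taken from its Table S3 and figures. For each comparison, a gene's log2 fold change is the log2 ratio of mean CPM, with equal weight per cell and a pseudocount of 1 CPM, among genes with at least 1 read in at least 20% of the cells compared, which left 5559 genes over the 84 cells. The pseudocounts 0.1 and 10 were tried, as were summed reads, summed reads scaled by TMM (edgeR 4.0.16) or by DESeq2 1.42.0 size factors, the difference of mean log2(CPM + 1), leaving out the highest cell of each group for each gene, no detection filter, the number of detected genes as a covariate, cells thinned to 100000 reads, the isotonic cells of each name prefix, GS cells named Y2, hypotonic cells named F, AAS cells with or without X in the name and the left-out GS cells with at least 10000 reads. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3, were used.

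Each group counted as 1 sample, because no separate cultures are named, and no p-value, standard error or count of significant genes was made from cells. Beside the log2 fold change, the standard deviation over cells, the share of cells with a read with its exact Clopper-Pearson 95% interval, the summed reads with an exact Poisson interval and the share of cell pairs in which the treated cell was higher were computed. A gene with 0 reads in a group was given a lower limit of its fold from 3 summed reads over that group. It is a limit for summed reads and not for the ratio of mean CPM. Gene lists were written from known functions before the data were examined, as were the comparisons, the main settings and the 58 alternatives, and 6 alternatives were added after the data had been seen. For each list, the median log2 fold change was set beside 10000 random lists of the same size, matched on mean CPM in 20 bins. Its percentile describes these libraries and is not a p-value. Co-variation within a list was set beside 2000 random lists. Exact matches to the consensus of the paper's motifs were searched on both strands within 500 bp, which is narrower than the 1000 bp at most that the paper used, and within 1000 bp, upstream of the start codon in the R64 sequence.

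Named genes are, per comparison, the 10 highest and the 10 lowest log2 fold changes that stay at least 2-fold on the same side without the highest cell of each group, the genes the paper's results name, and up to 4 members per list. The values of Tables S4 and S5 had been seen when this rule was written. Genes named in the closing text because their sign differs from the paper's were chosen after their values were seen.

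The measures were tested on simulated libraries with known changes. Of genes planted 8-fold higher, 100% had a log2 fold change of the right sign in simulated AAS and in simulated GS libraries, and of genes planted 8-fold lower in simulated GS libraries 93.9% did. Smaller changes were found less often in simulated GS libraries, with the right sign for 66.7% of genes planted 2-fold higher, 76.5% of those 2-fold lower and 82.4% of those 4-fold lower. With no gene changed, 3796 genes passed the detection filter in simulated GS libraries, against 2106 in the data. The rates for simulated GS libraries thus come from libraries less sparse than the data and may not hold there. Genes with a read per cell had a median of 4962.5 in AAS and 1065 in GS cells, so precision differed between batches. Bulk libraries, ERCC accuracy, the complexity, gap and evenness metrics, UMAP, correlations with earlier studies and pathway enrichment were not analysed here. The copy of Table S8 used here is incomplete, so its targets were not tested, and fixed gene lists served in their place. Strand settings beyond the HTSeq defaults are not given in the sources used here.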

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

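The tests of explanations in this part were all chosen after the results were seen. No group has between 4 and 10 samples, so no sample was tested as standing far from its group. Each value listed here was marked because it is a signal above every isotonic cell that the paper kept.

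In left-out AAS cells *SUL1* stood at 2142 CPM (D95X) and 4158 CPM (D96X), against at most 87.9 CPM in a kept isotonic cell. In hypotonic cells the highest value of *SUL1* was 2621 CPM. In AAS cells, *RAD59* averaged 322 CPM against at most 7.67 CPM in an isotonic cell, *MHT1* 462 against 32.5, and *HMS1* 540.1 against 26.6. In GS cells, *RGI2* averaged 1245 CPM against at most 0.882 CPM, and *FMP16* 1624 against 1.76. In 6 left-out GS cells named Y2 with at least 10000 reads, a median of 0.775% of reads fell on genes of gluconeogenesis and the TCA cycle, against at most 0.723% in an isotonic cell.

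The isotonic cell G36, which is not in Table S3 and counts as left out here although Fig. 4I draws it, carried genes of the AAS response, with *SUL1* at 345 CPM and *STL1* at 1733 CPM, against at most 64.8 CPM of *STL1* in a kept isotonic cell. At the share of AAS reads that *SUL1* allows, a mix with any of the 20 AAS libraries would leave 4 genes lower than in G36, *RAD59*, YKL068W-A, *MHT1* and *STL1*. The genes tried were the 6 of 10 for which G36 lay above every kept isotonic cell, so their height was part of the choice. Other donors were not tried, and mixing is thus not excluded. An AAS cell under an isotonic label stays open, as 15 of the 20 genes named for AAS lay within the range of the kept AAS cells and 14 within that of the kept isotonic cells, and across genes G36 correlated at 0.670 with the AAS mean and at 0.623 with the isotonic mean. Its 14.1% of spike-in reads lay above the AAS libraries (at most 9.52%) and the other isotonic ones (at most 0.00230%), its 5.06% of ribosomal protein reads above the kept AAS cells (at most 3.40%) but near the left-out ones (4.54% and 5.01%), and its *SUL1* and *HMS1* (20.2 CPM) below the lowest AAS cell (1135 and 31.8 CPM). No biological explanation was tested.

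Across genes, 3 of the left-out GS cells Y501 to Y506 were closer to the GS mean and 3 to the isotonic mean. These cells lacked some genes of the GS response, with *JEN1* read in 0 of 6 cells against 19 of 21 kept ones, although *ICL1* stood at 2323 CPM in Y501. That value argues against an isotonic cell under a GS label for Y501, since 0 of 17 isotonic cells had a read of it. For Y502 to Y506 this stays open. Of these 5 cells, 0 had a read of *ICL1*, while 13 of the 21 kept GS cells lay above 100 CPM and 8 at or below it. Few captured mRNA molecules may account for the lack, as the 6 cells had a median of 417 genes at 100000 reads against 886 in kept GS cells. A biological difference between GS cells was not tested.

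Hypotonic cells shared lower ribosomal protein genes and higher *SUL1* with AAS cells. Reads of AAS libraries mixed into hypotonic ones would leave 7.49% of reads on ribosomal protein genes when the mix is set by *SUL1*, and the cells had 4.13% ± 1.32 (SD). That prediction starts from the isotonic mean, and kept isotonic cells ran down to 4.10%, so these values cannot decide on mixing. Chance values of the isotonic cells that both comparisons use stay open for ribosomal protein genes. The median log2 fold change of these genes was −1.10 against the isotonic cells named E or G and −1.75 against those named A. It was at least 2-fold lower with either part, but not by more than the bar set, the SD over hypotonic cells of 1.60. For *SUL1* chance values stay open too by that bar, an SD of 4.51. These SDs measure the spread among hypotonic cells and not among isotonic ones, so they cannot decide on chance values. *SUL1* stood at 4.86 against the cells named A and 6.64 against those named E or G, so it was higher with either part. It lay above every kept isotonic cell in 7 of 12 hypotonic cells. The hypotonic condition itself remains an open and untested explanation.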

How the results depend on the processing

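The settings added after the data were seen are the left-out GS cells with at least 10000 reads, hypotonic cells named F, AAS cells with or without X in the name, and the fixed lists used as targets with their isotonic cells. Of 89 results on gene lists, 45 kept their sign under every setting run (19 of 31 under AAS, 16 of 27 under GS, 10 of 31 in hypotonic cells). Reversed is used for a change of sign only where the first value was at least 2-fold, for a gene, or outside the central 95% of random lists, and by that rule 85 were never reversed, with 1198 of 1281 values the same, 70 moved and 13 reversed. Of 178 results on single genes, 158 kept their sign and 164 were never reversed, with 1958 of 2350 values the same, 370 moved and 22 reversed. Genes named by the rule were chosen to keep their side without the highest cell of each group. That is among these settings, so this part was fixed in advance. Of 58 others, most are counts or percents, which cannot change sign. Of their 220 values, 166 were the same, 52 moved and 2 reversed. The cause of the moves and reversals listed here was not tested. The targets of Table S8 gave no value, as the copy used is incomplete, and a factor read in fewer than 20% of the cells of a setting gave none there. No paired analysis was possible because the groups share no replicate numbers. Depth limits the genes seen in a cell: reads beyond 1000000 added a median of 20.8% of genes in isotonic cells of batch 1, 10.6% in hypotonic, 4.86% in AAS and 7.25% in the 23 of 47 GS cells that had them, and 1 of 19 isotonic cells of batch 2 had them. At 100000 reads, the 30 GS cells with as many had a median of 801 genes and AAS cells 4225, so depth alone did not make this difference.

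Under AAS, the sulfate assimilation median (3.15) was 2.34 with TMM, 2.25 with DESeq2 (each on summed reads), 5.25 as a difference of mean log2(CPM + 1), 3.78 without the highest cell per gene and 3.86 against isotonic cells named E or G. Sulfur uptake (4.39) was 6.13 as that difference. Genes at least 2-fold higher (2514) were 1624 with TMM, 1531 with DESeq2 and 4170 as the difference, and those lower (803) were 1497, 1572 and 402. The aromatic median turned to 0.15 as the difference. Beta-oxidation (−0.20) turned to 0.36 with summed reads, 1.89 as the difference, 1.04 without the highest cell per gene, 1.15 with detected genes as covariate, 0.14 thinned, and 1.26 and 0.92 against isotonic cells named A and E or G. Oxidative phosphorylation (−0.25) turned to 1.23 as the difference, 0.11 without the highest cell, 0.54 with the covariate and 0.058 against E or G. *JEN1* turned to −1.09 in AAS cells with X, and *RAP1* to −0.70 with TMM and −0.78 with DESeq2.

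Under GS, beta-oxidation (8.27) was 2.70 as the difference, 11.20 and 5.17 with pseudocounts 0.1 and 10, 3.10 with the covariate, 2.86 in Y2 cells and 3.87 in left-out cells with at least 10000 reads. Ribosomal proteins (−0.82) were −2.54 with the covariate and −2.25 in Y2 cells. Gluconeogenesis and TCA cycle (4.06) was 6.82 without the highest cell, 0.48 in Y2 cells and 0.93 in left-out cells. Genes at least 2-fold higher (929) were 2279 with no detection filter and 520 with the covariate, and those lower (551) were 1493 with no filter and 882 in Y2 cells. In left-out cells *SIT1* turned to 0.033, *NUP49* to 0.18, *ARO8* to 1.55, *HXK2* to 2.22, *ATP7* to −0.56, *RPS0B* to 0.44, *COX8* to −0.17, *RPL18B* to −2.89 and *RPS9A* to 0.0091. Over all mapped cells *ARO8* turned to 0.13 and *HXK2* to 0.91. In Y2 cells *HXK2* turned to 0.70, *SFC1* to −0.13, *COX8* to −0.38, *ITT1* to −0.25 and *RPL18B* to −2.45. The isotonic cells set against Y2 cells were not only the kept ones, since *SFC1* and *ITT1* had no read in those. *RPL18B* was −0.49 as the difference and −1.30 with the covariate.

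In hypotonic cells, genes at least 2-fold lower (1687) were 668 with the covariate, those higher (1186) were 2205 against isotonic cells named E or G, and against those cells the stress median turned to 0.11 and *RRN9* to 0.50. AAS and isotonic cells on their majority side (30) were 19 with average linkage. For GS over all mapped cells, pairs ordered on the first component (99.7%) were 63.7% and cells on the majority side (38) were 43. *RAP1* with ribosomal protein genes turned to −0.047 in AAS cells without X, and *SFP1* to 0.054 in isotonic cells. With 1000 bp upstream, the share of higher genes of Table S4 with KCACGTGA (7.72%) was 11.4% and with AAAATTTT (7.35%) 15.4%, of lower genes with TTACGTAA 4.38%, and of lower genes of Table S5 with MACCCAKACAT (9.43%) 11.3% and RAAAATTTT (24.5%) 30.2%. Median genes at 10000 instead of 100000 reads were 2680.2 instead of 4225 for AAS and 513.5 instead of 1011 for isotonic cells of batch 2.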

Differences from the paper's values

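The genes whose sign differs were picked out after their values were seen, while the alternatives named here, 12 for AAS and 11 for GS, were set before the data were examined. The paper's Log2FC come from MAST, whose test took cells as replicates, and the paper's error used here is the distance from its estimate to the bound of its interval. On the paper's side, the first principal component of GS cells carried about 6.4% of the variance in Fig. 4, read by eye. The value here is 10.4%, more than 1.5 times that, as it was over all mapped cells (12.3%) and when thinned to 100000 reads. With genes scaled it was 9.21%, less than 1.5 times the paper's value. The paper's component comes from log-scaled TPM over a larger set of genes, and the one here from log-scaled CPM over 2106 genes. These measures are unlike, so the distance between them cannot be read as a disagreement with the paper.

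Among log2 fold changes under AAS, these lay outside the larger of the error of the paper and the SD over cells, or had the other sign; within it means neither. The paper gives 2.25 for YCR090C and the value here is −0.86, within it under the difference of mean log2(CPM + 1) and detected genes as a covariate and not under the rest. For *SSS1* the paper has 1.44, against −0.20 here, within it under the difference of mean log2(CPM + 1) and detected genes as a covariate and not under the rest. *EMI1* stands at 2.80 in the paper and at −0.42 here, within it under the difference of mean log2(CPM + 1), leaving out the highest cell per gene, detected genes as a covariate and isotonic cells named E or G and not under the rest. The paper gives 1.60 for *GIM4* and the value here is −0.15, within it under the difference of mean log2(CPM + 1), leaving out the highest cell per gene, detected genes as a covariate and isotonic cells named E or G and not under the rest. For *AGP3* the paper has 0.36, against 6.03 here, outside it under each of those alternatives. *DED81* stands at 0.71 in the paper and at −2.10 here, outside it under each of those alternatives. The paper gives 5.82 for *KIC1* and the value here is −0.65, within it under summed reads, the difference of mean log2(CPM + 1), leaving out the highest cell per gene, detected genes as a covariate and isotonic cells named A and not under the rest. For *TPK3* the paper has 2.44, against −0.69 here, within it under the difference of mean log2(CPM + 1) and detected genes as a covariate and not under the rest. *MHT1* stands at 0.90 in the paper and at 6.99 here, within it under all mapped cells and not under the rest. The paper gives −7.11 for *RPL16B* and the value here is −3.99, within it under TMM, DESeq2 size factors, the difference of mean log2(CPM + 1), leaving out the highest cell per gene, detected genes as a covariate and isotonic cells named A and not under the rest. For *DUG3* the paper has 0.32, against 5.78 here, outside it under each of those alternatives. *GRE1* stands at 9.61 in the paper and at 4.74 here, within it under the difference of mean log2(CPM + 1), leaving out the highest cell per gene, detected genes as a covariate and isotonic cells named E or G and not under the rest. The paper gives 4.805 for *CHP1* and the value here is −0.68, within it under the difference of mean log2(CPM + 1) and not under the rest. For *HOS1* the paper has 2.51, against −0.014 here, within it under summed reads, TMM, DESeq2 size factors, the difference of mean log2(CPM + 1), leaving out the highest cell per gene, detected genes as a covariate, thinning to 100000 reads and isotonic cells named E or G and not under the rest.

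The same was seen under GS. *RPS16B* stands at −0.30 in the paper and at 0.31 here, within it under all mapped cells, summed reads, TMM, DESeq2 size factors, the difference of mean log2(CPM + 1), leaving out the highest cell per gene, thinning to 100000 reads and GS cells named Y2 and not under the rest. The paper gives −0.43 for *HXK2* and the value here is −4.62, outside it under each of those alternatives. For *TEF4* the paper has −1.41, against −5.80 here, within it under all mapped cells, the difference of mean log2(CPM + 1) and GS cells named Y2 and not under the rest. *JEN1* stands at 1.77 in the paper and at 10.26 here, within it under the difference of mean log2(CPM + 1), pseudocount 10 and detected genes as a covariate and not under the rest. The paper gives −0.29 for *GAP1* and the value here is 1.09, within it under the difference of mean log2(CPM + 1) and detected genes as a covariate and not under the rest. For *MLS1* the paper has 1.31, against 9.63 here, within it under the difference of mean log2(CPM + 1), detected genes as a covariate and GS cells named Y2 and not under the rest. *VMA4* stands at −1.02 in the paper and at 1.01 here, within it under the difference of mean log2(CPM + 1) and detected genes as a covariate and not under the rest.

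Of the 409 genes of Table S4, 344 lay within the larger error and 65 did not, 56 of these with the paper's sign. Of the 80 genes of Table S5, 64 lay within it and 16 did not, 13 of these with the paper's sign. As a difference of mean log2(CPM + 1), 64 and 9 genes lay outside. The median distance from the paper's estimate to its bound was 4.54 for AAS and 3.79 for GS. The sign matched the paper's for 400 of 409 and 77 of 80 genes.

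The paper infers that Sfp1p is mainly associated with higher genes under AAS. Of Table S4, 7.35% of higher and 25.5% of lower genes carry AAAATTTT within 500 bp, and 15.4% and 29.9% within 1000 bp, the most the paper used. The paper gives *HOM2*, *HXK2* and *ARO8* as lower under GS. *HOM2* stood at −0.01 and was lower under 9 of the 11 alternatives, at −0.84 without the highest cell per gene and −4.11 with the covariate, while summed reads gave 0.092 and, with TMM, 0.028. *HXK2* and *ARO8* were lower in the kept cells, and over all mapped cells stood at 0.91 and 0.13. The paper gives *HAP1*, *CDC55*, *HFD1* and *LYS20* as carrying a Spt15p site, and TATATATAYA has no exact match within 1000 bp of them, though sites of a motif need not match its consensus exactly. The paper finds *GCN4* correlated with its targets under GS, and here its mean Spearman correlation with 3 targets was 0.19, at percentile 89.0 of random lists. The comparison differs, as the Methods of the paper use absolute correlations for genes sampled from all genes. Here correlations kept their sign and random lists were matched on mean CPM. Under AAS the paper did not find a significant correlation of *GCN4* with its targets, which were not tested here. With 49 amino acid genes in their place, chosen after the data were seen, it was 0.28, at percentile 100. Across isotonic cells it was 0.20 with these genes, at percentile 99.3. With the 20 sulfate assimilation genes under AAS it was 0.13, at percentile 91.4. The paper's results give a threshold of |log2FC| of 0.5 and its methods a fold change of 1.2, and 31 genes of Table S4 and 4 of Table S5 lie below 0.5, the smallest at 0.26 and 0.29.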

Other observations

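The test of shared isotonic cells given in the last paragraph was chosen after the result was seen. Under AAS, genes of autophagy were higher, with 29 of 36 at least 2-fold higher and a median log2 fold change of 1.90 (1.03 with summed reads scaled by DESeq2), among them *ATG9* of the autophagosome membrane at 4.04, the lipase gene *ATG15* at 3.84 and *ATG7* at 3.43. Of 43 general stress genes, 26 were at least 2-fold higher, with a median of 1.10, above the central 95% of random lists (0.33 with summed reads scaled by DESeq2 and 2.86 as a difference of mean log2(CPM + 1)), while 19 nitrogen catabolite genes had a median of 0.77, at percentile 56.9 of random lists, with the proline oxidase gene *PUT1* at 4.71 and the repressor gene *DAL80* at 3.60. The G1 cyclin genes *CLN1* and *CLN2* stood at −3.32 and −2.04. Genes of glycolysis and fermentation took 6.20% ± 2.07 (SD) of the reads of an AAS cell and 14.7% ± 6.35 of those of an isotonic cell, with *PDC1* at −2.38 and its minor paralog *PDC6* at 5.95.

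In hypotonic cells, *GPP2* of glycerol production stood at −2.54, *GPP1* at −1.94 and *GPD1* at −1.02, and the median of the osmolyte list was −0.96, at percentile 10.1 of random lists. The MAP kinase gene *SLT2* of cell wall integrity stood at −2.34, the wall protein gene *CIS3* at −2.36 and the catalase gene *CTT1* at −3.20. Histone genes had a median of −0.99, at percentile 14.8.

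Across 5595 genes, the log2 fold changes of AAS and hypotonic cells against the same isotonic cells had a Spearman correlation of 0.44. The hypothesis was that chance values of the shared isotonic cells make up this correlation in part. When AAS and hypotonic cells were set against separate isotonic cells, the covariance of the log2 fold changes was 1.28 with shared cells and 0.583 at most with separate ones, and the Spearman correlation was 0.13 or 0.016 depending on which part of the isotonic cells served AAS. In simulated groups with no difference, shared isotonic cells gave a Spearman correlation of 0.44 and a covariance of 0.517, below the 1.28 of the data, and separate ones a correlation of 0.0056. The shared isotonic cells may therefore account for part of the correlation, and counts of genes with the same direction in both conditions, 811 higher and 413 lower, carry it too.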
